# Gene Expression Profiling Reveals Functional Specialization along the Intestinal Tract of a Carnivorous Teleostean Fish (*Dicentrarchus labrax*)

**DOI:** 10.3389/fphys.2016.00359

**Published:** 2016-08-25

**Authors:** Josep A. Calduch-Giner, Ariadna Sitjà-Bobadilla, Jaume Pérez-Sánchez

**Keywords:** European sea bass, intestine, transcriptome, next-generation sequencing, microarray, immune response

## Abstract

High-quality sequencing reads from the intestine of European sea bass were assembled, annotated by similarity against protein reference databases and combined with nucleotide sequences from public and private databases. After redundancy filtering, 24,906 non-redundant annotated sequences encoding 15,367 different gene descriptions were obtained. These annotated sequences were used to design a custom, high-density oligo-microarray (8 × 15 K) for the transcriptomic profiling of anterior (AI), middle (MI), and posterior (PI) intestinal segments. Similar molecular signatures were found for AI and MI segments, which were combined in a single group (AI-MI) whereas the PI outstood separately, with more than 1900 differentially expressed genes with a fold-change cutoff of 2. Functional analysis revealed that molecular and cellular functions related to feed digestion and nutrient absorption and transport were over-represented in AI-MI segments. By contrast, the initiation and establishment of immune defense mechanisms became especially relevant in PI, although the microarray expression profiling validated by qPCR indicated that these functional changes are gradual from anterior to posterior intestinal segments. This functional divergence occurred in association with spatial transcriptional changes in nutrient transporters and the mucosal chemosensing system via G protein-coupled receptors. These findings contribute to identify key indicators of gut functions and to compare different fish feeding strategies and immune defense mechanisms acquired along the evolution of teleosts.

## Introduction

Teleost fish constitute the most abundant vertebrate group, exhibiting an amazing level of biodiversity affecting their morphology, ecology, and behavior as well as many other aspects of their biology. This huge variability makes fish extremely attractive for the study of many biological questions. They show a high assortment of morphology, anatomy and histology of their gastrointestinal (GI) tract in association with their numerous specialized functions (Wilson and Castro, 2010), as it is involved not only in digestion and feed absorption but also in water and electrolyte balance, nutrient sensing, and immunity (Cain and Swan, 2010). This diversity is now starting to be elucidated and molecular approaches are helping to understand the many vital functions conducted by the GI tract in the context of integrative and comparative physiology. Thus, fish GI tract is an important immunological site acting as a physical and chemical barrier against invading organisms, and the cells within the intestine produce a range of chemical substances to enhance barrier function, innate immunity, and humoral immune responses (Rombout et al., 2011; Xia et al., 2013). This is particularly important at the posterior intestine, where the uptake of macromolecules and foreign antigens mainly occurs (Fuglem et al., 2010; Løkka et al., 2014). Nutrient availability is also essential for the generation and maintenance of a protective effector immune system in humans and other model species (Fox et al., 2005; Michalek and Rathmell, 2010). For instance, a deficiency in glucose uptake negatively affects T cell function with impairment of both proliferation and cytokine expression. Similarly, deficiencies in amino acids, such as tryptophan, arginine, glutamine and cysteine, reduce immune cell activation. Furthermore, short-chain fatty acids provide one of the clearest examples of how host diet and nutrient processing by the gut microbiota shape immune responses (Kau et al., 2011). This is extensive to fish, as dietary butyrate was able to revert most of the changes induced in the intestinal transcriptome of gilthead sea bream (*Sparus aurata*) by the replacement of fish meal and fish oil with plant ingredients (Estensoro et al., 2014). However, experimental evidence in Atlantic halibut (*Hippoglossus hippoglossus*) (Murray et al., 2010), Atlantic salmon (*Salmo salar*) (Skugor et al., 2011), and Atlantic cod (*Gadus morhua*) (Morais et al., 2012a; De Santis et al., 2015) suggests that the nutritionally mediated changes in the intestinal transcriptome and function are highly fish species-specific.

Changes in the intestinal transcriptome also reflect the effect of nutritional background on the disease outcome of gilthead sea bream infected with the intestinal parasite *Enteromyxum leei* (Estensoro et al., 2011; Calduch-Giner et al., 2012). Furthermore, the high expression level of an intestinal mucin specific to the fish lineage has been proven a suitable marker of diagnostic and prognostic value of this parasitic enteritis (Pérez-Sánchez et al., 2013). In this context, the functional outline of the intestinal transcriptome of Mediterranean, Perciform, carnivorous, and gastric fish, such as gilthead sea bream and European sea bass (*Dicentrarchus labrax*), will allow comparative studies with other earlier teleostean groups, such as Salmoniformes (salmon, trout) and Cypriniformes (zebrafish, carp), which have different feeding behaviors or are stomachless (agastric fish). It would also help to understand the impact of dietary restriction, intermittent feeding, or compensatory growth (Inness and Metcalfe, 2008). In addition, this transcriptomic profiling can be a valuable tool to define the nutritional value of novel fish feeds and their effect on fish immune system.

In European sea bass, massive gene expression analysis have undertaken for gills, liver, brain, eggs, and larvae (Geay et al., 2011; Magnanou et al., 2014; Nuñez Ortiz et al., 2014; Kaitetzidou et al., 2015). A high-quality chromosome-scale genome assembly is also available (Tine et al., 2014) for this species, but in-depth analysis of the intestinal transcriptome remains to be fully addressed. Thus, the main goal of this work was to compare three different intestinal segments of European sea bass in order to generate a precise functional map of the intestine of this valuable fish species. For such purpose, transcriptomic data were generated through the construction of next-generation sequencing libraries. These sequences, combined with others from public and private repositories, were used to construct a reliable assembly nucleotide database (http://www.nutrigroup-iats.org/seabassdb) enriched on intestinal sequences, being used the annotated assembled sequences to design a custom oligo-microarray.

## Materials and methods

### Animals and tissue sampling

European sea bass of Mediterranean origin were reared under standard conditions at densities lower than 15 kg/m^3^ at indoor experimental facilities of the Institute of Aquaculture Torre de la Sal (IATS-CSIC). Photoperiod and temperature followed the natural changes at our latitude (40°5′N, 0°10′E), and fish were fed to visual satiety on 5 days per week with a commercial diet (Biomar, Palencia, Spain). At midsummer (fast growing fish), overnight fasted fish of 200 g average weight were anesthetized with 100 mg/L of 3-aminobenzoic acid ethyl ester (MS-222, Sigma-Aldrich, Madrid, Spain), bled, and samples of anterior (AI), middle (MI), and posterior (PI) intestinal segments were rapidly excised, frozen in liquid nitrogen and stored at −80°C until RNA extraction. AI was taken as a segment immediately after the pyloric caeca. MI was taken as a representative portion at the middle of the intestine. PI was taken as a segment including the rectum. All procedures were approved by the Ethics and Animal Welfare Committee of the Institute of Aquaculture Torre de la Sal according to national (Royal Decree RD53/2013) and EU legislation (2010/63/EU) on the handling of experimental animals.

### RNA extraction

Total RNA was isolated by means of the Ambion MagMax-96 for Microarray kit (Applied Biosystems, Foster City, CA, USA) after tissue homogenization in TRI reagent at a concentration of 100 mg/ml following the manufacturers' instructions. RNA quantity and purity was determined by Nanodrop (Thermo Scientific, Wilgminton, DE, USA) and Agilent 2100 bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) measurements with absorbance ratios at 260 nm/280 nm above 1.9 and RNA integrity numbers between 9.2 and 10, which are indicative of clean and intact RNA.

### Transcriptome libraries sequencing and asssembly

Tissue samples from four fish were used for the construction of next-generation sequencing libraries of AI and PI segments. cDNA synthesis was performed with 700 ng total RNA by means of the MINT kit (Evrogen, Heidelberg, Germany). To increase the recovery rate of rare and unique transcripts, amplified cDNAs were normalized by duplex-specific nuclease with the Trimmer kit (Evrogen) following the manufacturer's instructions (Zhulidov et al., 2004). Normalized cDNA samples were quantified with the Quant-iT PicoGreen dsDNA quantification Kit (Life Technologies, Carlsbad, CA, USA) using a VersaFluorTM Fluorometer system (Bio-Rad, Hercules, CA, USA). Normalized cDNA (500 ng) was sheared into small fragments (250–600 nt) by nebulization with compressed nitrogen. Then, sequencing adapters were ligated to the blunt ends of the fragments, and an emulsion PCR (emPCR) was performed. After emPCR, the enriched beads were loaded onto the 454 microtiter plate and the amplicons were sequenced with a Titanium GS FLX 454 platform (Roche, Mannheim, Germany). The sff files containing all reads for each library have been deposited to NCBI Short Read Archive under accession SRR1560808.

The quality of the reads was assessed with PERL scripts developed at Lifesequencing S.L. (Valencia, Spain) for trimming of adaptors and validation of high-quality sequences. All sequences were edited to remove vector and adaptor sequences, and cleaned and filtered before assembly. Cleaning involved masking of poor-quality bases and low-complexity sequences, such as polyA tails. Filtering removed contaminating sequences (bacteria, yeast) and only high-quality sequences (*q* > 25) of more than 100 bases in length were retained. Assembly of high-quality reads was performed by means of Newbler version 2.8 program (454 Life Science-Roche) using the default parameters and the cDNA option.

### European sea bass transcriptome database construction

According to the scheme pipeline shown in Figure 1, assembled contigs and singletons from the *de novo* assembly (85,350 sequences) were combined with European sea bass annotated nucleotide sequences extracted from public (European sea bass complete mRNAs from Genbank, 492 sequences) and private (AQUAFIRST EU project at http://www.sigenae.org/aquafirst, 6953 sequences) databases. Redundant sequences were removed retaining the longest ones, and filtered sequences were annotated by similarity searches using protein reference databases, such as UniProt/Swissprot, RefSeq protein, TrEMBL, and Pfam. The *e*-value threshold to determine similarities was set to 1E-5, and the Uniprot/Swissprot entry to which they received the highest similarity was usually assigned as the gene identity. After annotation, the frameshift edition algorithm previously developed for sequencing corrections at homopolymer regions in gilthead sea bream transcriptome assemblies was applied (Calduch-Giner et al., 2013). Functional characterization by means of gene ontology analysis was made from the most representative contigs/singletons for each gene identity using the Blast2GO software (Conesa et al., 2005) with a threshold cutoff set at 1E-3. Multilevel GO term analysis was performed under default settings (minimum cutoff 1E-04 BlastX) and results were filtered by annotation score.

**Figure 1:**
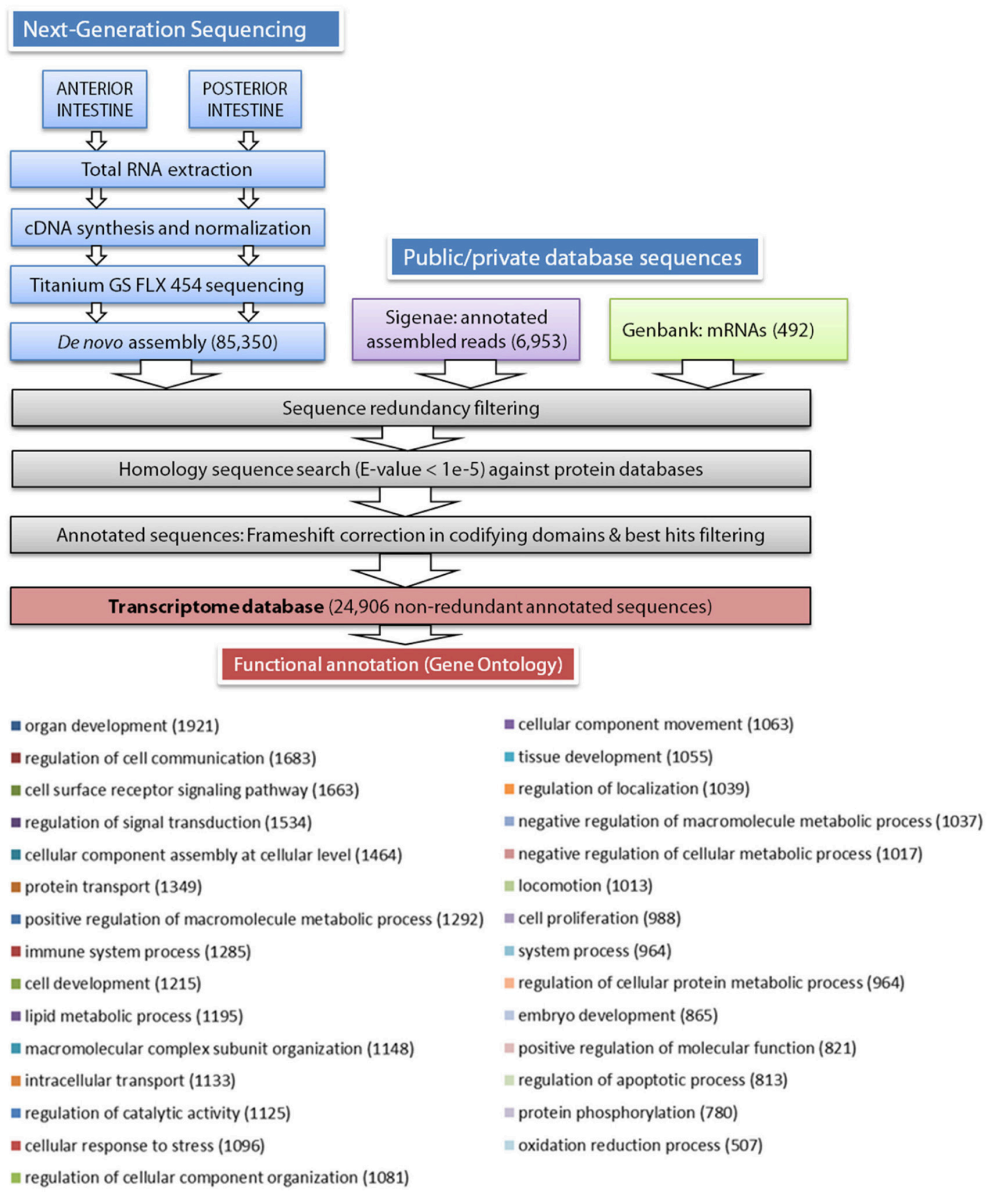
**Schematic representation of the data processing pipeline for the ***de novo*** assembly and annotation of European sea bass intestine transcriptome**. Distribution of biological process multilevel GO annotation terms in European sea bass sequences. The number of sequences for each GO term is represented between parentheses.

### Microarray construction, hybridization, and data analysis

A custom high-density oligo-microarray (8 × 15 K) from the assembled nucleotide European sea bass sequences was designed and printed using the eArray web tool (Agilent). The array comprised 60-oligomer probes for 14,147 different European sea bass annotated sequences. Total RNA (150 ng) from individuals (*n* = 8 for each intestine segment: AI, MI, and PI) were labeled with cyanine 3-CTP (Low Input Quick Amp Labeling Kit, Agilent), and 600 ng of each labeled cRNA were hybridized to microarray slides that were analyzed with an Agilent G2565C Microarray Scanner according to the manufacturer's protocol. Data were extracted using the Agilent Feature Extraction Software 11.5.1.1. Data analysis of differentially expressed (DE) genes was carried out with the Genespring GX 13.0 software (Agilent). Functional pathway analysis of DE genes was performed with the Ingenuity Pathway Analysis (IPA) software (http://www.ingenuity.com). For each gene, the Uniprot accession of the annotation equivalent for one of the three higher vertebrates model species in IPA (human, rat, or mouse) was assigned.

### Real-time qPCR validation

Up to 29 genes that were considered representative of DE genes were validated on individual AI and PI samples (*n* = 6 for each intestinal segment) by real-time qPCR, using an iCycler IQ Real-time Detection System (Bio-Rad). cDNA synthesis was performed using the High-Capacity cDNA Archive Kit (Applied Biosystems) with random decamers. For this purpose, 500 ng total RNA were reverse transcribed in a final volume of 100 μl. RT reactions were incubated for 10 min at 25°C and 2 h at 37°C. Negative control reactions were incubated in the absence of reverse transcriptase. Diluted RT reactions were conveniently used for PCR reactions in a 25 μl volume. Each PCR well contained a SYBR Green Master Mix (Bio-Rad) and specific primers (Table S1) were used at a final concentration of 0.9 μM. DNA Polymerase was activated and cDNA denatured by preincubation for 3 min at 95°C; the template was amplified for 40 cycles of denaturation at 95°C for 15 s, and annealing/extension at 60°C for 60 s. β-Actin was used as the housekeeping gene and the efficiency of PCR reactions for target and reference genes varied between 90 and 98%. The amount of product in a particular sample was determined by interpolation of the cycle threshold (Ct) value. The specificity of the reaction was verified by analysis of melting curves and by electrophoresis and sequencing of PCR-amplified products. Fluorescence data acquired during the extension phase were ultimately normalized to β-actin by the ΔΔCt method (Livak and Schmittgen, 2001). For each selected gene, fold-change variations were calculated between posterior and anterior regions.

### Statistical analysis

Microarray results for the different intestinal segments were compared in pairs by means of a *t*-test (corrected *P* < 0.05, Benjamini-Hochberg multiple testing correction).

## Results

### Transcriptome assembly and annotation

As stated in Table 1, sequencing of AI and PI segments yielded similar results in terms of the number of high-quality reads and average read length. The combined *de novo* assembly of all high-quality reads resulted in a total of 85,350 unique sequences (20,554 contigs and 64,796 singletons) with an average length of 788 nucleotides. After combination with annotated assembled reads from Aquafirst and GenBank complete mRNAs, filtering resulted in 24,906 non-redundant annotated sequences with an average length of 1050 nucleotides (N50 = 1323 nucleotides) that were uploaded to our nucleotide database (http://www.nutrigroup-iats.org/seabassdb). The assembled transcriptome yielded a total of 15,367 different gene descriptions for annotated sequences. Blast2GO analysis showed a high abundance among others of GO terms related to organ development (GO:0048513, 1921 different genes), cell communication, cell surface receptor signaling and signal transduction (GOs:0010646, 0007166, 0009966; 1683, 1663, and 1534 genes, respectively), cellular assembly (GO:0022607, 1464 genes), protein transport (GO:0015031, 1349 genes), immune system (GO:0002376, 1285 genes), cell development (GO:0048468, 1215 genes), and lipid metabolism (GO:0006629, 1195 genes) (Figure 1).

**Table 1:** **Statistics for 454 pyrosequencing libraries**.

	**Anterior intestine**	**Posterior intestine**	***De novo* assembly**
**PYROSEQUENCING READS**			
High-quality reads	492,924	494,474	987,398
Average read length (bp)	462	518	490
Total Megabases	227.9	256.3	484.3
**ASSEMBLY STATISTICS**			
Number of contigs	12,782	13,798	20,554
Reads assembled	388,694	369,029	789,688
Average contig length (bp)	1376	1426	1513
Assembled contigs N50 (bp)	1540	1539	1681
Number of singletons	48,234	48,527	64,796
Average singleton length (nt)	536	596	558
Total consensus Megabases	43.4	48.6	67.3
Average sequences coverage	7.2	6.7	10.0

Most of the non-redundant assembled sequences had a reliable annotation against the UniProt/Swissprot database (17,181 sequences, 69%). Sequences with no significant equivalent in this database were annotated by similarity to RefSeq-Prot (4004 sequences), Trembl (3160 sequences), or Pfam (561 sequences) (Figure 2A). In all cases, reliable annotations were obtained with *e*-values lower than 1E-30 for more than 60% of sequences (Figure 2B).

**Figure 2:**
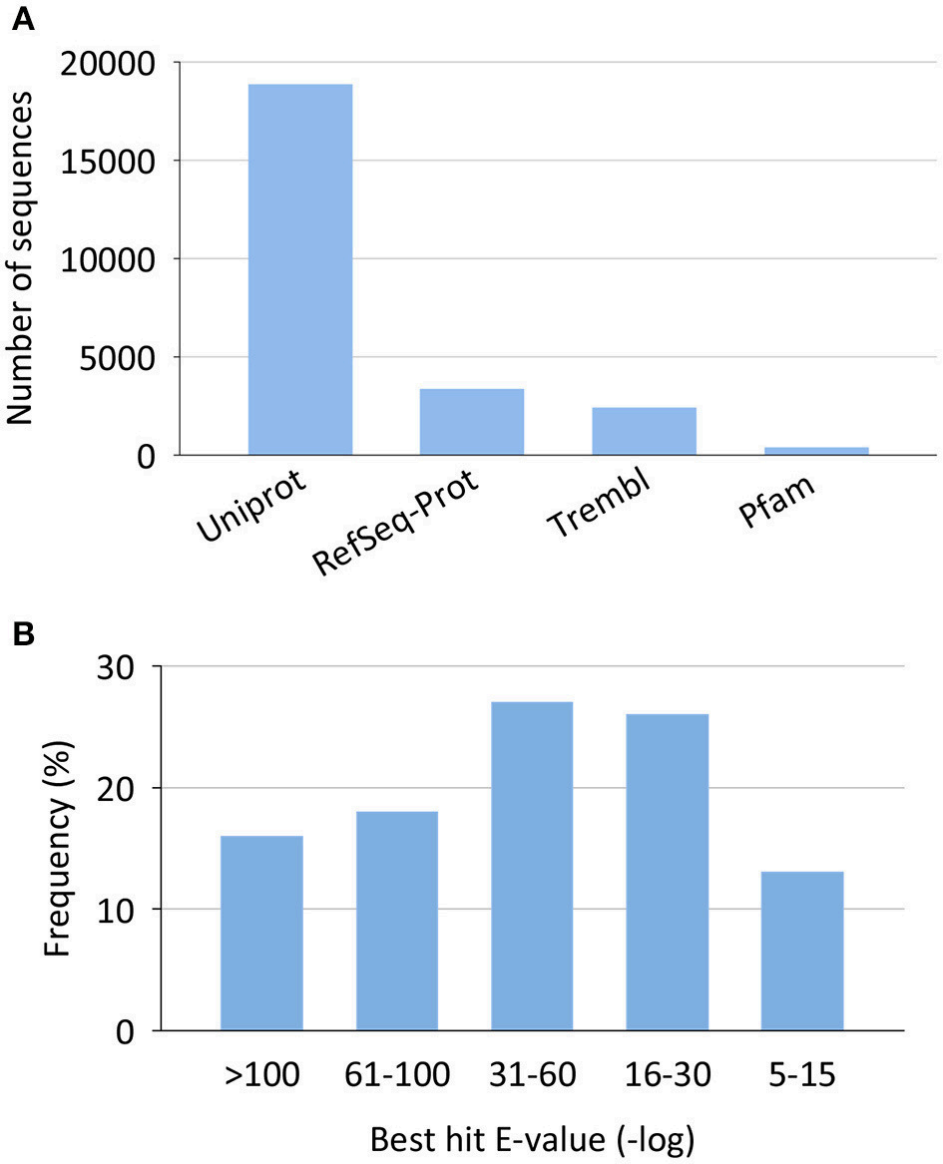
**Annotation statistics for the European sea bass transcriptome. (A)** Top annotation hits by reference databases. **(B)** Annotation best hit *e*-value distribution.

### Functional analysis of differentially expressed (DE) genes

Microarray gene expression profiling of individual fish showed a gradient expression pattern along the intestinal tract with a close association of AI and MI by principal component analysis, with the first two components accounting for 41% of the total variance (Figure 3). Hence, *t*-tests (Benjamini-Hochberg, *P* < 0.05) were not able to detect DE genes between AI and MI samples, and these two intestinal segments were combined into one category (AI-MI) for further analysis comparing AI-MI vs. PI. This strategy yielded 5770 DE genes (Benjamini-Hochberg *t*-test, *P* < 0.05), reduced to 1906 (960 upregulated in AI-MI; 946 upregulated in PI) after filtering with a fold-change cutoff of 2.0. 

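The microarray data cover 23 arrays of European sea bass intestine, 8 of AI, 7 of MI and 8 of PI, each hybridised with Cy3-labelled RNA from 1 segment of 1 fish. AI was cut immediately after the pyloric caeca, MI from the middle of the intestine and PI from the end that includes the rectum. The custom Agilent array carries 14147 oligonucleotide probes for assembled sea bass transcripts. The authors extracted each spot with Agilent Feature Extraction, and the deposited processed signal is background-subtracted and detrended but not scaled between arrays. For the values given here, the log2 of this signal was taken, spots of a probe were averaged and the 75th percentile of each array was subtracted, so that a log2 signal of 0 is the 75th percentile of an array. Spots marked as outliers by the extraction were left out, and no probe spot was saturated. Probes well above background on at least 7 of the 23 arrays were tested, 12894 in number. The share of probes well above background was 86.2 to 90.4% in AI (median 89.0%), 82.8 to 92.7% in MI (median 87.4%) and 86.6 to 93.1% in PI (median 88.6%). The 75th percentile of the processed signal ranged from 388 to 1183 intensity units, with a median of 642. Groups were compared with limma, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. In simulated data with the real spread of 12894 probes, the AI-MI vs. PI comparison recovered 81% of 100 genes changed by 1 log2 unit and 100% of 100 changed by 2, with 10 wrong calls. The AI vs. MI comparison recovered 71% and 95%, with 10 wrong calls. The simulated noise was independent between arrays, with 1 SD per probe pooled over AI, MI and PI, and it held no outlying arrays. Some probes vary more in AI and MI than in PI, as gastrotropin did (SD 4.82 in AI, 2.27 in MI and 0.33 in PI). The shares may thus overstate what the real AI vs. MI comparison can detect. The number of arrays limits the precision. The arrays lay on 3 slides that each held every segment: 3 AI, 3 MI and 2 PI arrays on slide 1, 3, 2 and 3 on slide 2, and 2, 2 and 3 on slide 3, which was scanned on another day. Gene names are those of the paper's Table S2, which names 3652 of the probes, all of them called by the study, after their best match in other species. The remaining 10495 probes have no name in the sources used here.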

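Patched domain-containing protein 3 (L12_89048), of a family of membrane proteins with sterol-sensing domains, rose in steps from -4.65 ± 2.92 (SD, n = 8) in AI to -0.85 ± 2.13 (SD, n = 7) in MI and 3.84 ± 0.87 (SD, n = 8) in PI on the log2 scale. Alcohol dehydrogenase A (L12_80932), which oxidises alcohols, had -6.81 ± 1.54 (SD, n = 8), -4.06 ± 1.04 (SD, n = 7) and -0.31 ± 0.56 (SD, n = 8) in the same segments. Both rose from AI to PI (adjusted p = 3.0e-06 and 5.3e-08, for both, all 8 PI arrays lay above all 8 AI arrays), but their differences between AI and MI missed the threshold (adjusted p = 0.237 and 0.170), although the latter passed it in a joint fit with the PI arrays (adjusted p = 0.0278). To place whole arrays on the axis from the AI mean (0) to the PI mean (1), the genes called between AI and PI in replicates 1 to 4 were scored in replicates 5 to 8, and the reverse, with 2864 and 3338 genes. The AI arrays had a mean score of 0.0686 ± 0.153 (SD, n = 8), the MI arrays 0.239 ± 0.160 (SD, n = 7) and the PI arrays 0.970 ± 0.109 (SD, n = 8). The highest MI score, 0.510, lay below the lowest PI score, 0.789. PI replicates 7 and 8 stood apart from the other PI arrays, at 0.789 and 0.814 against 0.979 or more, on the side of AI and MI. This depends on the background correction. With normexp on the median signals they lay at 0.791 and 0.837, and PI replicates 4, 1 and 2 lay lower, at 0.697, 0.747 and 0.749. Without normexp, 5667 probes called between AI-MI and PI had a value on every PI array. PI replicates 7 and 8 were the PI arrays nearest to AI-MI for 977 of them, and any other 2 for at most 304, a count made after their values had been seen. MI lay 0.171 above AI, which missed the threshold (two-sided exact permutation test over 6435 splits, p = 0.0575). Within the slides the difference was 0.198, 0.161 and 0.114. AI replicate 2 stood apart with a score of 0.437. With its score left out of the comparison, the difference was 0.223 and passed the same exact test (p = 0.00350). It also passed with the score of MI replicate 5 (0.202, exact p = 0.0230) or MI replicate 7 (0.203, exact p = 0.0230) left out. The axis was not recomputed, so AI replicate 2 still helped to choose the genes and set the AI mean for replicates 5 to 8. The first 2 principal components of the log2 signals, over the 12775 tested probes with a value on every array, held 50.0 and 9.78% of the variance, 59.8% in all.

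**Figure D1:**
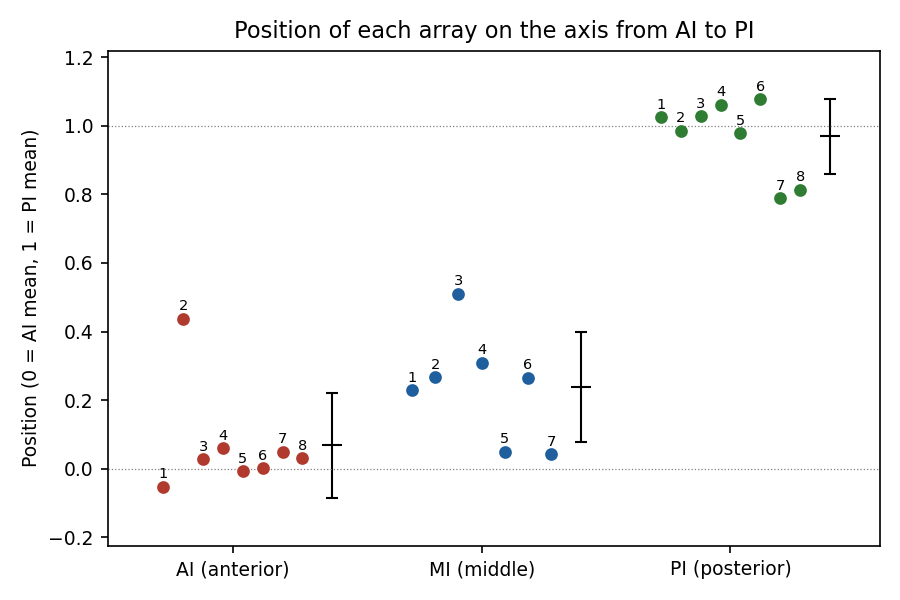
Score of each array between the AI mean (0) and the PI mean (1), by segment. Points are single arrays with their replicate number, and the black bars give the mean ± SD. The MI arrays reach up to 0.510 and AI replicate 2 lies at 0.437, while every PI array lies at 0.789 or above.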

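Carcinoembryonic antigen-related cell adhesion molecule 5 (L1_86196), a surface glycoprotein of epithelial cells, was 1.12 ± 2.54 (SD, n = 8) in AI and -6.61 ± 2.93 (SD, n = 7) in MI on the log2 scale. Intelectin-2 (L1_88128), a lectin that binds microbial sugars, was 2.05 ± 3.12 (SD, n = 8) in AI and -6.94 ± 4.01 (SD, n = 7) in MI, and alkaline phosphatase, tissue-nonspecific isozyme (L1_77244) was 5.01 ± 2.44 (SD, n = 8) and -3.47 ± 4.84 (SD, n = 7). In the other direction, gastrotropin (L2_73008), the bile acid-binding protein of enterocytes, was 0.31 ± 4.82 (SD, n = 8) in AI and 7.51 ± 2.27 (SD, n = 7) in MI, and excitatory amino acid transporter 3 (L2_89236) was -4.24 ± 4.26 (SD, n = 8) and 2.71 ± 2.90 (SD, n = 7). Glucagon-1 (L12_71059), which encodes glucagon-like peptides of endocrine cells, was 1.67 ± 0.58 (SD, n = 8) in AI and 3.04 ± 0.44 (SD, n = 7) in MI, and protein S100-A1-like (L12_48239), a calcium-binding protein, 2.52 ± 0.20 (SD, n = 8) and 3.51 ± 0.42 (SD, n = 7). None of these differences passed the test between the 8 AI and 7 MI arrays, although 8 of 8 AI arrays lay above the MI mean for L1_86196 and 7 of 7 MI arrays above the AI mean for gastrotropin. With limma on these 2 segments alone, 0 of 12894 probes were called between AI and MI, against 1639 at an unadjusted p under 0.05. The test named in the paper's methods, also with Benjamini-Hochberg adjustment, called 0 as well, with 1606 at an unadjusted p under 0.05. The lowest adjusted p was 0.0971, reached by 11 probes, and 13 probes differed by more than 32-fold in their means. With the slide as a block the count was 0, with 1930 at an unadjusted p under 0.05. A planned joint fit of AI, MI and PI, which keeps every array, called 49 probes, 19 higher in AI and 30 in MI, with 41 at 2-fold or more. Among them were all 7 genes given here (adjusted p = 0.00490 to 0.0333). Named genes include those with the smallest p between AI and MI on these arrays, so these 7 calls are no independent support. This fit also takes in the spread of the PI arrays. For L1_86196, intelectin-2, alkaline phosphatase, gastrotropin and excitatory amino acid transporter 3, the PI SD was 0.33 to 0.97. It lay below their SDs in AI and MI, so their adjusted p may be too low. The count of 0 rested on single arrays as well. Without AI replicate 2, which had 9.56 for gastrotropin, 586 probes were called, 233 higher in AI and 353 in MI, with 295 at 2-fold or more. Without MI replicate 7 40 were called, and without both arrays 1046. Each array was left out in turn as planned, but the removal of both was chosen from their values, so the last count leans upward. With AI replicate 2 left out, L1_86196 was 8.35 log2 units higher in AI (adjusted p = 0.00658) and gastrotropin had a difference of -8.52 (AI minus MI, adjusted p = 0.00658). No member of the 35 gene lists was called between AI and MI by limma on these 2 segments alone, while 41 memberships were higher in AI and 57 in MI at an unadjusted p under 0.05. Adjusted over the list alone, 5 of 8 genes of cholesterol synthesis and 3 of 13 of zinc and iron handling were higher in AI, and 6 of 17 matrix genes and 3 of 3 hemoglobin genes were higher in MI. The other lists had at most 3 such members in either direction, and the members were taken from genes that the study had called on these arrays.

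**Figure D2:**
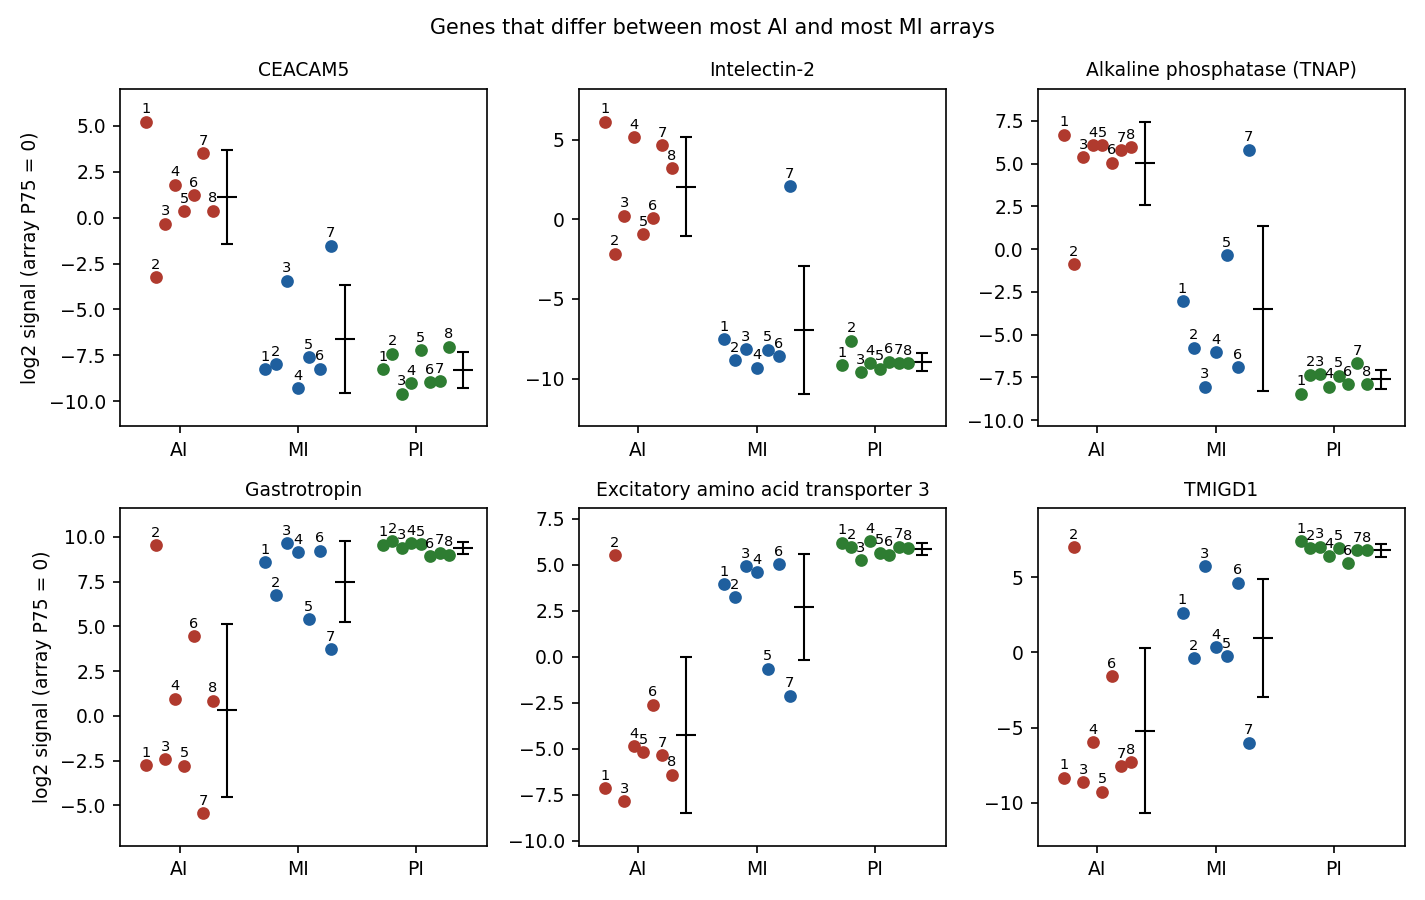
Log2 signal (75th percentile of each array = 0) of 6 genes in AI, MI and PI. Points are single arrays with their replicate number, and the black bars give the mean ± SD. AI replicate 2 lies at 9.56 for gastrotropin, among the MI and PI arrays.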

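Cytochrome P450 2D15 (L1_85234), a monooxygenase that acts on foreign compounds, was 2.10 ± 1.32 (SD, n = 15) in AI-MI and -5.22 ± 1.83 (SD, n = 8) in PI, a 159-fold difference (log2 difference 7.32, standard error 0.62, adjusted p = 1.0e-09, all 15 AI-MI arrays lay above all 8 PI arrays, well above background on 6 of the 8 PI arrays). Glycine amidinotransferase (L1_75798), the mitochondrial enzyme that starts creatine synthesis, was 142-fold higher in AI-MI (adjusted p = 3.0e-07, all 15 AI-MI arrays lay above all 8 PI arrays), and ubiquitin carboxyl-terminal hydrolase 3 (L12_85864), a deubiquitinase, 128-fold higher (adjusted p = 3.9e-12, all 15 AI-MI arrays lay above all 8 PI arrays). The fold of glycine amidinotransferase was 371 in AI, or 629.5 without AI replicate 2, and 47.6 in MI. On the PI side, RNF186-like (L12_78334), of a family of ubiquitin ligases with a RING finger, was -0.48 ± 1.28 (SD, n = 15) in AI-MI and 4.75 ± 0.72 (SD, n = 8) in PI, a 37.5-fold difference (log2 difference 5.23, standard error 0.47, adjusted p = 2.3e-09, all 8 PI arrays lay above all 15 AI-MI arrays). Small conductance calcium-activated potassium channel protein 1 (L12_84939) was 29.7-fold higher in PI (adjusted p = 1.9e-14, all 8 PI arrays lay above all 8 AI-MI arrays), with usable spots on 4 AI, 4 MI and 8 PI arrays, and ninjurin-1 (L12_75748), a cell adhesion protein, 34.4-fold (adjusted p = 2.7e-11, all 8 PI arrays lay above all 15 AI-MI arrays). Of 12894 probes tested with limma between the 15 AI-MI and the 8 PI arrays, 5684 were called, 2773 higher in AI-MI and 2911 higher in PI. At 2-fold or more these were 1883, 948 and 935. AI alone against PI gave 5424 calls (2152 at 2-fold or more) and MI alone 4510 (1684). The direction of the split depends on the background correction: with normexp on the median signals, 3747 were higher in AI-MI and 2128 in PI, and 1097 passed 2-fold. The median difference over all probes was 0.01 without it and 0.13 with it on the log2 scale. With the slide as a block 6088 were called (1933 at 2-fold or more), and within slides 1, 2 and 3 alone 1404, 3508 and 2034. Of 205 named genes that were called, 205 kept their direction and their call with the slide as a block; within slides 1, 2 and 3, 204, 205 and 205 kept their direction, and 116, 172 and 141 were called. If segments of the same number come from the same fish, the 15 AI-MI arrays are not independent. Of the 3652 genes in the paper's Table S2, 3534 were tested, all of them went the same way as in the table and 3533 were called. The paper combines AI and MI because they lay close in its principal component analysis and its tests found no DE genes between them. It takes the AI-MI vs. PI calls as its DE genes.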

The complete list of DE genes with data on fold-changes is shown as Table S2.

**Figure 3:**
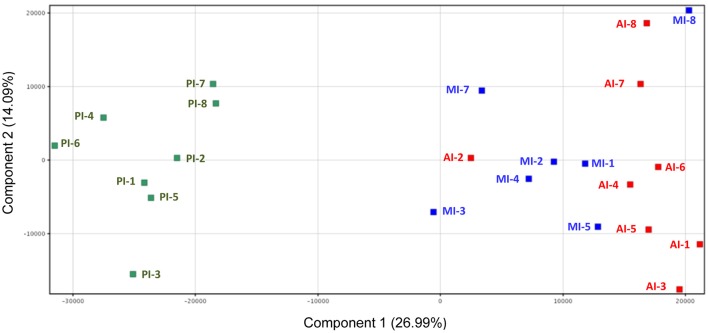
**Principal component analysis of the gene expression profile of intestine sections of European sea bass**. Anterior intestine samples are marked as AI (red), middle intestine as MI (blue) and posterior intestine as PI (green).

Functional pathway analysis of DE genes revealed a different pattern of molecular and cellular functions throughout the intestine. 

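Every tested member of the lists for pancreatic enzymes, apolipoproteins with chylomicron assembly, and cholesterol synthesis was higher in AI-MI. Every tested member of the lists for vitamin B12 uptake, bile acid uptake, Hox genes and B cells was higher in PI. Lists for antimicrobial proteins, junction proteins, sugar transporters, zinc and iron handling, and water and ion transport had members on both sides. The 35 lists were written from the gene names in Table S2, after its folds had been read, and do not hold every gene of a kind. Since that table holds only genes that the study called on these arrays, each of the 492 list memberships was called by limma at an adjusted p under 0.05, and the counts show which way the members went, not whether a group of genes changed more than others. No test of enrichment was run, because genes without a call have no name here. For AI-MI vs. PI, adjustment over a list alone gave the same counts. It has to where every member is already called over all tested probes, so it checks nothing. The median of a list kept its sign with the slide as a block in 34 of 35 lists, and within slides 1, 2 and 3 in 34, 35 and 35; the list of dividing cells, which has members on both sides, was the exception.

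**Figure D3:**
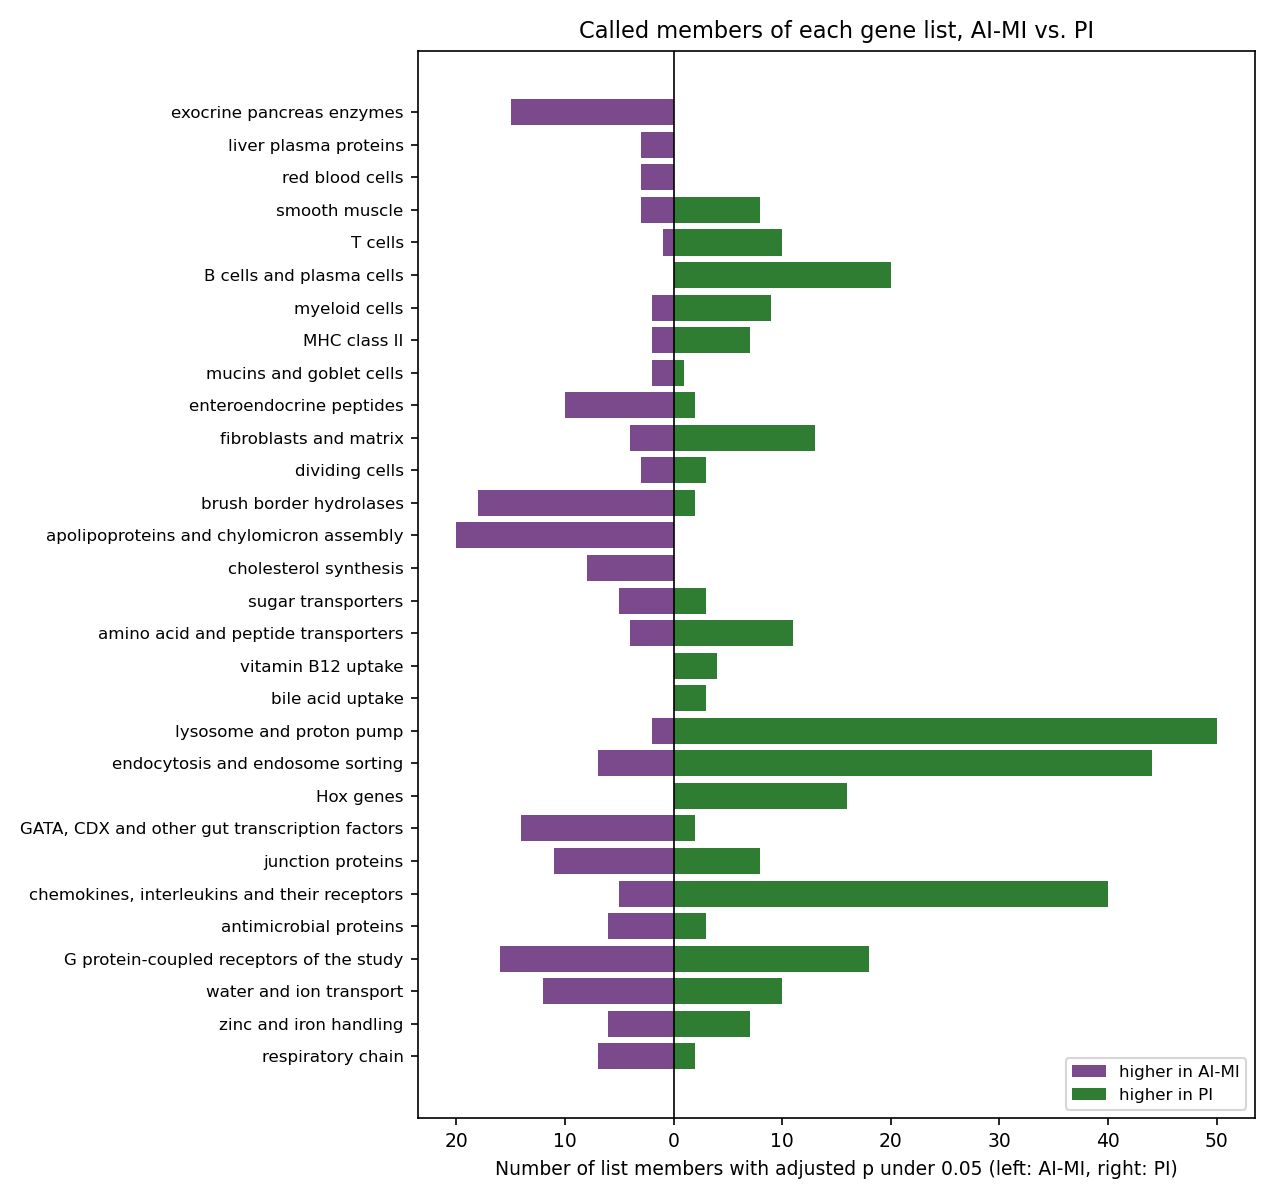
Number of members of each gene list with at least 3 tested members that were higher in AI-MI or in PI at an adjusted p under 0.05. Bars are counts of genes over 15 AI-MI and 8 PI arrays. The lysosome list has 50 members higher in PI and the apolipoprotein list 20 higher in AI-MI.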

In AI-MI, there was an overrepresentation of genes related to digestion and transport of nutrients (lipids, vitamins, minerals, carbohydrates, amino acids) (Figure 4). This was consistent with the observation that highly expressed genes in the AI-MI segments in comparison with PI included a vast array of proteins (*pepsin A, chymotrypsin-like elastase family member 2A, elastase-1*), lipid (*phosphodiesterase family member 7, neutral ceramidase, bile salt-activated lipase*), and carbohydrate (*lactase-phlorizin hydrolase*) digestion-related genes, as well as genes involved in lipoprotein metabolism (*14 kDa apolipoprotein, apolipoprotein C-II*) and intestinal motility (*neuromedin-B-like*) (Table 2). 

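Aquaporin-8 (L12_85158), a water channel, was 6.26 ± 0.87 (SD, n = 15) in AI-MI and -2.90 ± 1.09 (SD, n = 8) in PI, a 573-fold difference (log2 difference 9.16, standard error 0.39, adjusted p = 4.1e-15, all 15 AI-MI arrays lay above all 8 PI arrays). The peptide transporter solute carrier family 15 member 1 (L12_88402), which takes up the di- and tripeptides left by digestion, was 6.51 ± 0.48 (SD, n = 15) in AI-MI and 0.05 ± 1.40 (SD, n = 8) in PI, 87.6-fold higher in AI-MI (adjusted p = 9.8e-13, all 15 AI-MI arrays lay above all 8 PI arrays), with 1.88 and 2.62 on PI replicates 7 and 8 and -0.16 or less on the other PI arrays. Its relative solute carrier family 15 member 2 (L2_89755) went the other way, 52.2-fold higher in PI (adjusted p = 0.00168, 8 of 8 PI arrays lay above the AI-MI mean, well above background on 11 of the 15 AI-MI arrays), as did the b(0,+)-type amino acid transporter 1 (L2_89061), which carries cystine and basic amino acids, at 313-fold (adjusted p = 5.7e-05, 8 of 8 PI arrays lay above the AI-MI mean, well above background on 8 of the 15 AI-MI arrays). These pooled folds hide a gap between the segments: PI was 282-fold above AI and 7.59-fold above MI for solute carrier family 15 member 2, and 987-fold and 84.5-fold for the b(0,+)-type transporter. Without AI replicate 2 the folds against AI were 654 and 2564, and those against MI were 4.45 without MI replicate 7 for the former and 166 without MI replicate 3 for the latter. Facilitated glucose transporter member 5 (L12_84958), which carries fructose, was 41.7-fold higher in AI-MI (adjusted p = 4.1e-10, all 15 AI-MI arrays lay above all 8 PI arrays) and a gene like it (L1_52131) 12.3-fold higher (adjusted p = 1.4e-10, all 15 AI-MI arrays lay above all 8 PI arrays), while facilitated glucose transporter member 8 (L12_86726) was 2.32-fold higher in PI (adjusted p = 8.6e-06, all 8 PI arrays lay above all 15 AI-MI arrays). The ammonium transporter Rh type B (L1_84283) and carbonic anhydrase 4 (L12_85270) were 360.4-fold and 219-fold higher in AI-MI (adjusted p = 4.6e-06 and 1.1e-09, for both, all 15 AI-MI arrays lay above all 8 PI arrays), although carbonic anhydrase 4 was well above background on 1 of the 8 PI arrays and the ammonium transporter on 7 of the 8 PI arrays. The latter was 1149-fold higher in AI (2205-fold without AI replicate 2) and 95.8-fold higher in MI (55.7-fold without MI replicate 7). Zinc transporter ZIP8 (L12_85588) was 42.0-fold higher in AI-MI and zinc transporter 8 (L12_83994) 51.3-fold higher in PI (adjusted p = 1.1e-09 and 6.6e-10, all 15 AI-MI arrays lay above all 8 PI arrays, and all 8 PI arrays lay above all 15 AI-MI arrays). Among enzymes of cholesterol synthesis, 7-dehydrocholesterol reductase (L12_72066) was 3.62-fold and methylsterol monooxygenase 1 (L12_79590) 2.81-fold higher in AI-MI (adjusted p = 2.0e-04 and 1.3e-06, for both, 15 of 15 AI-MI arrays lay above the PI mean). Of the sugar transporters, 5 of 8 were higher in AI-MI and 3 in PI, and of the amino acid and peptide transporters, 4 of 15 were higher in AI-MI and 11 in PI. Of the genes of cholesterol synthesis, 8 of 8 were higher in AI-MI, of those of zinc and iron handling, 6 of 13 were higher in AI-MI and 7 in PI, and of those of water and ion transport, 12 of 22 were higher in AI-MI and 10 in PI. Since the study picked the members of these lists on these arrays, the counts are not independent evidence. With normexp background correction, the count of water and ion transport genes higher in PI fell to 6.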

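Pepsin A (L12_87775), the acid protease of the stomach, was 5.10 ± 1.17 (SD, n = 15) in AI-MI and -6.23 ± 2.34 (SD, n = 8) in PI, a 2561-fold difference (log2 difference 11.32, standard error 0.68, adjusted p = 2.4e-12, all 15 AI-MI arrays lay above all 8 PI arrays, well above background on 5 of the 8 PI arrays). Lactase-phlorizin hydrolase (L12_89397), which splits disaccharides at the brush border, was 7.39 ± 0.31 (SD, n = 15) in AI-MI and -1.47 ± 3.49 (SD, n = 8) in PI, 464-fold higher in AI-MI (log2 difference 8.86, standard error 0.84, adjusted p = 5.9e-09, all 15 AI-MI arrays lay above all 8 PI arrays). On PI replicates 7 and 8 it lay at 4.03 and 3.37, against 0.01 or less on the other PI arrays. Neutral ceramidase (L12_88162) and ectonucleotide pyrophosphatase/phosphodiesterase family member 7 (L12_88885), which digest sphingolipids, were 202-fold and 329.6-fold higher in AI-MI (adjusted p = 4.7e-08 and 7.9e-09, for both, all 15 AI-MI arrays lay above all 8 PI arrays). The lipoprotein genes 14 kDa apolipoprotein (L1_53088) and apolipoprotein C-II (L12_59073), the cofactor of lipoprotein lipase, were 10643-fold and 910.3-fold higher in AI-MI (adjusted p = 2.6e-14 and 2.4e-13, for both, all 15 AI-MI arrays lay above all 8 PI arrays). Platelet glycoprotein 4 (L12_86214), also known as the fatty acid receptor CD36, was 452-fold higher (adjusted p = 5.8e-09, all 15 AI-MI arrays lay above all 8 PI arrays). Of the gut peptides, neuromedin-B-like (L1_44416) was 312-fold, peptide Y (L4_39425) 3991-fold and gastrin (L1_32270), which stimulates acid secretion, 281-fold higher in AI-MI (adjusted p = 2.0e-08, 9.9e-11 and 6.6e-10, for each, all 15 AI-MI arrays lay above all 8 PI arrays), although neuromedin-B-like was well above background on 4 of the 8 PI arrays and peptide Y on 3 of the 8 PI arrays. For neuromedin-B-like the fold was 669 in AI and 130.3 in MI (83.3 without MI replicate 7), and for gastrin 546 in AI (855 without AI replicate 2) and 132 in MI. The pancreatic enzymes elastase-1 (L12_80774), chymotrypsin-like elastase family member 2A (L12_72877) and bile salt-activated lipase (L12_84525) were 345-fold, 428-fold and 195-fold higher in AI-MI (adjusted p = 1.8e-04, 2.1e-04 and 3.5e-04, for each, 15 of 15 AI-MI arrays lay above the PI mean), with elastase-1 well above background on 2 of the 8 PI arrays and the elastase 2A gene on 5 of the 8 PI arrays. Several of these folds moved with single PI arrays: without PI replicate 7 lactase-phlorizin hydrolase was 799.6-fold higher in AI-MI, and without PI replicate 8 pepsin A was 4230.2-fold, L12_88885 547-fold and platelet glycoprotein 4 736-fold higher. Neutral ceramidase was 115-fold higher without PI replicate 5, and elastase-1, the elastase 2A gene and bile salt-activated lipase were 667-fold, 891-fold and 341-fold higher without PI replicate 6. These enzymes varied together within segments: the mean log2 signal of the 15 pancreatic enzymes of the list was 2.23 ± 3.29 (SD, n = 8) in AI, 4.16 ± 3.28 (SD, n = 7) in MI and -2.97 ± 2.18 (SD, n = 8) in PI, a 159-fold range in AI, 443-fold in MI and 37.8-fold in PI. Of the exocrine pancreas enzymes, 15 of 15 were higher in AI-MI, of the stomach genes, 2 of 2 were higher in AI-MI, and of apolipoproteins and genes of chylomicron assembly, 20 of 20 were higher in AI-MI. Of the brush border hydrolases, 18 of 20 were higher in AI-MI and 2 in PI, the latter gamma-glutamyltranspeptidase 1 and meprin A subunit beta-like. Of the enteroendocrine peptides and their receptors, 10 of 12 were higher in AI-MI and 2 in PI, the latter tachykinin 3 and tachykinin receptor 3, of which 1 stayed called with normexp background correction or with a floor on dim signals. Because the study chose these members on the same arrays, the counts do not stand as independent evidence.

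**Figure D4:**
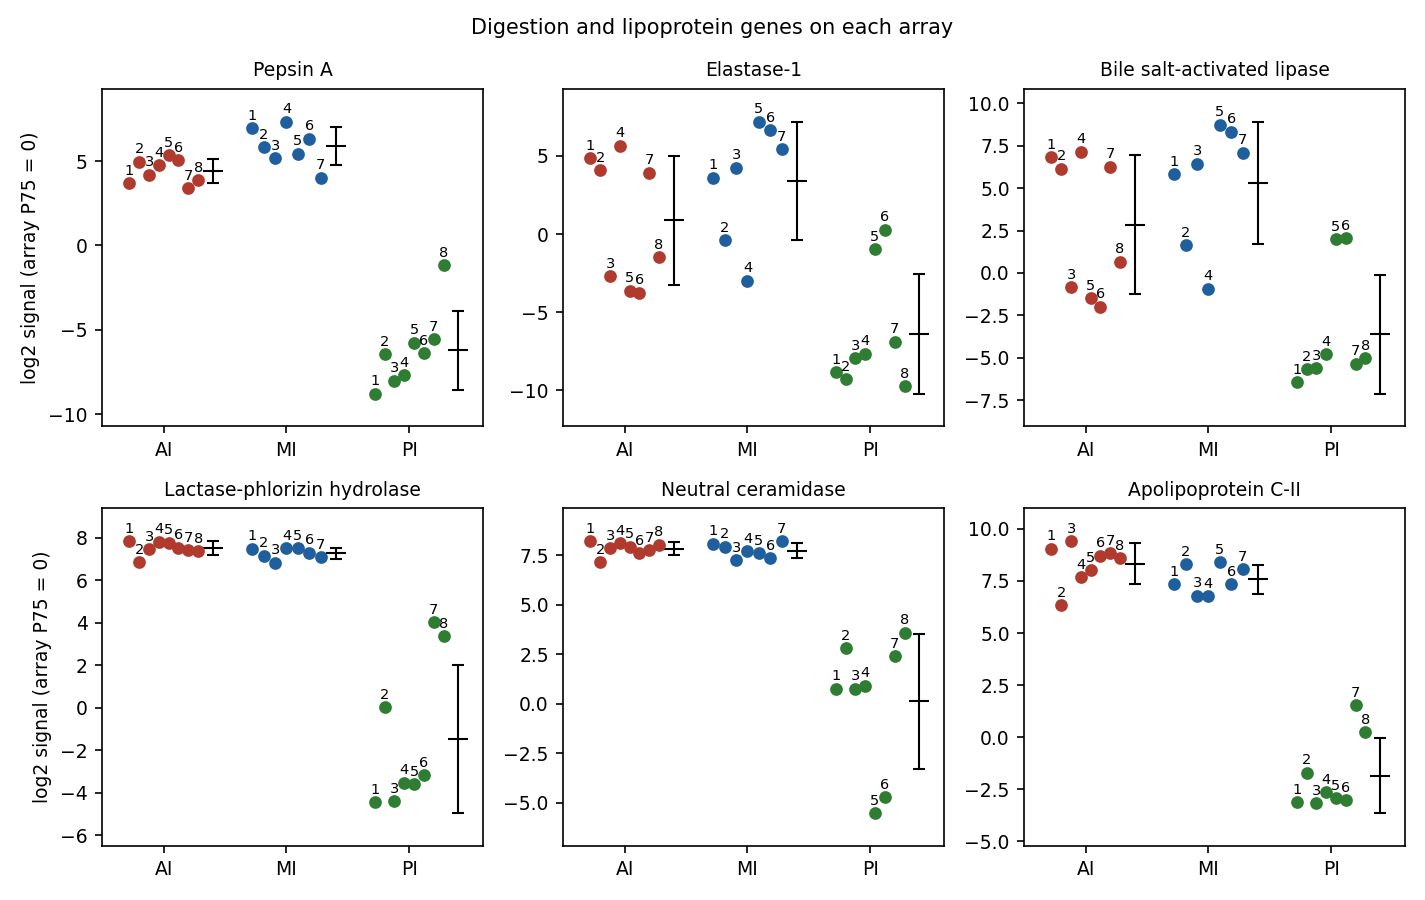
Log2 signal (75th percentile of each array = 0) of 6 genes of digestion in AI, MI and PI. Points are single arrays with their replicate number, and the black bars give the mean ± SD. Pepsin A has a mean of 5.10 in AI-MI and -6.23 in PI, and elastase-1 spreads over an SD of 4.03 in AI-MI.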

In PI, the most relevant molecular and cellular functions (17 out of 20) were coincident with those of AI-MI, but they were differently ranked, and the most significant ones were related to the preservation of tissue integrity and cell-to-cell communication (cellular movement, cellular function and maintenance, cell-to-cell signaling and interaction, cell morphology, cellular development, cellular growth and proliferation, cell death and survival) (Figure 5). 

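Collagen alpha-1(XVIII) chain (L12_86694), a component of basement membranes, was -0.87 ± 0.45 (SD, n = 15) in AI-MI and 1.67 ± 0.37 (SD, n = 8) in PI, 5.82-fold higher in PI (log2 difference 2.54, standard error 0.18, adjusted p = 5.2e-11, all 8 PI arrays lay above all 15 AI-MI arrays). Myosin-11 (L12_88231) and tropomyosin alpha-1 chain (L3_61825), of the contractile apparatus of smooth muscle, were 2.90-fold and 2.63-fold higher in PI (adjusted p = 4.6e-06 and 8.8e-05, for both, 8 of 8 PI arrays lay above the AI-MI mean). VIP peptides (L12_87309), made by enteric neurons, were -0.72 ± 0.60 (SD, n = 15) in AI-MI and 0.80 ± 0.51 (SD, n = 8) in PI, 2.87-fold higher in PI (adjusted p = 1.6e-05, all 8 PI arrays lay above all 15 AI-MI arrays). Laminin subunit beta-3 (L1_48057), which anchors epithelia to the basement membrane, went the other way, 53.9-fold higher in AI-MI (adjusted p = 4.1e-09, all 15 AI-MI arrays lay above all 8 PI arrays, well above background on 2 of the 8 PI arrays). Thymidylate synthase (L3_82996), which makes a DNA precursor, was -1.06 ± 0.85 (SD, n = 15) in AI-MI and -6.31 ± 0.49 (SD, n = 8) in PI, 38.2-fold higher in AI-MI (adjusted p = 1.8e-12, all 15 AI-MI arrays lay above all 8 PI arrays), whereas DNA topoisomerase 2-alpha (L2_62140), of dividing cells, was 1.60-fold higher in PI (adjusted p = 2.0e-04, 8 of 8 PI arrays lay above the AI-MI mean). Succinate dehydrogenase flavoprotein subunit (L12_88142) was 3.11-fold higher in AI-MI and cytochrome c oxidase subunit 5B (L1_72746) 2.52-fold higher in PI (adjusted p = 8.5e-08 and 8.7e-04, all 15 AI-MI arrays lay above all 8 PI arrays, and 8 of 8 PI arrays lay above the AI-MI mean). Of the smooth muscle genes, 3 of 11 were higher in AI-MI and 8 in PI, of the matrix genes, 4 of 17 were higher in AI-MI and 13 in PI, and of the genes of dividing cells, 3 of 6 were higher in AI-MI and 3 in PI. Of the neuronal genes, 2 of 2 were higher in PI, and of the respiratory chain genes, 7 of 9 were higher in AI-MI and 2 in PI. The only ribosomal protein of the list, 40S ribosomal protein S9 (L12_83536), and the only proteasome gene, a proteasome subunit alpha type (L2_63970), were 2.50-fold and 1.76-fold higher in PI (1 of 1 tested in each list, the former well above background on 8 of the 15 AI-MI arrays, adjusted p = 0.00167 and 0.00709, for both, 8 of 8 PI arrays lay above the AI-MI mean). As the genes were selected by the study on these very arrays, the counts offer no independent evidence. With normexp background correction, the log2 difference of 40S ribosomal protein S9 was near 0 (0.0242, AI-MI minus PI) and its call was lost. Neuronal membrane glycoprotein M6-b, DNA topoisomerase 2-beta and other list members lost theirs too. Of the genes higher in PI, 1 of 2 neuronal genes and 1 of 3 genes of dividing cells stayed called. So did 7 of 8 smooth muscle genes and 10 of 13 matrix genes. With this correction 2 matrix genes and 1 gene of dividing cells changed sign.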

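The homeobox genes Hox-C13a (L2_71564) and Hox-A13a (L2_62478), which mark the hind end of the body axis, were 118-fold and 113-fold higher in PI than in AI-MI. Hox-C13a was -6.72 ± 0.91 (SD, n = 15) in AI-MI and 0.17 ± 1.05 (SD, n = 8) in PI (log2 difference 6.89, standard error 0.40, adjusted p = 1.0e-12, all 8 PI arrays lay above all 15 AI-MI arrays, well above background on 7 of the 15 AI-MI arrays), and Hox-A13a was well above background on 6 of the 15 AI-MI arrays (adjusted p = 8.5e-09, all 8 PI arrays lay above all 15 AI-MI arrays). Hox-D4b (L2_41473) was 50.7-fold and Hox-A11a (L12_73753) 41.3-fold higher in PI (adjusted p = 3.7e-12 and 9.1e-06, for both, 8 of 8 PI arrays lay above the AI-MI mean), the former well above background on 3 of the 15 AI-MI arrays and the latter on 3 of the 15 AI-MI arrays. Sorting nexin-6-like (L12_82553), of the complex that retrieves cargo from endosomes, was -0.65 ± 0.64 (SD, n = 15) in AI-MI and 5.14 ± 0.29 (SD, n = 8) in PI, a 55.2-fold difference (log2 difference 5.79, standard error 0.23, adjusted p = 1.2e-15, all 8 PI arrays lay above all 15 AI-MI arrays). Unconventional myosin-Vb (L2_89984), the motor of recycling endosomes, was 229-fold higher in PI (adjusted p = 3.8e-18, all 8 PI arrays lay above all 15 AI-MI arrays, well above background on 8 of the 15 AI-MI arrays), while sorting nexin-18 (L12_85491) was 12.8-fold higher in AI-MI (adjusted p = 6.7e-12, all 15 AI-MI arrays lay above all 8 PI arrays). Forkhead box protein D2 (L2_87575), a transcription factor, was 95.5-fold higher in PI (adjusted p = 7.1e-08, all 8 PI arrays lay above all 15 AI-MI arrays). Of the Hox genes, 16 of 16 were higher in PI, and of the genes of endocytosis and endosome sorting, 7 of 51 were higher in AI-MI and 44 in PI. Both lists consist of genes the study had called on these arrays and so give no independent evidence.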

At the same time, the list of the highest expressed genes in PI in comparison with AI-MI (Table 3) included markers of cell positional identity and epithelial barrier function (*sorting nexin-6-like, homeobox protein Hox-D4b, sorting nexin 10*). 

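Protein amnionless (L12_89217) and cubilin (L2_88422), which together form the receptor for the complex of vitamin B12 and intrinsic factor, were 1778-fold and 512-fold higher in PI than in AI-MI. Amnionless was -4.64 ± 1.57 (SD, n = 15) in AI-MI and 6.16 ± 0.36 (SD, n = 8) in PI on the log2 scale (log2 difference 10.80, standard error 0.54, adjusted p = 5.8e-14, all 8 PI arrays lay above all 15 AI-MI arrays), and cubilin was -6.68 ± 0.93 (SD, n = 15) in AI-MI and 2.32 ± 0.17 (SD, n = 8) in PI (log2 difference 9.00, standard error 0.32, adjusted p = 1.7e-16, all 8 PI arrays lay above all 15 AI-MI arrays, well above background on 4 of the 15 AI-MI arrays). The B12 binders gastric intrinsic factor-like (L12_84721) and transcobalamin-2 (L12_83830) were 125-fold and 42.1-fold higher in PI (adjusted p = 7.2e-06 and 1.0e-18, for both, all 8 PI arrays lay above all 15 AI-MI arrays). The ileal sodium/bile acid cotransporter (L2_88118), which takes bile acids up from the lumen, was -3.79 ± 3.82 (SD, n = 15) in AI-MI and 3.18 ± 0.44 (SD, n = 8) in PI, a 125-fold difference (log2 difference 6.97, standard error 1.29, adjusted p = 1.1e-04, 8 of 8 PI arrays lay above the AI-MI mean, well above background on 12 of the 15 AI-MI arrays). It was 412-fold higher in PI than in AI (978-fold without AI replicate 2) and 32.2-fold higher than in MI (54.5-fold without MI replicate 3). Gastrotropin (L2_73008) was 52.4-fold higher in PI (adjusted p = 0.0109, 8 of 8 PI arrays lay above the AI-MI mean), with an SD of 5.26 among the AI-MI arrays, and 33.4-fold higher without AI replicate 7. Of the genes on the list for vitamin B12 uptake, 4 of 4 were higher in PI. Of those on the list for bile acid uptake, 3 of 3 were higher in PI, including the G-protein coupled bile acid receptor 1 (L1_26329, 1.58-fold, adjusted p = 0.00218, 8 of 8 PI arrays lay above the AI-MI mean). With normexp background correction the log2 difference of this receptor was near 0 (0.0011, AI-MI minus PI). Table S2 has other bile acid genes on both sides, among them the bile salt export pump, which is higher in AI-MI there. Since the study selected the genes on these arrays, the counts of the 2 lists are not independent evidence. AI replicate 2 had a signal of 3.23 for the cotransporter, at the PI level, and -5.07 for cubilin, far below it.

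**Figure D5:**
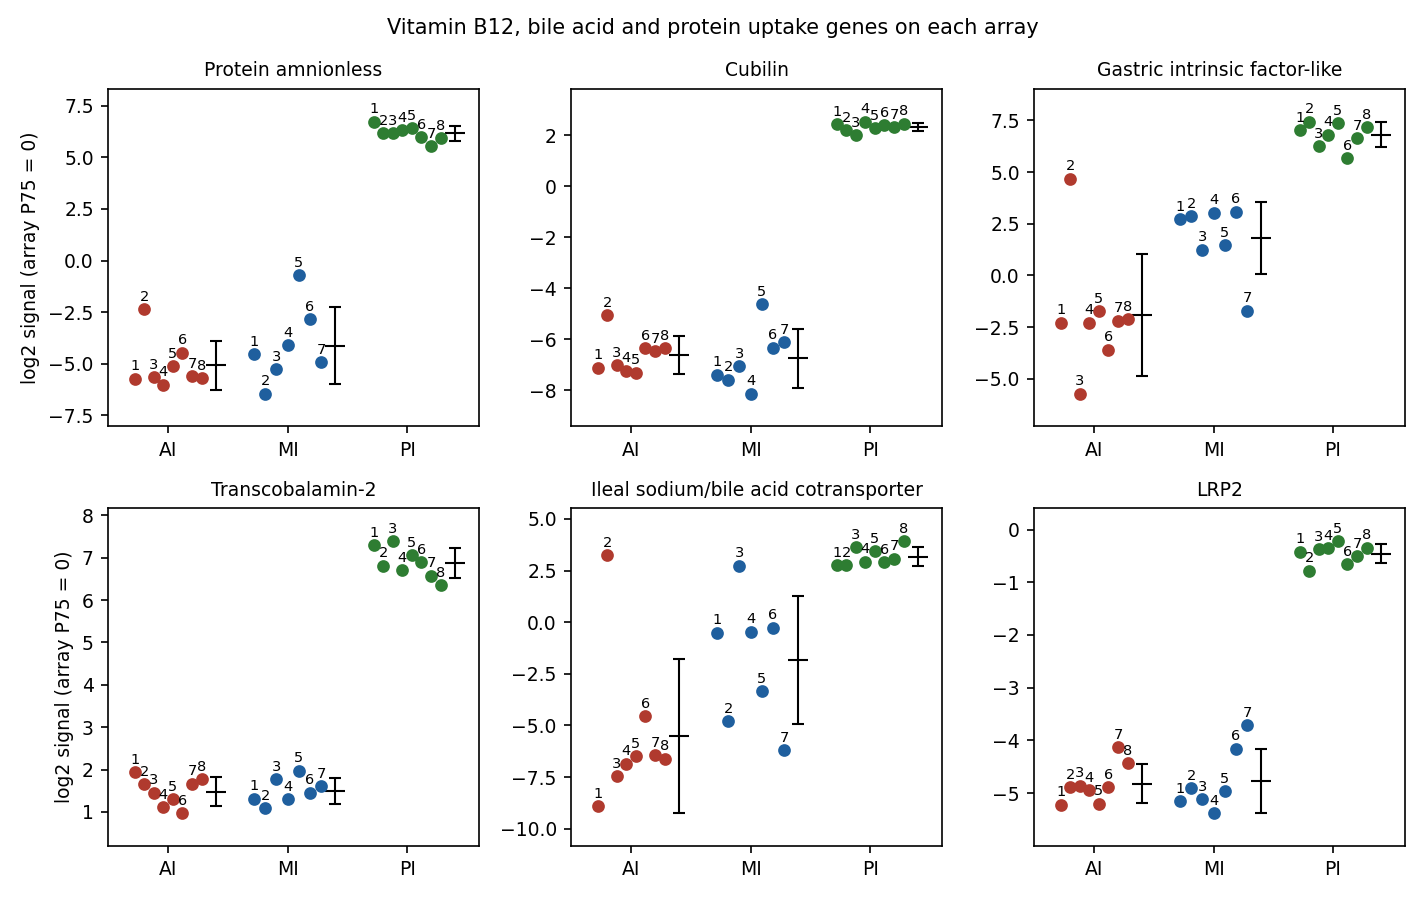
Log2 signal (75th percentile of each array = 0) of 6 genes of vitamin B12, bile acid and protein uptake in AI, MI and PI. Points are single arrays with their replicate number, and the black bars give the mean ± SD. Cubilin lies between 2.00 and 2.53 in PI and at -4.63 or below in AI and MI.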

Other genes with higher expression in the PI were those related to absorption of vitamin B12 (*protein amnionless, cubilin, gastric intrinsic factor-like, transcobalamin-2*) and bile acids (*ileal sodium/bile acid cotransporter, gastrotropin*). 

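The B-L beta chain class II histocompatibility antigen (L2_52334), which presents antigens to T cells, was -6.26 ± 0.84 (SD, n = 15) in AI-MI and -1.01 ± 0.84 (SD, n = 8) in PI, 38.1-fold higher in PI (log2 difference 5.25, standard error 0.35, adjusted p = 1.3e-11, all 8 PI arrays lay above all 15 AI-MI arrays, well above background on 7 of the 15 AI-MI arrays). Histidine ammonia-lyase (L2_88047), the first enzyme of histidine breakdown, was 395-fold higher in PI (adjusted p = 1.6e-14, all 8 PI arrays lay above all 15 AI-MI arrays, well above background on 5 of the 15 AI-MI arrays). The immunoglobulin-like and fibronectin type III domain-containing protein 1 gene (L2_75459) was 773-fold higher in PI (adjusted p = 1.8e-11, all 8 PI arrays lay above all 15 AI-MI arrays, well above background on 1 of the 15 AI-MI arrays), and 1231-fold without PI replicate 7. Transmembrane and immunoglobulin domain-containing protein 1 (L2_79144), an epithelial adhesion molecule, was -2.33 ± 5.63 (SD, n = 15) in AI-MI and 6.79 ± 0.44 (SD, n = 8) in PI, a 555-fold difference (log2 difference 9.12, standard error 1.89, adjusted p = 3.8e-04, 8 of 8 PI arrays lay above the AI-MI mean, well above background on 9 of the 15 AI-MI arrays). On AI replicate 2 it lay at 6.98, the PI level, and without that array the difference was 880.2-fold. Against AI alone the fold was 4081 (13641 without AI replicate 2) and against MI alone 56.8 (25.4 without MI replicate 7). Genes of B cells were higher in PI as well: the secreted form of the Ig heavy chain C region (L12_88285) by 14.6-fold, C-X-C chemokine receptor type 5 (L12_78022), which guides B cells to follicles, by 11.9-fold, and CD79b (L12_72056), a signalling chain of the B-cell receptor, by 11.5-fold (adjusted p = 7.6e-06, 7.9e-06 and 3.1e-06, for each, 8 of 8 PI arrays lay above the AI-MI mean), with L12_78022 at -1.92 and -0.80 on PI replicates 7 and 8 and 0.05 or more on the other PI arrays. Of the genes of B cells and plasma cells, 20 of 20 were higher in PI. Of the MHC class II genes, 2 of 9 were higher in AI-MI and 7 in PI, the former the class II transactivator and the Mamu class II antigen. These counts concern genes that the study had singled out on these arrays and are not independent of its calls. With normexp background correction, HLA class II DQ beta 1 (L2_63576) and DLA class II DR-1 beta (L2_17977) lost their calls. Of the 20 genes of B cells and plasma cells, 16 stayed called higher in PI with this correction.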

Genes related to immune or antimicrobial response were also represented in the top list of genes with a specific or upregulated expression in the PI (*immunoglobulin-like and fibronectin type III domain-containing protein 1, transmembrane and immunoglobulin domain-containing protein 1, histidine ammonia-lyase, B-L beta chain class II histocompatibility antigen*, and *beta defensin*) (Table 3). 

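Lysozyme g (L4_47403), which cleaves bacterial cell walls, was -0.22 ± 0.32 (SD, n = 15) in AI-MI and 1.57 ± 0.94 (SD, n = 8) in PI, 3.46-fold higher in PI (log2 difference 1.79, standard error 0.25, adjusted p = 3.5e-06, 8 of 8 PI arrays lay above the AI-MI mean), whereas lysozyme C (L12_66506) was 207-fold higher in AI-MI (adjusted p = 2.9e-10, all 15 AI-MI arrays lay above all 8 PI arrays), with 2.48 and 2.19 on PI replicates 7 and 8 and -0.97 or less on the other PI arrays. Myeloperoxidase (L2_63315) and myeloperoxidase-like (L1_21941), enzymes of neutrophil granules, were 4.58-fold and 2.94-fold higher in PI (adjusted p = 1.6e-04 and 2.7e-04, for both, 8 of 8 PI arrays lay above the AI-MI mean). Eosinophil peroxidase (L2_62431) and the cytochrome b-245 light chain (L12_83075) of the phagocyte oxidase were 4.64-fold and 3.11-fold higher in PI (adjusted p = 1.5e-04 and 5.3e-04, for both, 8 of 8 PI arrays lay above the AI-MI mean). All 6 toll-like receptor probes of Table S2, for receptors of microbial products, were higher in PI. Toll-like receptor 1 (L2_43119) and toll-like receptor 6 (L2_36831) were 2.33-fold and 2.33-fold higher, and toll-like receptors 2 (L12_85631) and 8 (L12_82498) 1.67-fold and 1.70-fold (adjusted p = 2.0e-04, 3.5e-04, 0.00196 and 4.4e-04, 8, 8, 7 and 8 of 8 PI arrays lay above the AI-MI mean). The toll-like receptor 2 type-2-like (L2_44460, 2.24-fold) and 8-like (L12_72608, 2.15-fold, well above background on 14 of the 15 AI-MI arrays) genes lost their calls with normexp background correction. Tumor necrosis factor receptor superfamily member 19L (L2_64932) was 16.0-fold and interleukin-22 receptor subunit alpha-2 (L12_82493), which binds a cytokine of epithelial defence, 5.55-fold higher in PI (adjusted p = 2.7e-12 and 3.1e-06, for both, 8 of 8 PI arrays lay above the AI-MI mean, the latter well above background on 9 of the 15 AI-MI arrays). Of the chemokines, interleukins and their receptors, 5 of 45 were higher in AI-MI and 40 in PI, and of the antimicrobial proteins, 6 of 9 were higher in AI-MI and 3 in PI. Of the genes of myeloid cells, 2 of 11 were higher in AI-MI and 9 in PI, with 1 higher in AI-MI after quantile normalization. With normexp background correction, 8 myeloid genes stayed called higher in PI, and 1 called gene of the list changed sign. All of these counts rest on genes taken from the study's own calls on these arrays.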

Other immune-related DE genes in the PI, not included in the top list, were lysozymes, mieloperoxidases, and some TLRs and cytokines (Table S2). This was supported by the effector network analysis conducted by means of IPA software, which identified the immune-related effector network (24 genes connecting chemotaxis, inflammatory responses and leukocyte activation and proliferation) as one of the most distinctive gene signatures of the distal intestine (Figure 6). Likewise, cell signaling comprising a vast array of G-protein coupled receptors (GPCRs) was identified as a highly significant network (Figure 7). 

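Interleukin-8 (L4_54120), which draws neutrophils into tissue, was -0.16 ± 0.54 (SD, n = 15) in AI-MI and 1.75 ± 0.33 (SD, n = 8) in PI, 3.76-fold higher in PI (log2 difference 1.91, standard error 0.20, adjusted p = 4.8e-08, all 8 PI arrays lay above all 15 AI-MI arrays). Vascular cell adhesion protein 1 (L12_79217), which binds leukocytes to vessel walls, was -3.25 ± 0.20 (SD, n = 15) in AI-MI and -1.66 ± 0.65 (SD, n = 8) in PI, 3.01-fold higher in PI (adjusted p = 7.3e-08, all 8 PI arrays lay above all 15 AI-MI arrays). The chemokine CC chemokine ligand 4 (L4_68991) was 2.62-fold and the CD83 antigen (L4_54031) of mature dendritic cells 2.79-fold higher in PI (adjusted p = 4.2e-06 and 1.9e-05, for both, 8 of 8 PI arrays lay above the AI-MI mean). The death receptor tumor necrosis factor receptor superfamily member 6 (L12_75631) was 1.77-fold and member 5 (L3_52804), known as CD40, 1.78-fold higher in PI (adjusted p = 3.4e-06 and 6.6e-04, for both, 8 of 8 PI arrays lay above the AI-MI mean). Zinc finger E-box-binding homeobox 1 (L2_36286), protein C-ets-1 (L1_47219), fibroblast growth factor 10 (L2_63397) and matrix metalloproteinase-14 (L12_76497) were 2.66-fold, 2.13-fold, 2.07-fold and 1.64-fold higher in PI (adjusted p = 2.1e-07, 4.9e-06, 3.5e-05 and 2.4e-04, for each, 8 of 8 PI arrays lay above the AI-MI mean). Interleukin-18 receptor 1 (L12_82454), fibronectin (L1_35298), integrin alpha2 (L2_30060) and the second CD83 probe (L12_78669) were 1.87-fold, 1.82-fold, 2.04-fold and 1.82-fold higher in PI (adjusted p = 4.1e-05, 0.00438, 5.8e-04 and 6.1e-04, for each, 8 of 8 PI arrays lay above the AI-MI mean). Thrombomodulin-like (L12_88524), an anticoagulant receptor of endothelium, was 1.99-fold higher in AI-MI (adjusted p = 3.7e-04, 15 of 15 AI-MI arrays lay above the PI mean). Matrix metalloproteinase-9 (L3_77336, 2.58-fold, adjusted p = 8.5e-04, 8 of 8 PI arrays lay above the AI-MI mean, well above background on 8 of the 15 AI-MI arrays), a collagenase of neutrophils, came to a log2 difference near 0 with normexp background correction (0.0217, AI-MI minus PI). Interleukin-10 (L3_62316, 2.10-fold) and C-C motif chemokine 20-like (L12_76320, 1.70-fold) lost their calls with the same correction. C-X-C chemokine receptor type 4 (L12_84456, 1.71-fold, adjusted p = 0.0337, 6 of 8 PI arrays lay above the AI-MI mean) lost its call without PI replicate 4, 5 or 6 (adjusted p = 0.0610, 0.0874 and 0.106), and collagen alpha-1(I) chain (L12_87215, 1.51-fold, adjusted p = 0.0205, 8 of 8 PI arrays lay above the AI-MI mean) without PI replicate 4 or 6 (adjusted p = 0.0517 and 0.0543). With AI replicate 2 and MI replicate 7 left out, a choice made from their values, the receptor type 4 gene also missed the threshold (adjusted p = 0.0635).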

Interestingly, many of the receptors that were mainly expressed in AI-MI segments were related to intestinal secretion and motility (*GPR39*; *GPR112*; *alpha-2C adrenergic receptor, ADRA2C*; *neuropeptide B/W receptor types 1 and 2, NPBWR1, NPBWR2*), whereas those GPCRs with intestinal cell proliferation and inflammatory function (*GPR18*; *GPR63*; *GPR84*; *hydroxycarboxylic acid receptor 2-like, HCAR2*; *frizzled class receptor 10, FZD10*) usually had a higher expression level in the PI segment.

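On a list with part of the G protein-coupled receptors in Table S2, 16 of 34 were higher in AI-MI and 18 in PI. The study picked these receptors on the same arrays, which leaves no independent evidence. On the PI side, the alpha-2 adrenergic receptor (L2_44185) was -5.68 ± 0.84 (SD, n = 15) in AI-MI and -2.34 ± 0.59 (SD, n = 8) in PI, 10.1-fold higher in PI (log2 difference 3.34, standard error 0.32, adjusted p = 7.6e-09, all 8 PI arrays lay above all 15 AI-MI arrays, well above background on 11 of the 15 AI-MI arrays). G-protein coupled receptor 1-like (L2_21235) was 3.96-fold higher in PI (adjusted p = 2.0e-07, all 8 PI arrays lay above all 15 AI-MI arrays, well above background on 14 of the 15 AI-MI arrays), and the extracellular calcium-sensing receptor (L2_42124), not on that list, at least 8.72-fold higher, well above background on all 8 PI arrays and on 0 of 15 AI-MI arrays (adjusted p = 1.1e-13, all 8 PI arrays lay above all 15 AI-MI arrays). On the AI-MI side, neuromedin-U receptor 1-like (L1_6275), also outside the list and for a peptide that contracts gut muscle, was at least 2.67-fold higher, with 0 of 8 PI arrays well above background (adjusted p = 3.2e-06, 14 of 15 AI-MI arrays lay above the PI mean).

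**Figure D6:**
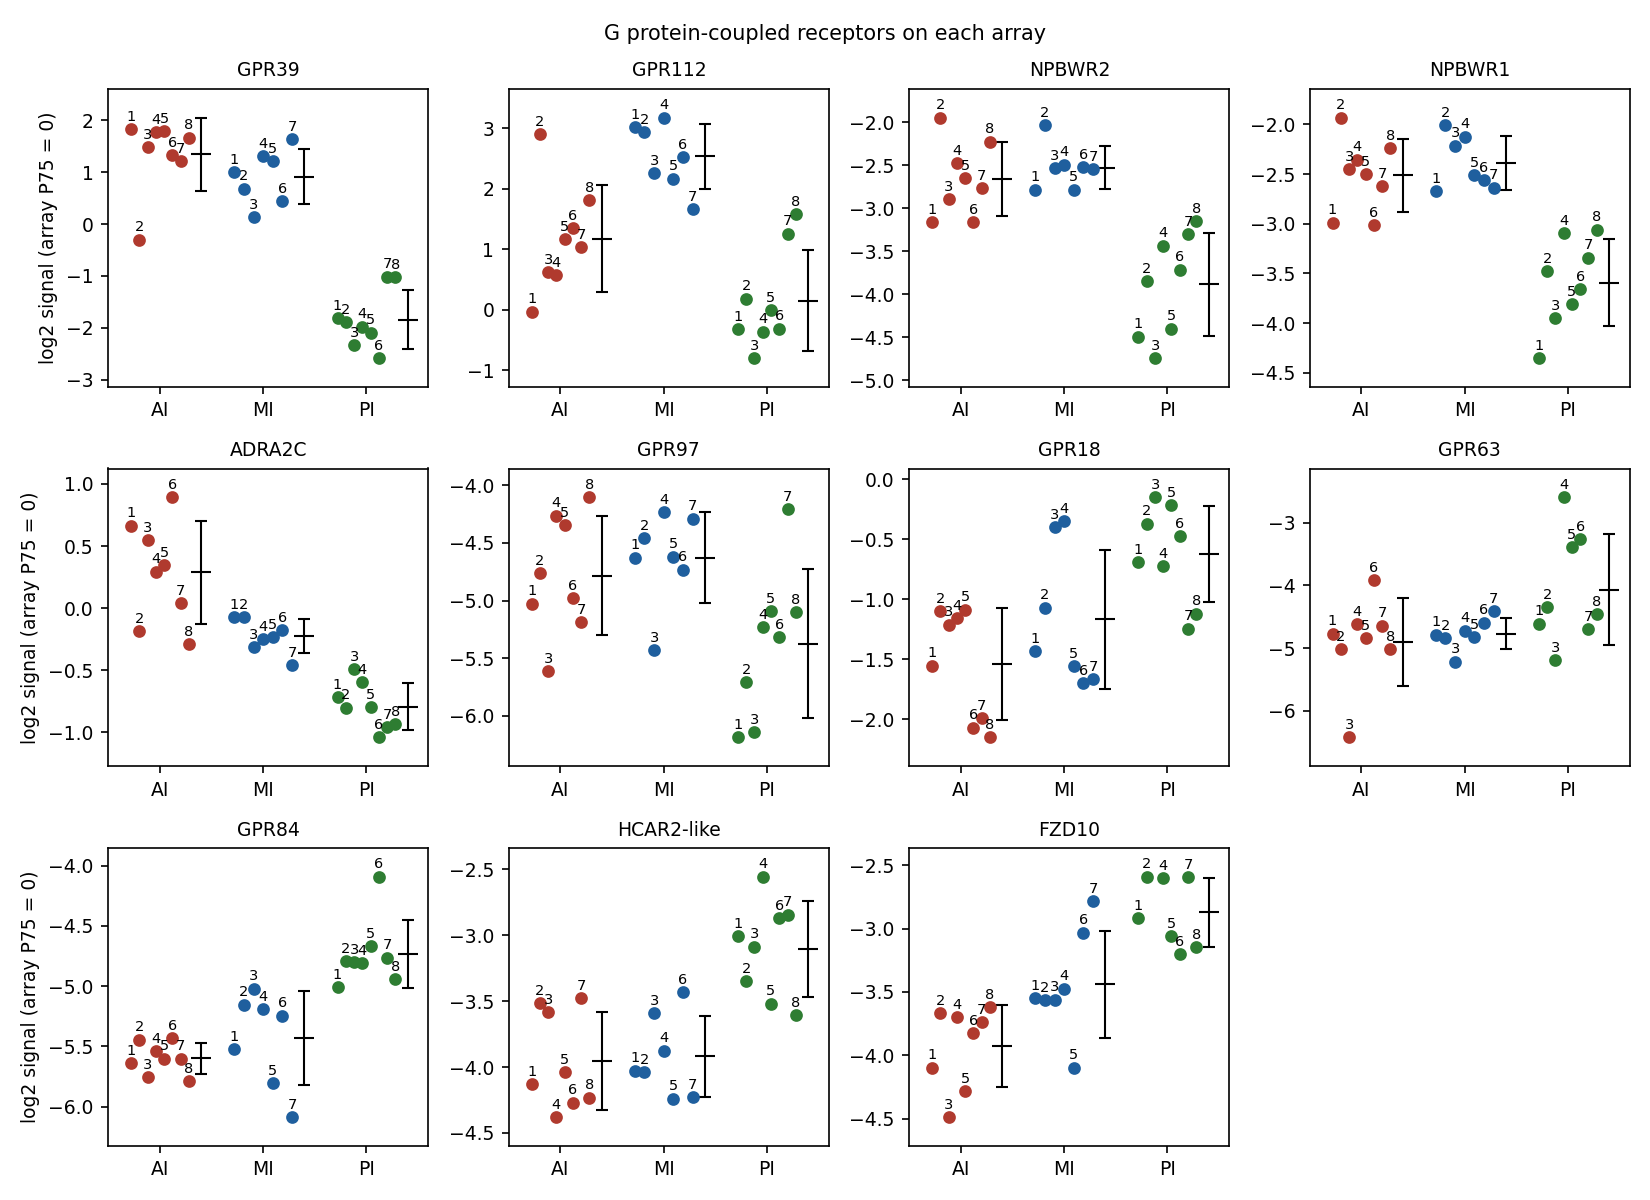
Log2 signal (75th percentile of each array = 0) of the 11 G protein-coupled receptors of Fig. 7 in AI, MI and PI. Points are single arrays with their replicate number, and the black bars give the mean ± SD. GPR39 has means of 1.35 in AI and -1.84 in PI.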

**Figure 4:**
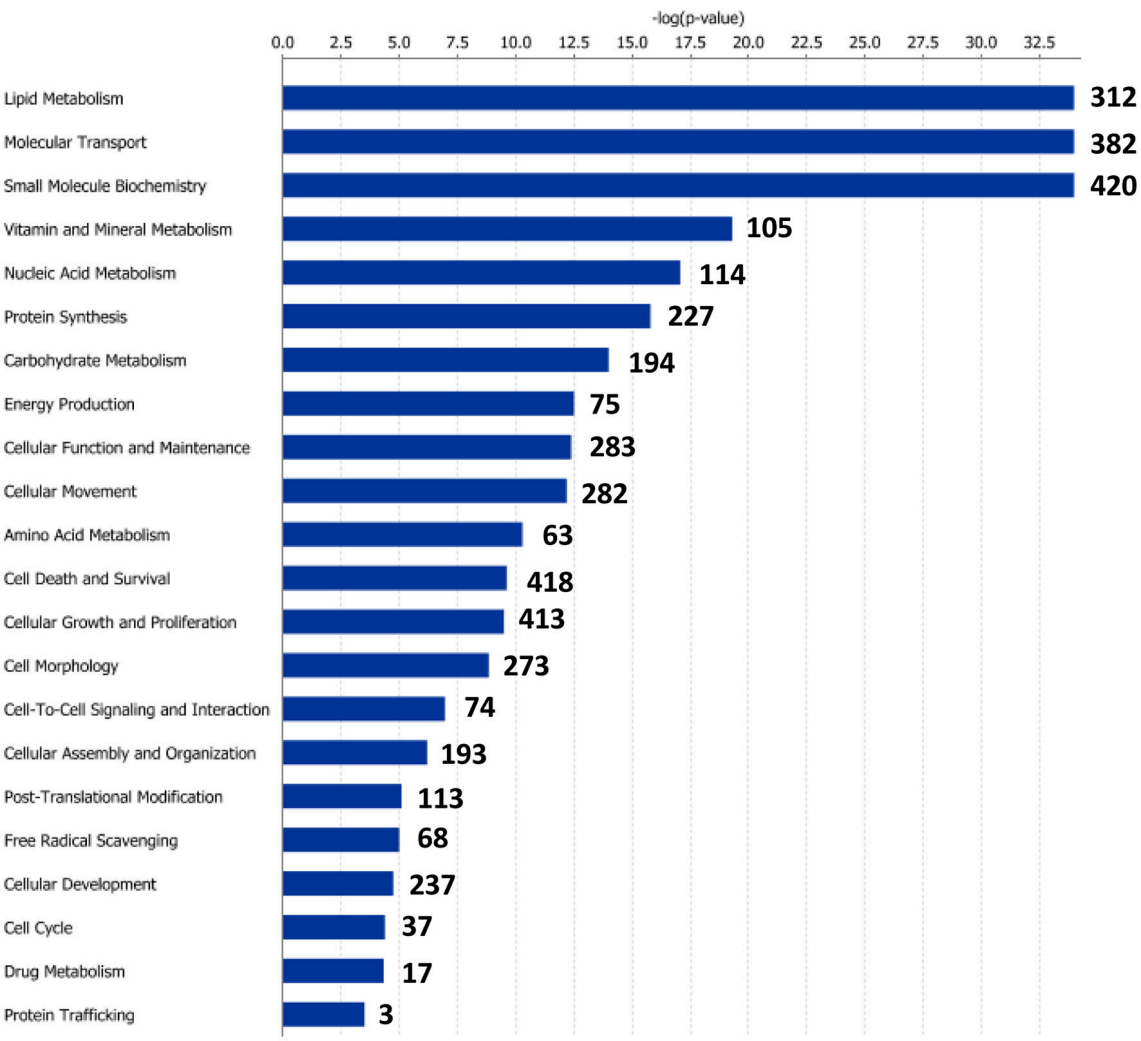
**Molecular and cellular functions of differentially expressed genes in the anterior-middle intestine segment (AI-MI)**. For a given molecular function, blue bars indicate the −log of the *P*-value, and the number of differentially expressed genes is represented.

**Table 2:** **Filtering by fold-change of differentially expressed genes through the intestine segments**.

**Gene name**	***E*-value**	**Description**	**Fold-change**
Natterin-3-like	4.33E-71	Antimicrobial function	34,873.18
Acidic mammalian chitinase	1.74E-136	Antimicrobial function	24,297.52
14 kDa apolipoprotein	5.61E-64	Lipoprotein metabolism	10,790.68
Peptide Y	3.06E-39	Feed intake regulation	3983.42
Pepsin A	2.00E-109	Protein digestion	2556.36
Apolipoprotein C-II	1.37E-29	Lipoprotein metabolism	908.45
Uncharacterized protein LOC100002243	3.17E-36	No functional information	692.44
Meprin A subunit beta	0	Inflammatory response	594.20
Aquaporin-8	1.41E-62	Water channel protein	572.00
Hypothetical protein LOC100699670	3.64E-38	No functional information	556.59
Phosphoethanolamine N-methyltransferase 3	2.06E-147	Phosphatidylcholine synthesis	535.96
Lactase-phlorizin hydrolase	0	Carbohydrate digestion	462.75
Platelet glycoprotein 4	2.28E-129	Inflammatory response	451.42
Chymotrypsin-like elastase family member 2A	4.43E-60	Protein digestion	427.20
Alkaline phosphatase, tissue-non-specific isozyme	1.08E-126	Hydrolase enzyme	407.53
Ammonium transporter Rh type B	4.80E-113	Ammonium transporter	359.73
Protein FAM151A	1.79E-117	No functional information	356.85
Elastase-1	7.77E-106	Protein digestion	343.84
Phosphodiesterase family member 7	1.12E-143	Lipid digestion	328.98
Neuromedin-B-like	2.00E-80	Intestine motility. Inflammatory response	311.30
Ecto-NOX disulfide-thiol exchanger 1-like	3.83E-18	Cell surface oxidase	297.03
Type-4 ice-structuring protein LS-12	9.69E-31	Lipid transport	280.91
Gastrin	2.11E-25	Feed digestion	280.86
Transmembrane 4 L6 family member 1	2.64E-12	Epithelial cell adhesion and proliferation	245.05
Carbonic anhydrase 4	1.58E-45	pH buffering	218.15
Laminin N	1.03E-13	Cell adhesion and migration	206.65
Lysozyme C	1.26E-57	Immune response	206.34
Neutral ceramidase	0	Sphingolipid digestion	201.39
Bile salt-activated lipase	0	Lipid digestion	194.54
Differentially regulated trout protein	6.75E-33	Inflammatory response	182.46

*The listed genes are the most up-regulated (top 30) in the AI-MI intestine segments in comparison to PI segment*.

**Figure 5:**
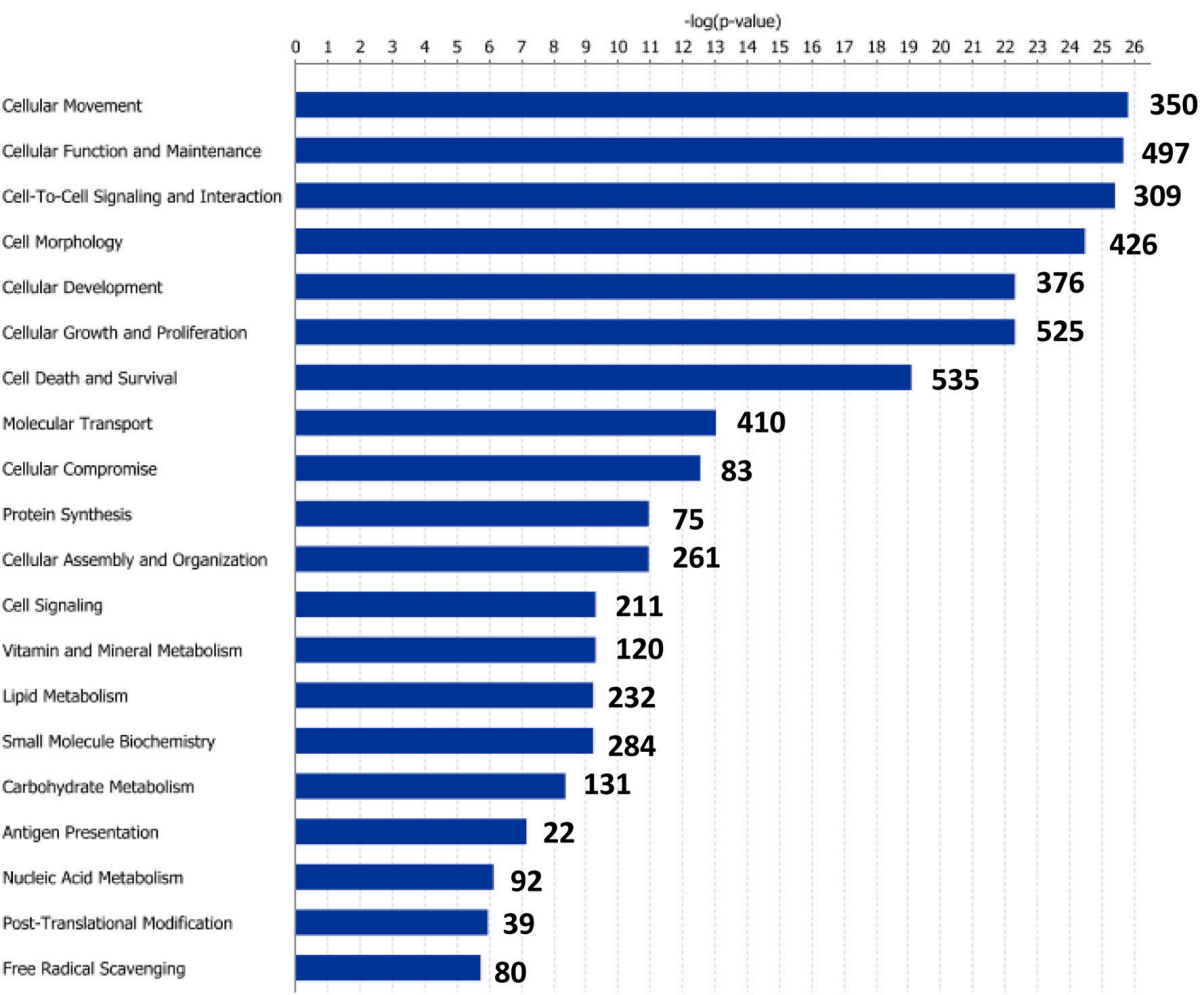
**Molecular and cellular functions of differentially expressed genes in the posterior intestine segment (PI)**. For a given molecular function, blue bars indicate the −log of the *P*-value, and the number of differentially expressed genes is represented.

**Table 3:** **Filtering by fold-change of differentially expressed genes through the intestine segment**.

**Gene name**	***E*-value**	**Description**	**Fold-change**
Transmembrane protein 236	1.61E-101	No functional information	3825.29
Protein amnionless	2.11E-47	Vitamin B12 metabolism	1781.91
Immunoglobulin-like and fibronectin type III domain-containing protein 1	7.12E-81	Immune response	757.80
Transmembrane and immunoglobulin domain-containing protein 1	2.40E-24	Immune response	556.28
Cubilin	0	Vitamin B12 metabolism	513.32
Histidine ammonia-lyase	0	Immunosuppression	395.29
Cathepsin L-like	1.52E-45	Cysteine proteinase	367.05
B(0,+)-type amino acid transporter 1	0	Cysteine transporter	314.06
Unconventional myosin-Vb	6.06E-82	Cell organelle movement	229.39
Beta-defensin	5.11E-20	Antimicrobial peptide	157.27
Ileal sodium/bile acid cotransporter	9.66E-107	Bile acid metabolism	125.59
Gastric intrinsic factor-like	5.44E-38	Vitamin B12 metabolism	124.94
Homeobox protein Hox-C13a	1.10E-158	Vasoactive intestinal peptide	118.63
Excitatory amino acid transporter 3	0	Amino acid transporter	116.11
Homeobox protein Hox-A13a	6.05E-113	Vasoactive intestinal peptide	113.58
Patched domain-containing protein 3	1.96E-159	Proteosomal degradation	105.85
Forkhead box protein D2	2.31E-87	Probable transcription factor	95.66
Sorting nexin 6-like	1.07E-159	Epithelial barrier function	55.27
Gastrotropin/ileal fatty acid binding protein/FABP6	6.49E-35	Bile acid metabolism	52.48
Solute carrier family 15 member 2	0	Oligopeptide transporter	52.26
Zinc transporter 8	5.22E-96	Zn metabolism	51.39
Homeobox protein Hox-D4b	6.20E-27	Positional identity	50.83
Phosphatidylinositol 3,4,5-trisphosphate 3-phosphatase TPTE2	2.87E-128	Regulation of AKT/PKB pathway	50.50
Granulins-like	3.87E-26	Cell growth regulation	48.21
Sorting nexin 10	8.17E-17	Epithelial barrier function	45.71
Major facilitator superfamily domain-containing protein 4-A	2.82E-157	Small molecules transport	42.50
Hydroxylysine kinase	3.23E-129	Amino acid catabolism	42.33
Transcobalamin-2	1.43E-37	Vitamin B12 metabolism	42.14
Homeobox protein Hox-A11a	1.23E-15	Positional identity	41.07
Class II histocompatibility antigen, B-L beta chain	7.74E-17	Immune response	38.13

*The listed genes are the most up-regulated (top 30) in the PI intestine segment in comparison to AI-MI intestine segments*.

**Figure 6:**
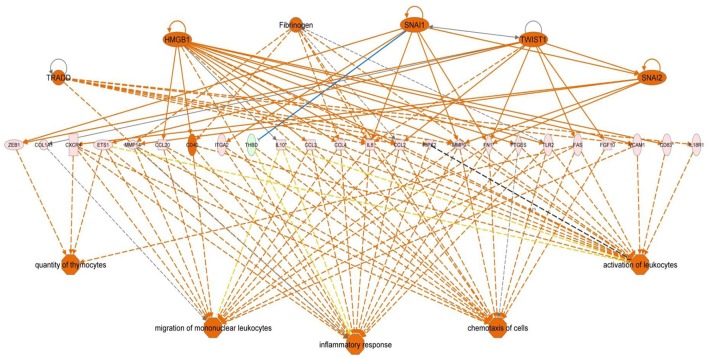
**Regulator effector network of genes differentially expressed in the posterior intestine of European sea bass**. It integrates the upstream regulators (upper line), differentially expressed genes (middle line), and downstream effects results (lower line).

**Figure 7:**
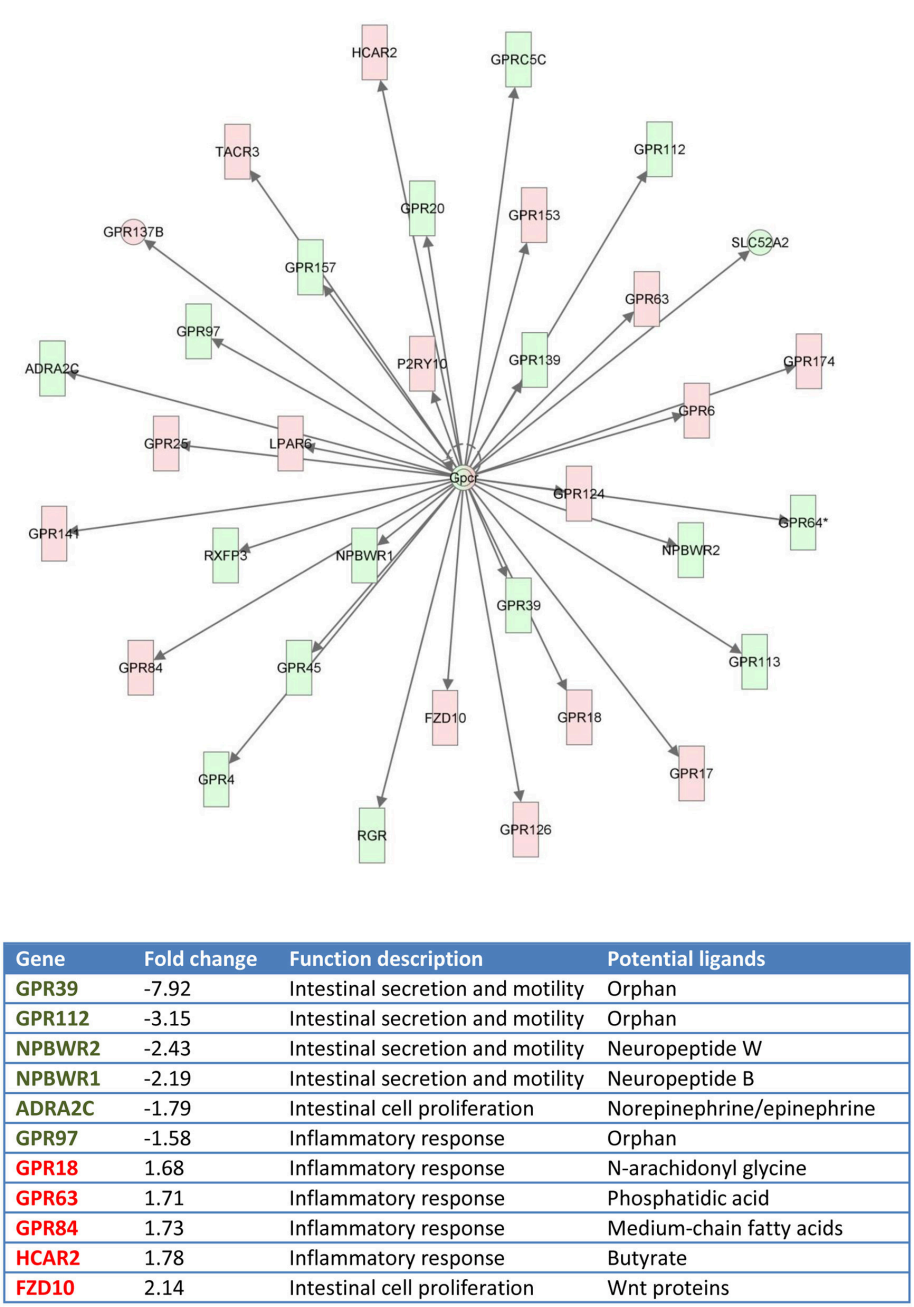
**Gene network generated by IPA analysis**. Red boxes indicate GPCRs differentially and highly expressed at posterior intestine (fold-change, expression ratio between posterior intestine and anterior-middle intestine, >1). Green boxes indicate GPCRs differentially and highly expressed at anterior-middle intestine (fold-change < 1).

### Real-time qPCR validation

Selected genes for qPCR validation of microarray results were representative of the main processes along the intestinal tract: (i) amino acid transport and proteolysis [*B(0*,+*)-type amino acid transporter 1, excitatory amino acid transporter 3, cathepsin L*], (ii) lipid metabolism and digestion (*apolipoprotein C-II, bile salt-activated lipase, phosphoethanolamine-N-methyltransferase 3*), (iii) integrity of the epithelial barrier (*sorting nexin 6*), (iv) antimicrobial action (*acidic mammalian chitinase, beta-defensin, liver-expressed antimicrobial peptide 2, unconventional myosin-Vb*), (v) inflammatory and immune responses (*histidine ammonia-lyase, immunoglobulin-like and fibronectin type III domain-containing protein 1, lysozyme C, neuromedin-B, platelet glycoprotein 4, transmembrane*, and *immunoglobulin domain-containing protein 1*), (vi) intestinal chemosensation (*GPR18, GPR39, GPR63, GPR84, GPR112, NPBWR1*), and (vii) metabolism of bile acids (*gastrotropin, ileal sodium/bile acid cotransporter*) and vitamin B12 (*cubilin, protein amnionless, transcobalamin-2*). A scatter plot of microarray and qPCR fold-change values for all the above-mentioned genes highlighted a strong linear correlation (*r* = 0.97) near to equality (Figure 8).

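Between the 8 AI and 8 PI arrays, apolipoprotein C-II was 1164-fold, platelet glycoprotein 4 478-fold and phosphoethanolamine N-methyltransferase 3 (L1_82669), which methylates the precursor of phosphatidylcholine, 874-fold higher in AI (adjusted p = 3.3e-09, 7.3e-06 and 3.8e-09, for each, all 8 AI arrays lay above all 8 PI arrays), the second 777-fold without PI replicate 8. Liver-expressed antimicrobial peptide 2-like (L12_73806), a cysteine-rich defence peptide, was 6.79 ± 0.60 (SD, n = 8) in AI and 0.78 ± 1.76 (SD, n = 8) in PI, 64.6-fold higher in AI (log2 difference 6.01, standard error 0.60, adjusted p = 5.9e-07, all 8 AI arrays lay above all 8 PI arrays). The other gene of this name, liver-expressed antimicrobial peptide-2 (L1_40193), was 0.05 ± 1.47 (SD, n = 8) and -2.23 ± 1.08 (SD, n = 8) in the same segments, 4.86-fold higher in AI (adjusted p = 0.00480, 8 of 8 AI arrays lay above the PI mean), and which of the 2 the qPCR measured is not given in the sources used here. Cytochrome P450 1A1 (L4_81935), the enzyme induced by aromatic hydrocarbons, was 8.69-fold higher in AI (adjusted p = 7.0e-04, 8 of 8 AI arrays lay above the PI mean, well above background on 3 of 8 PI arrays). In the other direction, amnionless was 2430.4-fold, transcobalamin-2 42.3-fold and gastrotropin 537-fold higher in PI (adjusted p = 2.8e-12, 4.5e-13 and 1.6e-04, for each, 8 of 8 PI arrays lay above the AI mean). Sorting nexin-6-like was 53.8-fold and excitatory amino acid transporter 3 1099-fold higher in PI than in AI (adjusted p = 1.7e-11 and 1.7e-05, for both, 8 of 8 PI arrays lay above the AI mean). Without AI replicate 2 gastrotropin was 1342-fold and excitatory amino acid transporter 3 2889-fold higher in PI than in AI. The qPCR values of the same genes are not given in the sources used here, so the correlation was not computed.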

**Figure 8:**
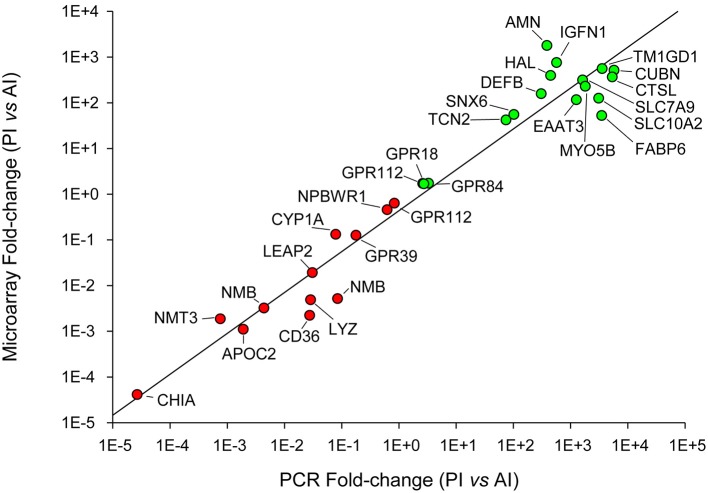
**qPCR validation of microarray results**. Correlation plot of fold-change (posterior/anterior) values for the selected genes analyzed by qPCR (X-axis) and microarray (Y-axis).

## Discussion

In the present work, the assembly and annotation of 454 normalized libraries resulted in a transcriptome that, in terms of non-redundant contigs (85,350) or different annotated sequences (15,367), is similar to those previously reported for other tissues in this fish species. The resulting information is accessible through an easy-to-use web interface hosted at http://www.nutrigroup-iats.org/seabassdb that contains data from assembled, annotated and semi-automatically curated singletons/contigs. This database has been built as previously reported for gilthead sea bream (http://www.nutrigroup-iats.org/seabreamdb) (Calduch-Giner et al., 2013), and offers the possibility for data requisition by several Blast options or direct word searches for annotated names or gene ontology terms. These genomic resources are useful tools for functional phenotyping of Mediterranean farmed fish and have been used to develop several pathway-focused PCR arrays for the simultaneous and semi-automated profiling of selected markers of mitochondria function and biogenesis (Bermejo-Nogales et al., 2014, 2015), lipid metabolism (Benedito-Palos et al., 2013, 2014), immune response (Pérez-Cordón et al., 2014; Pérez-Sánchez et al., 2015), and muscle growth (Benedito-Palos et al., 2016) in gilthead sea bream, and lipid metabolism in European sea bass (Rimoldi et al., 2016). In the current study, this knowledge has been used to design and validate a high density oligo-microarray, enriched in actively transcribed genes of the intestinal tract.

The advent of transcriptome analysis by RNA-seq has revolutionized the field of fish transcriptomics with the discovery of new transcripts, interrogation of post-transcriptional modifications and analysis of single nucleotide polymorphism (Louro et al., 2014; Qian et al., 2014). However, DNA microarray technology still constitutes a solid and widely used approach because of its competitiveness in terms of cost, sample preparation, and interpretation of data, despite of their methodological limitations including the dependence on the existing knowledge on expressed sequence tags or genomic sequences (Sedighi and Li, 2014; Martin et al., 2016). Indeed, the current custom European sea bass microarray was able to evidence a pronounced transcriptional divergence of PI in relation to AI-MI segments, which was validated by qPCR of 29 selected genes representative of the main biological process and functions across the intestine. The magnitude of the transcriptional difference (5770 genes, *P* < 0.05; 1906 with a fold-change cutoff = 2) between the intestinal segments found in the current study is higher than that reported in most of the studies dealing with changes induced in fish intestine by different experimental approaches. Table 4 shows the number of DE intestinal genes in fish with different feeding habits, exposed to environmental stress, pathogens, or diet interventions. Although comparisons across studies in different species is always difficult, transcriptome differences found between the two intestinal segments are of the same order than those found when comparing different organs and tissues, either in fish or other animal models. To put it in a proper perspective, the intestinal segment differences found in European sea bass are comparable to those found among heart and red and white skeletal muscle in gilthead sea bream, with more than 3000 DE genes (Calduch-Giner et al., 2014). Also, the level of DE probes among two different tissues in gene expression atlas of human and other model organisms is in the range of 50–90% (Son et al., 2005; Briggs et al., 2011; Freeman et al., 2012; Kapushesky et al., 2012).

**Table 4:** **Fish transcriptomic profiling studies for the characterization of gut responses to environmental stress, pathogens, or diet interventions**.

**Feeding habit**	**Fish species (Order)**	Intestinal segment^*^	**Transcriptomic technique**	**Experimental approach**	**Experimental period**	**DE genes**	**References**
Carnivorous	*Sparus aurata* (Perciformes)	Posterior	Microarray	Parasite infection × diet intervention	102 days	359–1392	Calduch-Giner et al., 2012
		Posterior	Microarray	Parasite infection	113 days	371	Davey et al., 2011
	*Dicentrarchus labrax* (Perciformes)	Hind gut	RNA-seq	Bacterial oral vaccination	135 days	366	Sarropoulou et al., 2012
	*Lates calcarifer* (Perciformes)	n.a.	RNA-seq	Salinity exposure	3 days	1228	Xia et al., 2013
		n.a.	RNA-seq	LPS injection	8 days	1739	Xia et al., 2013
		n.a.	RNA-seq	Bacterial injection	8 days	1477	Xia et al., 2013
		n.a.	RNA-seq	Fasting	8 days	1080	Xia et al., 2013
	*Scophthalmus maximus* (Pleuronectiformes)	Pyloric caeca	RNA-seq	Parasite infection	42 days	1413	Robledo et al., 2014
	*Salmo salar* (Salmoniformes)	n.a.	Microarray	Diet intervention	55 weeks	1409	Morais et al., 2012b
		n.a.	Microarray	Genotype	55 weeks	1626	Morais et al., 2012b
		Distal	Microarray	Diet intervention	8 weeks	33–254	Król et al., 2016
		Distal	Microarray	Diet intervention	1, 2, 3, 5, 7 days	7–48	Sahlmann et al., 2013
		Distal	Microarray	Diet intervention	12 weeks	2664	De Santis et al., 2015
	*Oncorhynchus mykiss* (Salmoniformes)	n.a.	Microarray	Viral oral vaccination	4 weeks	305	Doñate et al., 2010
	*Oryzias latipes* (Beloniformes)	n.a.	RNA-seq	Salinity exposure	1 h, 3 h, 1 day, 7 days		Wong et al., 2014
	*Danio rerio* (Cypriniformes)	Entire	RNA-seq	Diet intervention	21 days	328	Rurangwa et al., 2015
	*Ictalurus punctatus* (Siluriformes)	Entire	RNA-seq	Bacterial infection	3 h, 24 h, 3 days	693–1035	Li et al., 2012
Herviborous	*Oreochromis niloticus* (Perciformes)	Anterior	RNA-seq	Salinity exposure	4 weeks	AI: 726	Ronkin et al., 2015
		Posterior				PI: 636	
	*Oreochromis mossambicus* (Perciformes)	Anterior Posterior	RNA-seq	Salinity exposure	4 weeks	AI: 474 PI: 600	Ronkin et al., 2015
	*Ctenopharyngodon idella* (Cypriniformes)	n.a.	RNA-seq	Diet intervention	70 days	2119	Li et al., 2015
		n.a.	RNA-seq	Viral infection	2–120 h	500 to > 1500	Shi et al., 2014
Omnivorous	*Pangasianodon hypophthalmus* (Siluriformes)	n.a.	RNA-seq	Salinity exposure	8 weeks	1013	Nguyen et al., 2016
	*Gadus morhua* (Gadiformes)	Mid gut	Microarray	Diet intervention	12 weeks	289	Morais et al., 2012a

* *The nomenclature used in each reference has been kept; n.a., not available*.

At the morphological level, differences across the intestinal length have been described in teleosts, with a progressive decrease in the diameter, the density of mucosal foldings and goblet cells (main cell producers of mucus), whereas rodlet cells closely linked to osmoregulation and the immune system become more abundant in the posterior segment (Reite, 2005; Ballester-Lozano et al., 2015). In European sea bass, a different profile of digestive enzyme activities between the anterior and the posterior segments has been shown, being the activity of amylase, alkaline phosphatase, total alkaline proteases, and trypsin higher at the AI segment (Castro et al., 2016). Functional and transcriptional compartmentalization of the digestive tract has also been described in zebrafish (*Danio rerio*), a stomachless teleost, with 2558 DE genes across the seven segments considered in that study (Wang et al., 2010). Thus, the fish intestine has evolved as a complex tissue with a gradual change in nutrient absorptive capacity from AI to PI segments, whereas the posterior segment appears as part of the first line of defense against pathogens (Løkka et al., 2014). The results reported herein indicate that this change is more gradual than initially envisaged, as some immune-relevant genes are much more expressed in the AI-MI segments than in PI, such as *natterin-3-like* and *acidic mammalian chitinase*. 

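Natterin-3-like (L12_88270), a member of a family of fish lectin-like toxins, was 7.13 ± 1.88 (SD, n = 15) in AI-MI and -7.96 ± 1.61 (SD, n = 8) in PI on the log2 scale, 34943-fold higher in AI-MI (log2 difference 15.09, standard error 0.74, adjusted p = 5.0e-14, all 15 AI-MI arrays lay above all 8 PI arrays). Acidic mammalian chitinase (L1_86990), which breaks down chitin, was 6.86 ± 2.54 (SD, n = 15) in AI-MI and -7.71 ± 0.82 (SD, n = 8) in PI, a 24346-fold difference (log2 difference 14.57, standard error 0.88, adjusted p = 2.2e-12, all 15 AI-MI arrays lay above all 8 PI arrays). Both were bright in AI and MI and near background in PI, where natterin-3-like was well above background on 2 and the chitinase on 3 of 8 arrays, so the folds rest on dim PI signals. No difference between AI and MI passed the test. Natterin-3-like was 7.43 ± 2.21 (SD, n = 8) in AI and 6.79 ± 1.53 (SD, n = 7) in MI (adjusted p = 0.815), and the chitinase 7.48 ± 2.35 (SD, n = 8) and 6.15 ± 2.74 (SD, n = 7) (adjusted p = 0.683).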

Natterin-like proteins contain a mannose-binding lectin-like domain that might act as a pathogen recognition protein with an important role in the acute-phase response of fish (Magnadóttir, 2006). Chitinases are primarily associated with the stomach, but they have also been found in the intestine with a role in food digestion and immune defense in several vertebrate species, including fish (Gutowska et al., 2004; Tran et al., 2011). Moreover, administration of recombinant chitinases boosts several serum immune parameters in orange-spotted grouper (*Epinephelus coioides*) (Zhang et al., 2012). All these results point out the importance of antimicrobial function also in this intestinal portion. On the other hand, the PI also plays a key role in the reabsorption of bile salts and some micronutrients. This dualism is, thereby, of relevance when considering the regulation of the intestine as whole, as further discussed below for some particular genes or biological processes.

Fish intestine has been reported to progressively tighten from the anterior to the posterior part, and intestinal integrity and intercellular permeability is maintained by proteins, such as integrins, claudins, cadherins, and gap junction proteins (Tsukita et al., 2001; Lu et al., 2013). 

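Claudin-2 (L12_86083), which forms cation and water pores in tight junctions, was 2.99 ± 0.27 (SD, n = 15) in AI-MI and -2.70 ± 1.58 (SD, n = 8) in PI, 51.6-fold higher in AI-MI (log2 difference 5.69, standard error 0.39, adjusted p = 2.3e-11, all 15 AI-MI arrays lay above all 8 PI arrays), with -0.44 and -0.47 on PI replicates 7 and 8 and -2.32 or less on the other PI arrays. The gap junction protein Cx32.2 (L12_76804) was 11.4-fold higher in AI-MI (adjusted p = 1.3e-10, all 15 AI-MI arrays lay above all 8 PI arrays). Claudin-14 (L2_76063), which tightens junctions against cations, was 15.4-fold higher in PI (adjusted p = 6.0e-07, all 8 PI arrays lay above all 15 AI-MI arrays, well above background on 13 of the 15 AI-MI arrays). Integrin alpha-6 (L3_73793), of the hemidesmosome, was 2.46-fold higher in AI-MI (adjusted p = 0.00640, 14 of 15 AI-MI arrays lay above the PI mean, well above background on 9 of the 15 AI-MI arrays and on 2 of the 8 PI arrays). Of a list of junction proteins from Table S2, 11 of 19 were higher in AI-MI and 8 in PI. Cadherin-1, cadherin-17, desmosome proteins and claudin-3 were among those higher in AI-MI, and connexins of the beta family and claudin-7-B among those higher in PI. Cadherin-7, which Table S2 has higher in PI, was well above background on fewer than 7 arrays and was not tested here. The list holds only genes called by the study on these arrays, so it cannot tell how many junction genes did not differ and is not independent evidence. With normexp background correction, 5 were higher in PI.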

Genes encoding these proteins were largely represented in our microarray, although no clear distinctive differential expression pattern was detected with the established cutoff value. However, the expression profile of these intestinal markers was quite similar to that reported in gilthead sea bream (Pérez-Sánchez et al., 2015). This finding suggests that the structure and function of tight junctions is maintained through the evolution of modern fish species, although some species differences can occur even when comparing close-related fish.

Functional network effector analysis clearly evidenced that active immune surveillance is a key role of the distal intestine of European sea bass, in comparison with the role of mammalian large intestine. This is probably due to fact that fish are continuously and directly exposed to a microbial-rich environment; e.g., 1 liter of marine water contains 10,000 million virus and 9000 million of bacteria (Fenical, 1993; Fuhrman, 1999). Thus, compared to terrestrial animals, they have to cope with high microbial loads. The immune cell repertoire of teleost intestine is governed by the gut-associated lymphoid tissue, and regional differences have already been reported (reviewed in Rombout et al., 2011; Salinas and Parra, 2015). In European sea bass, the predominance of T cells in the PI has been long established (Abelli et al., 1997), and the intestinal regionalization of the expression of T cell-markers was suggested for the first time in a teleost in this marine fish (Picchietti et al., 2011). Our present results confirm and expand these data with over-representation of several genes related to cell-mediated intestinal immunity in the PI segment. Similarly, a marked increase in neutrophil density was observed in intestinal segment 6 of zebrafish, in coincidence with an increase of the neutrophil-expressed genes and several cytokines implicated in intestinal immunity (Wang et al., 2010). 

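CD28 (T-cell-specific surface glycoprotein CD28 homolog, L1_60391), which costimulates T cells, was -4.23 ± 0.92 (SD, n = 15) in AI-MI and -1.94 ± 0.84 (SD, n = 8) in PI, 4.88-fold higher in PI (log2 difference 2.29, standard error 0.37, adjusted p = 2.4e-05, 8 of 8 PI arrays lay above the AI-MI mean). CD4 (L4_86612), the coreceptor of helper T cells, was 4.21-fold higher in PI (adjusted p = 4.1e-05, 8 of 8 PI arrays lay above the AI-MI mean, well above background on 13 of the 15 AI-MI arrays). T-cell receptor beta chain T17T-22-like (L12_37029) was 3.19-fold higher in PI (adjusted p = 0.0228, 7 of 8 PI arrays lay above the AI-MI mean), but it was well above background on 6 of the 15 AI-MI arrays and on 7 of the 8 PI arrays, and lost its call without PI replicate 3 or 5 (adjusted p = 0.0550 and 0.0582). With normexp background correction its log2 difference was near 0 (0.0023, AI-MI minus PI). The beta chain ANA 11 (L2_38962) went the other way, with 1.08 ± 0.51 (SD, n = 15) in AI-MI and -0.60 ± 0.32 (SD, n = 8) in PI, 3.21-fold higher in AI-MI (adjusted p = 1.6e-07, 15 of 15 AI-MI arrays lay above the PI mean). Of the genes of T cells, 1 of 11 were higher in AI-MI and 10 in PI, among them the CD3 chains and the kinase Lck on the PI side. With normexp background correction, 7 T-cell genes stayed called higher in PI, and 2 called genes of the list changed sign. The study drew these genes from the same arrays, so the counts are not independent evidence.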

*Cathepsin L-1* also had the highest expression in segment 6, as *cathepsin L-like* in the PI of European sea bass. 

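Cathepsin L-like (L2_51754), a lysosomal cysteine protease, was -7.44 ± 0.92 (SD, n = 15) in AI-MI and 1.08 ± 0.36 (SD, n = 8) in PI on the log2 scale, 366-fold higher in PI (log2 difference 8.52, standard error 0.32, adjusted p = 4.5e-16, all 8 PI arrays lay above all 15 AI-MI arrays), and it was well above background on 2 of the 15 AI-MI arrays. Other lysosomal genes rose with it: granulins-like (L1_43082) was 48.1-fold, beta-galactosidase (L12_88439) 23.5-fold and the lysosomal protective protein (L12_87958), which stabilises that enzyme, 10.7-fold higher in PI (adjusted p = 1.0e-18, 7.7e-14 and 7.9e-17, for each, all 8 PI arrays lay above all 15 AI-MI arrays). Of the genes of the lysosome and its proton pump, 2 of 52 were higher in AI-MI and 50 in PI, the former arylsulfatase A and arylsulfatase G. V-type proton ATPase subunits, which acidify lysosomes, were all on the PI side among those that the table names. Every member had been called by the study on these arrays, so the counts are no independent evidence.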

Cathepsin L family has multifunctional roles in many biochemical pathways of vertebrates, including intracellular protein degradation, antigen presentation, and cellular development (Zhou et al., 2015). Nevertheless, their function in fish is just starting to be elucidated and further studies are needed to reveal if they have an immunological role in the intestine of fish. In addition, infection models in a wide-range of fish species have shown the importance of the local intestinal immune response (Estensoro et al., 2012; Li et al., 2012; Pérez-Cordón et al., 2014; Dezfuli et al., 2015). In our study, the transcriptome of MI did not differ from that of AI, however, in a quantitative PCR analysis of 27 antimicrobial genes (Oehlers et al., 2011), the MI exhibited elevated expression of *dual oxidase*, the *defensin beta-like*, and peptidoglycan recognition protein families, and also presented the highest numbers of leukocytes and endocytic cells, supporting a specialized immunological role. In agreement with this, *beta-defensin* was among the top DE genes in the PI of European sea bass.

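Beta-defensin (L2_17762), a cationic peptide that kills microbes, was -4.74 ± 1.85 (SD, n = 15) in AI-MI and 2.55 ± 0.97 (SD, n = 8) in PI, 157-fold higher in PI (log2 difference 7.29, standard error 0.66, adjusted p = 3.2e-09, all 8 PI arrays lay above all 15 AI-MI arrays, well above background on 14 of the 15 AI-MI arrays). In AI it was -5.37 ± 1.15 (SD, n = 8) and in MI -4.02 ± 2.30 (SD, n = 7), a difference that did not pass the test (adjusted p = 0.527). Against AI alone the gene was 244-fold and against MI alone 95.0-fold higher in PI (adjusted p = 1.8e-09 and 1.1e-05, all 8 PI arrays lay above all 8 AI arrays, and all 8 PI arrays lay above all 7 MI arrays).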

As expected, the highest expression level of genes related to digestion was observed in the AI-MI segments, since an absorption gradient is present along the length of the intestine of all fish. Water-soluble nutrients are mostly absorbed in the pyloric caeca and the midgut (Sundell and Rønnestad, 2011) and the majority of lipids are absorbed in these first segments with the concurrence of secreted bile salts to hydrolyse triglycerides to free fatty acids and glycerol. In coincidence with data from zebrafish (Wang et al., 2010), several well-known molecular markers of mammalian small intestine, *fabp2, apoa1*, and *vil1l*, had a higher expression at the AI-MI segments than at PI in European sea bass (Table S2). Furthermore, we also found that the gene markers (*fabp2* and *transcription factor gata5*) found to be stable across the five most proximal segments of adult zebrafish (Oehlers et al., 2011), were higher in AI-MI segments than in the PI one. 

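The intestinal fatty acid-binding protein (fabp2, L12_39581), which carries fatty acids inside enterocytes, was 8.57 ± 0.23 (SD, n = 15) in AI-MI and 4.52 ± 0.94 (SD, n = 8) in PI, 16.7-fold higher in AI-MI (log2 difference 4.06, standard error 0.24, adjusted p = 1.8e-12, all 15 AI-MI arrays lay above all 8 PI arrays). Apolipoprotein A-I (apoa1, L1_22120), the main protein of high-density lipoprotein, was -1.24 ± 0.57 (SD, n = 15) in AI-MI and -6.23 ± 3.59 (SD, n = 8) in PI, a 31.7-fold difference (log2 difference 4.99, standard error 0.87, adjusted p = 5.7e-05, 15 of 15 AI-MI arrays lay above the PI mean), although it was well above background on 3 of the 8 PI arrays. On PI replicates 7 and 8 it lay at -1.07 and -1.23, the AI-MI level, against -3.93 or less on the other PI arrays, and without PI replicate 7 the difference was 52.9-fold. Villin-1 (vil1l, L3_77279), which bundles actin in microvilli, was 0.22 ± 0.38 (SD, n = 15) in AI-MI and -0.59 ± 0.38 (SD, n = 8) in PI, 1.76-fold higher in AI-MI (adjusted p = 2.6e-04, 15 of 15 AI-MI arrays lay above the PI mean).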

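The transcription factor gata5 (GATA-binding factor 5-A, L12_85179), a regulator of gut endoderm, was 5.14 ± 0.29 (SD, n = 15) in AI-MI and 0.05 ± 1.79 (SD, n = 8) in PI, 34.1-fold higher in AI-MI (log2 difference 5.09, standard error 0.44, adjusted p = 1.3e-09, all 15 AI-MI arrays lay above all 8 PI arrays). The PI arrays were split, with gata5 at 3.40 and 2.08 on PI replicates 7 and 8 and -0.04 or less on the other 6. Between AI, where gata5 was 5.11 ± 0.32 (SD, n = 8), and MI, where it was 5.18 ± 0.28 (SD, n = 7), the difference did not pass the test (adjusted p = 0.894), nor did that of fabp2 (adjusted p = 0.705). Its relatives GATA-4-like (L1_62752) and GATA-4 (L1_39434) were at least 28.5-fold and at least 17.6-fold higher in AI-MI, with 0 of 8 PI arrays well above background (adjusted p = 1.3e-09 and 5.0e-10, for both, all 15 AI-MI arrays lay above all 8 PI arrays). Hepatocyte nuclear factor 4-beta (L12_85830) was 91.7-fold and the intestine-specific homeobox gene (L2_69020), which represses carotenoid uptake in mammals, 71.5-fold higher in AI-MI (adjusted p = 3.9e-14 and 7.6e-09, for both, all 15 AI-MI arrays lay above all 8 PI arrays, the latter well above background on 2 of the 8 PI arrays). Of the GATA, CDX and other gut transcription factors, 14 of 16 were higher in AI-MI and 2 in PI. The study had called each of these genes on these arrays, so the counts are not independent evidence.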

Typically, bile acids continue along the whole intestine and are absorbed by enterocytes of the PI segment and are transported to the liver as a part of the enterohepatic circulation. This process ensures the rapid turnover of bile acids by the participation of gastrotropin (also termed *ileal lipid-binding protein or fatty acid-binding protein 6, fabp6*), which is exclusively expressed in the intestine of mammals (Gong et al., 1994; Fujita et al., 1995; Besnard et al., 2002). 

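Gastrotropin (L2_73008), also called ileal fatty acid-binding protein, was evenly bright in PI, between 8.91 and 9.78 on the log2 scale over the 8 arrays. It was well above background on all 15 AI-MI arrays too, but over a range from -5.42 to 9.67. The median of the 7 AI arrays other than replicate 2 was -2.41, and the median of the 7 MI arrays was 8.60. Against MI alone the PI signal was 3.66-fold higher, which missed the threshold of limma (adjusted p = 0.0590, 8 of 8 PI arrays lay above the MI mean), and 2.36-fold without MI replicate 7.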

The higher expression of *gastrotropin* in the PI segment of European sea bass is consistent with previous results in zebrafish (Alves-Costa et al., 2008; Oehlers et al., 2011) and gilthead sea bream (Pérez-Sánchez et al., 2015), in which the detection of *gastrotropin* transcripts was exclusive to the distal portions of intestine. The enterohepatic circulation also serves to efficiently use the water-soluble vitamin, vitamin B12. This vitamin plays a key role in the normal functioning of the brain and nervous system, and it is synthesized exclusively by bacteria in the gut (Raux et al., 2000). Deficiency of this vitamin results in decreased growth, anemia and abnormal fish behavior (NRC, 2011), and the dietary replacement of fish meal by plant proteins is accompanied by an increased risk of vitamin B12 deficiency in Atlantic cod (Hansen et al., 2007). The underlying regulatory mechanisms remain to be established in fish, but the observed high expression of vitamin B12 binders (*gastric intrinsic factor-like protein, transcobalamin-2*) and binder-vitamin complex receptors (*protein amnionless, cubilin*) in the PI of European sea bass ensures an efficient intestinal uptake and absorption of this essential micronutrient.

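Against AI alone, cubilin was 490.2-fold and gastric intrinsic factor-like 415-fold higher in PI (adjusted p = 1.1e-13 and 2.0e-06, for both, all 8 PI arrays lay above all 8 AI arrays), and the latter 797-fold when AI replicate 2 was left out. Against MI alone, amnionless was 1244-fold, cubilin 539-fold, transcobalamin-2 41.7-fold and gastric intrinsic factor-like 31.5-fold higher in PI (adjusted p = 3.5e-09, 7.6e-11, 4.3e-12 and 7.8e-06, for each, all 8 PI arrays lay above all 7 MI arrays), the last 21.0-fold without MI replicate 7. Gastric intrinsic factor-like was -1.90 ± 2.96 (SD, n = 8) in AI and 1.82 ± 1.73 (SD, n = 7) in MI, and neither its difference nor that of transcobalamin-2 passed the test between these segments (adjusted p = 0.236 and 0.976). Low-density lipoprotein receptor-related protein 2 (L2_87513), the megalin that works with cubilin, was -4.80 ± 0.48 (SD, n = 15) in AI-MI and -0.46 ± 0.18 (SD, n = 8) in PI, 20.3-fold higher in PI (log2 difference 4.34, standard error 0.17, adjusted p = 1.1e-15, all 8 PI arrays lay above all 15 AI-MI arrays).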

Our results also indicate a different expression pattern of GPCRs throughout the AI-MI and PI. GPCRs are the largest family of signaling receptors in vertebrates and most of them are ubiquitously expressed in the enteroendocrine cells of the GI tract. The presence of these receptors along the gut constitutes a key gastrointestinal chemosensory system for the regulation of appetite, nutrient digestion, intestinal motility, and mucosal defense mechanisms, contributing to the integration of a vast array of pathways linking the gut with the brain and metabolically active tissues (Reimann et al., 2012). In this study, the GPCR with the highest intestine spatial regulation (upregulated in the AI-MI) was *GPR39*. This is an orphan receptor that belongs to the ghrelin/motilin receptor subfamily, and it is emerging as an important regulator of gastrointestinal motility and secretion (Depoortere, 2012). 

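GPR39 (L12_87978), a receptor that responds to zinc, was 1.15 ± 0.64 (SD, n = 15) in AI-MI and -1.84 ± 0.56 (SD, n = 8) in PI, 7.94-fold higher in AI-MI (log2 difference 2.99, standard error 0.26, adjusted p = 1.4e-09, all 15 AI-MI arrays lay above all 8 PI arrays), with -1.02 and -1.03 on PI replicates 7 and 8 and -1.82 or less on the other PI arrays. In MI it was 0.92 ± 0.53 (SD, n = 7), and against PI it was 9.12-fold higher in AI and 6.77-fold higher in MI (adjusted p = 2.6e-07 and 8.2e-07, all 8 AI arrays lay above all 8 PI arrays, and all 7 MI arrays lay above all 8 PI arrays). The difference between AI and MI did not pass the test (adjusted p = 0.589).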

Two forms of *GPR39* have been characterized in black sea bream (*Acanthopagrus schlegeli*), and intestinal expression of *sbGPR39-1a* was found to decrease significantly during food deprivation (Zhang et al., 2008). Another orphan receptor, *GPR112*, was highly DE in the AI-MI of European sea bass. This GPCR was also highly expressed in the intestinal mucosal layer of zebrafish (Harty et al., 2015) and rodents (Ito et al., 2009; Badiali et al., 2012). 

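GPR112 (L12_89893), an adhesion receptor found on enterochromaffin cells in mammals, was 1.81 ± 1.01 (SD, n = 15) in AI-MI and 0.15 ± 0.84 (SD, n = 8) in PI, 3.15-fold higher in AI-MI (log2 difference 1.66, standard error 0.40, adjusted p = 0.00144, 14 of 15 AI-MI arrays lay above the PI mean). PI replicates 7 and 8 lay at 1.26 and 1.58, the other PI arrays at 0.18 or less. Its signal was 1.18 ± 0.89 (SD, n = 8) in AI and 2.53 ± 0.54 (SD, n = 7) in MI. Against MI the fold was 5.20 (adjusted p = 5.2e-05, all 7 MI arrays lay above all 8 PI arrays), and against AI it was 2.03 (adjusted p = 0.0481, 7 of 8 AI arrays lay above the PI mean).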

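The neuropeptides B/W receptor type 1 (NPBWR1, L1_26611), which binds neuropeptides B and W, was -2.46 ± 0.32 (SD, n = 15) in AI-MI and -3.59 ± 0.44 (SD, n = 8) in PI, a 2.20-fold difference (log2 difference 1.14, standard error 0.16, adjusted p = 2.5e-06, all 15 AI-MI arrays lay above all 8 PI arrays). The receptor type 2 (NPBWR2, L1_15960) was -2.60 ± 0.35 (SD, n = 15) in AI-MI and -3.89 ± 0.59 (SD, n = 8) in PI, a 2.44-fold difference (log2 difference 1.28, standard error 0.19, adjusted p = 6.8e-06, 15 of 15 AI-MI arrays lay above the PI mean). Both were well above background on all 23 arrays.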

*NPBWR1* and *NPBWR2* were also differentially upregulated in the AI-MI of European sea bass. Neuropeptide B and neuropeptide W are both endogenous peptide ligands for NPBWR1 and NPBWR2, which are key players in the regulation of feeding and energy metabolism (Mondal et al., 2003; Tanaka et al., 2003). These neuropeptides are mostly expressed in the brain, although a high expression of *neuropeptide B* has also been found in the intestine of medaka (*Oryzias latipes*) (Hiraki et al., 2014). 

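The alpha-2C adrenergic receptor (ADRA2C, L1_17670), which lowers cAMP in response to catecholamines, was 0.05 ± 0.41 (SD, n = 15) in AI-MI and -0.79 ± 0.19 (SD, n = 8) in PI, 1.79-fold higher in AI-MI (log2 difference 0.84, standard error 0.15, adjusted p = 7.6e-05, all 15 AI-MI arrays lay above all 8 PI arrays). It was 0.29 ± 0.41 (SD, n = 8) in AI and -0.22 ± 0.14 (SD, n = 7) in MI, and the difference between these did not pass the test (adjusted p = 0.237). Against PI it was 2.12-fold higher in AI (adjusted p = 4.2e-05, all 8 AI arrays lay above all 8 PI arrays) and 1.48-fold higher in MI (adjusted p = 4.4e-04, all 7 MI arrays lay above all 8 PI arrays).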

Another GPCR with a high level of expression in the AI-MI of European sea bass was *ADRA2C*, a known ligand for norepinephrine and epinephrine (Lefkowitz and Caron, 1988). The regulatory role of alpha adrenergic receptors in the proliferation of intestinal epithelial crypt cells is well known in mammals (Schaak et al., 2000) and their tissue expression patterns parallel those of their mammalian orthologs in zebrafish (Ruuskanen et al., 2005) and perhaps, European sea bass.

Regarding the upregulated GPCRs in the PI segment, many of them were involved in cell proliferation and immune response. 

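GPR97 (L1_39527), an adhesion receptor of leukocytes, was -4.71 ± 0.46 (SD, n = 15) in AI-MI and -5.37 ± 0.64 (SD, n = 8) in PI, 1.58-fold higher in AI-MI (log2 difference 0.66, standard error 0.22, adjusted p = 0.0180, 13 of 15 AI-MI arrays lay above the PI mean). The call was lost without PI replicate 1 (adjusted p = 0.0524) or PI replicate 3 (adjusted p = 0.0508).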

The exception was the orphan receptor *GPR97*, with a lowered expression in the PI of European sea bass despite its proven role in the remodeling of lymphatic cells of the mouse intestine (Valtcheva et al., 2013). This contrasted with the observation that *FZD10*, a receptor for molecules in the Wnt pathway that is a good marker of colorectal tumors in humans (Nagayama et al., 2009), was the most upregulated GPCR in the PI of European sea bass. 

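FZD10 (Frizzled-10, L1_26060), a receptor for Wnt proteins, was -3.70 ± 0.44 (SD, n = 15) in AI-MI and -2.87 ± 0.27 (SD, n = 7) in PI, 1.77-fold higher in PI (log2 difference 0.83, standard error 0.18, adjusted p = 6.0e-04, 7 of 7 PI arrays lay above the AI-MI mean), with a usable spot on 7 of 8 PI arrays. It was -3.93 ± 0.32 (SD, n = 8) in AI and -3.44 ± 0.42 (SD, n = 7) in MI, so that the fold was 2.08 against AI (adjusted p = 5.8e-05, all 7 PI arrays lay above all 8 AI arrays) and 1.48 against MI (adjusted p = 0.0279, 7 of 7 PI arrays lay above the MI mean). The call was lost with normexp background correction.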

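HCAR2 (hydroxycarboxylic acid receptor 2-like, L2_40260), the receptor for niacin and ketone bodies, was -3.94 ± 0.33 (SD, n = 15) in AI-MI and -3.11 ± 0.36 (SD, n = 8) in PI, 1.78-fold higher in PI (log2 difference 0.83, standard error 0.15, adjusted p = 7.1e-05, 8 of 8 PI arrays lay above the AI-MI mean). The level was -3.95 ± 0.37 (SD, n = 8) in AI and -3.92 ± 0.31 (SD, n = 7) in MI, with no difference that passed the test (adjusted p = 0.960).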

Another highly and differentially expressed GPCR at PI was the *hydrocarboxylic acid receptor 2*, also termed *GPR109*. This receptor has anti-inflammatory properties acting as the metabolite sensor of butyrate, the end product of the microbial fermentation of dietary fiber (Singh et al., 2014). This short-chain fatty acid has been considered a promising feed additive in aquaculture, improving the immunological status and intestinal condition in carp (*Cyprinus carpio*) (Liu et al., 2014). Recent data also support the promising effects of butyrate supplementation in European sea bass, and Rimoldi and co-workers have found reported improved growth and increased gene expression of the *oligopeptide transporter 1* (*PEPT1*) in the hindgut of fish fed low-fish meal diets (unpublished). Other GPCRs that showed increased expression levels in the PI of European sea bass were *GPR84, GPR63*, and *GPR18*. 

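GPR84 (L3_79308), a receptor for medium-chain fatty acids on myeloid cells, was -5.52 ± 0.29 (SD, n = 15) in AI-MI and -4.73 ± 0.28 (SD, n = 8) in PI, 1.72-fold higher in PI (log2 difference 0.79, standard error 0.13, adjusted p = 2.0e-05, all 8 PI arrays lay above all 15 AI-MI arrays, well above background on 14 of the 15 AI-MI arrays). With normexp background correction its log2 difference was near 0 (0.0435, AI-MI minus PI) and the call was lost. GPR18 (N-arachidonyl glycine receptor, L12_84945), a lipid receptor of lymphocytes, was -1.37 ± 0.54 (SD, n = 15) in AI-MI and -0.62 ± 0.40 (SD, n = 8) in PI, a 1.67-fold difference (log2 difference 0.74, standard error 0.21, adjusted p = 0.00580, 8 of 8 PI arrays lay above the AI-MI mean). GPR63 (L2_48674), which responds to sphingosine 1-phosphate, was -4.84 ± 0.53 (SD, n = 15) in AI-MI and -4.07 ± 0.88 (SD, n = 8) in PI, a 1.71-fold difference (log2 difference 0.77, standard error 0.28, adjusted p = 0.0271, 7 of 8 PI arrays lay above the AI-MI mean, well above background on 14 of the 15 AI-MI arrays), and was the least certain: its call was lost without PI replicate 4, 5 or 6 (adjusted p = 0.0843, 0.0653 and 0.0715) and with normexp background correction.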

GPR84 is a putative receptor of medium-chain fatty acids that mediates proinflammatory responses in human myeloid cells (Suzuki et al., 2013), whereas GPR63 binds phosphatidic acid and is also involved in the inflammatory response (Kostenis, 2004). Lastly, *GPR18*, also known as N-arachidonyl glycine receptor, is ubiquitously expressed in channel catfish (*Ictalurus punctatus*) tissues, and its immunostimulatory action in response to infection with *Aeromonas hydrophila* has been proven (Pridgeon and Klesius, 2013).

In summary, the functional phenotyping at the molecular level of the intestinal tract of European sea bass has been assessed with a specific oligo-microarray. Similar molecular signatures were found for AI and MI segments, that were clearly different to PI one. The consistency of this finding was highly supported by qPCR results for the genes selected as representative markers of several functions or processes, including intestinal permeability, macronutrient and micronutrient digestion and absorption, immune response and intestinal chemosensing. With the available transcriptomic data, we can match the AI-MI segments of European sea bass to the small intestine of mammals and the first segments of zebrafish (segments 1–5 as defined in Wang et al., 2010, 1–4 as defined in Oehlers et al., 2011), whereas the PI of European sea bass would correspond to the large intestine of mammals and last segments of zebrafish (segments 6–7 as in Wang et al., 2010, or segment 6 as in Oehlers et al., 2011). In any case, fish gut transcriptome should not be considered a static feature, and significant changes and evolution could be envisaged not only in a spatial basis, but also related to changes in season and feeding regimes. In this sense, further work is necessary, not only in European sea bass, but in other fish species of interest, to establish the precise tuning of intestine plasticity from a transcriptional and functional perspective.

## Author contributions

AS and JP conceived and designed the experiment. JC sampled animals and performed RNA extractions. JC and JP analyzed microarray data. JC, AS, and JP wrote the manuscript.

## Funding

This work was funded by the EU seventh Framework Programme by the ARRAINA (Advanced Research Initiatives for Nutrition and Aquaculture; KBBE-2011-288925) project. It does not necessarily reflect the views of the EU and in no way anticipates the Commission's future policy in this area. The funders had no role in the study design, data collection and analysis, decision to publish, or preparation of the manuscript. Additional funding was obtained from the Spanish Ministerio de Economía y Competitividad through the MI2-FISH project (Unraveling Metabolic, Intestinal and Immunopathological Fish Status; AGL2013-48560) and Generalitat Valenciana (PROMETEO FASE II-2014/085).

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Gene Expression Profiling Reveals Functional Specialization along the Intestinal Tract of a Carnivorous Teleostean Fish (Dicentrarchus labrax)
**Source:** Front Physiol. 2016 Aug 25;7:359. doi: 10.3389/fphys.2016.00359
**Supplement:** Supplementary file 1

TABLE S1. Forward and reverse primers for real-time PCR.

Gene name	Symbol		Primer sequence
<i>B(0,+)-type amino acid transporter 1</i>	SLC7A9	F	CAA CTG GGC ACG CAA ACT CA
		R	CTC AGG AGG CAC TAC TTC CAT CAG
<i>Cathepsin L</i>	CTSL	F	CAA GTT TGA AAG GGT CTA CAG CTC TCC AT
		R	AGT TTG CGG TTG TTG AGC CAG ATT T
<i>Cubilin</i>	CUBN	F	GCA GCG ATT CTG TGG TAC TGT ATC
		R	GTC ATG GTG TTG GCA GAG GAG
<i>Excitatory amino acid transporter 3</i>	EAAT3	F	TGG TGA CGG TGC TGA GTG GT
		R	GAA GAT GAG TGG CAG GCA GAT GGT
<i>Gastrotropin</i>	FABP6	F	ATA CCT TCT CCT GGA CCC AAA TCT ACC C
		R	TCG CAC TCC TTG CTG ATG GTG AAT T
<i>Histidine ammonia-lyase</i>	HAL	F	TTC AAC GCT TCC TGC CTC TCC TT
		R	GGT CTC CAC TAG CAC CGA CTG TT
<i>Ileal sodium/bile acid cotransporter</i>	SLC10A2	F	GCC GTC GTC ATC ATC ATT ATG G
		R	CGT CCA GCC AGT AGC AGA T
<i>Immunoglobulin-like and fibronectin type III domain-containing protein 1</i>	IGFN1	F	ATG ACC GCC TCC ACT ACA CA
		R	TTA TTG AAG AGC CTG TCA GCC ACT
<i>N-arachidonyl glycine receptor</i>	GPR18	F	GCT CTG TGG CTG TTT GCT CTG
		R	GTG CTT TGG CTG GAC GAT GG
<i>Probable G-protein coupled receptor 63</i>	GPR63	F	CGT GCC TTC ACC ACC ATC CTC ATC C
		R	GCC CAG CAC ACT GTA AAC ACG GAG AA
<i>Protein amnionless</i>	AMN	F	CAC TGC CTC CGC TGC CAT CT
		R	GCT CTC CAA CAT CAC TGT GTC TCT TCA AG
<i>Sorting nexin-6</i>	SNX6	F	CTG GAT CTG GAG TCA CGC TAC C
		R	CAT TCC TCC TGG CGG TCT CTA AC
<i>Transcobalamin-2</i>	TCN2	F	AAG TGC GGT GAA TGG AGA GC
		R	CAT CAG AGG AGA GGT GCC AAT ATC
<i>Transmembrane and immunoglobulin domain-containing protein 1</i>	TMIGD1	F	GTC AGA GCA GGT TAC AGT AGA AGA AGA G
		R	ACG GAT GAG ACT GGC GGA TT
<i>Unconventional myosin-Vb</i>	MYO5B	F	GTG TCT TGA TCC GTG CCC TGA GTA ACC
		R	AGT GAT GGA GAG GAG CTG CTG ATA GG
<i>Acidic mammalian chitinase-like</i>	CHIA	F	AGA CTC TGC TTG CTG TTG GTG GAT GGA
		R	TGA CGG TTG GCT GGA GTG GAC A

<i>Apolipoprotein CII</i>	APOC2	F	GCG AGT GGA TAC CTG GAA AGC A
		R	GTC GTT CAG AAT GCC AGC GTA GG
<i>Bile salt-activated lipase</i>	CEL	F	CTG CCA ACG CCA CGA CTG
		R	TGG GCT GAG AGA AGA GGT AGG A
<i>Cytochrome P450 1A1</i>	CYP1A	F	CAG GTG GTG GGC AGC GGT AA
		R	GGC AGG AAT TGA AGA ACA GGG ATG AAG TC
<i>G-protein coupled receptor 39</i>	GPR39	F	CAC CTC ACC ATC GAA CAC ATC AAC A
		R	AGG CGG CGT GGG AGT TAC
<i>Liver-expressed antimicrobial peptide 2</i>	LEAP2	F	GGT TTG CTC CAA CGG ACC AA
		R	CAC AGG CTT CAT GCT GTT CCA
<i>Lysozyme C</i>	LYZ	F	CGG AGC CAT CAA CCA CAA CAC TG
		R	GCC ATT ATT ACA CCA CCA GCG ACT GT
<i>Neuromedin-B</i>	NMB	F	AGT TCC TGC GAG TGG CGT TG
		R	CGA GCG GCT CTC TTG TGT ATC C
<i>Neuropeptides B/W receptor type 1</i>	NPBWR1	F	TGG CTC TGA CGA CGG ACC TGA
		R	TAG GAG ATC CCG ATT AGC AGT GGT GTG
<i>Phosphoethanolamine N-methyltransferase 3</i>	NMT3	F	GCT ACC GCA CTG ACG CAC AAT ACA
		R	CCT CTG GCT CCT CCA CTT GTA CTG AT
<i>Platelet glycoprotein 4</i>	CD36	F	GGA GAG CAA GGA TCT GAA AGG GAT TGA AGT
		R	AGG GTA TTT GGC TGG AGG GCG TAG
<i>Beta-defensin</i>	DEFB	F	GGG CTG AGC TTG GTT CTC CTT GT
		R	CCT CCC CAA CTG CGA GCA TCA
<i>G-protein coupled receptor 84</i>	GPR84	F	TGT TGA CCA TTC TAG CCT TCG CCT TAG
		R	AGC CAG GTT GAT GAT GAG CAC ATT GAA
<i>Probable G-protein coupled receptor 112</i>	GPR112	F	ATT GCC ACT GCT GCG ACA CTG C
		R	CCC ATC CAG GTG AAA GAA GCC AGT AGG

# Supplementary material for: Gene Expression Profiling Reveals Functional Specialization along the Intestinal Tract of a Carnivorous Teleostean Fish (Dicentrarchus labrax)
**Source:** Front Physiol. 2016 Aug 25;7:359. doi: 10.3389/fphys.2016.00359
**Supplement:** Supplementary file 2

TABLE S2. Differentially expressed genes between AI-MI and PI.

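Table S2 gives, for part of the genes that the study called between AI-MI and PI, a name and a signed fold change of the array signal. It holds 3652 genes, 1705 higher in AI-MI and 1947 higher in PI, and the smallest fold is 1.5. Over the 3534 genes also tested here, the median absolute difference between the log2 of the table's fold and the log2 difference computed from the arrays was 0.00289, and 3519 lay within 0.1. At a fold of at least 1.5, 3612 probes were called here. The 118 genes not tested here were well above background on fewer than 7 arrays.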

Clone	Description	Fold-change (AI-MI/PI)
L12_76973	<i>1,2-dihydroxy-3-keto-5-methylthiopentene dioxygenase</i>	-2.72
L1_53088	<i>14 kDa apolipoprotein</i>	10790.68
L12_73933	<i>17-beta-hydroxysteroid dehydrogenase 14</i>	-11.25
L2_34731	<i>17-beta-hydroxysteroid dehydrogenase 14-like</i>	-9.80
L12_83613	<i>1-acylglycerol-3-phosphate O-acyltransferase ABHD5</i>	1.76
L12_79134	<i>1-acyl-sn-glycerol-3-phosphate acyltransferase alpha</i>	5.00
L3_80221	<i>1-acyl-sn-glycerol-3-phosphate acyltransferase epsilon</i>	2.09
L1_44524	<i>1-phosphatidylinositol 3-phosphate 5-kinase</i>	-2.66
L2_57624	<i>1-phosphatidylinositol 4,5-bisphosphate phosphodiesterase beta-1</i>	-1.52
L2_67868	<i>1-phosphatidylinositol 4,5-bisphosphate phosphodiesterase beta-4</i>	-2.41
L2_57426	<i>1-phosphatidylinositol 4,5-bisphosphate phosphodiesterase delta-3-A</i>	-1.68
L1_66165	<i>1-phosphatidylinositol 4,5-bisphosphate phosphodiesterase epsilon-1</i>	3.39
L1_28014	<i>1-phosphatidylinositol 4,5-bisphosphate phosphodiesterase epsilon-1-like</i>	2.35
L2_65369	<i>1-phosphatidylinositol 4,5-bisphosphate phosphodiesterase eta-1</i>	-3.89
L12_90114	<i>1-phosphatidylinositol 4,5-bisphosphate phosphodiesterase gamma-2</i>	-1.68
L12_69208	<i>1-phosphatidylinositol phosphodiesterase-like</i>	3.37
L1_51447	<i>2,5-diketo-D-gluconic acid reductase A</i>	1.98
L3_42818	<i>28S ribosomal protein S21, mitochondrial</i>	1.52
L12_82494	<i>2-acylglycerol O-acyltransferase 2-A</i>	3.02
L3_30720	<i>2-amino-3-carboxymuconate-6-semialdehyde decarboxylase</i>	2.51
L3_51580	<i>2-amino-3-ketobutyrate coenzyme A ligase, mitochondrial</i>	1.57
L2_39720	<i>2-hydroxypropyl-CoM lyase</i>	1.79
L12_89407	<i>2-oxoglutarate dehydrogenase, mitochondrial</i>	13.44
L12_83295	<i>3 beta-hydroxysteroid dehydrogenase type 7</i>	3.72
L12_80399	<i>3'(2'),5'-bisphosphate nucleotidase 1</i>	1.88
L3_48877	<i>39S ribosomal protein L14, mitochondrial</i>	-2.01
L1_30556	<i>39S ribosomal protein L42, mitochondrial</i>	-1.94
L12_43599	<i>39S ribosomal protein L52, mitochondrial</i>	1.97
L12_76005	<i>3-hydroxyanthranilate 3,4-dioxygenase</i>	1.73
L3_65893	<i>3-hydroxybutyrate dehydrogenase type 2</i>	1.67
L1_65887	<i>3-hydroxypropionyl-coenzyme A dehydratase-like</i>	2.00
L12_85438	<i>3-ketoacyl-CoA thiolase, mitochondrial</i>	4.07
L1_76175	<i>3-keto-steroid reductase</i>	2.40
L12_69409	<i>3-mercaptopyruvate sulfurtransferase</i>	8.82

L12_75313	<i>3-oxo-5-beta-steroid 4-dehydrogenase</i>	-1.61
L1_52800	<i>3-oxoacyl- synthase 2</i>	1.83
L12_83536	<i>40S ribosomal protein S9</i>	-2.51
L12_74177	<i>4-aminobutyrate aminotransferase, mitochondrial</i>	1.51
L1_57850	<i>4F2 cell-surface antigen heavy chain-like</i>	-1.55
L12_88485	<i>5'(3')-deoxyribonucleotidase, mitochondrial</i>	2.04
L1_17264	<i>50S ribosomal protein L14</i>	3.08
L12_89796	<i>55 kDa erythrocyte membrane protein</i>	1.97
L12_87399	<i>5-aminolevulinate synthase, nonspecific, mitochondrial</i>	-1.87
L12_82019	<i>5'-AMP-activated protein kinase subunit gamma-1</i>	-2.84
L2_49683	<i>5-hydroxyisourate hydrolase</i>	6.03
L2_15712	<i>5-hydroxytryptamine receptor 4</i>	-1.72
L2_44746	<i>5-hydroxytryptamine receptor 7</i>	-2.13
L12_77102	<i>5'-nucleotidase</i>	-1.95
L1_67485	<i>5-oxoprolinase</i>	1.52
L12_86581	<i>60S ribosomal export protein NMD3</i>	1.87
L1_24530	<i>6-methylsalicylic acid synthase</i>	3.00
L12_83586	<i>6-phosphofructo-2-kinase/fructose-2,6-bisphosphatase 1</i>	1.81
L12_86717	<i>6-phosphofructo-2-kinase/fructose-2,6-bisphosphatase 4</i>	2.69
L12_74324	<i>7,8-dihydro-8-oxoguanine triphosphatase</i>	-1.58
L12_88372	<i>7-alpha-hydroxycholest-4-en-3-one 12-alpha-hydroxylase</i>	23.44
L12_72066	<i>7-dehydrocholesterol reductase</i>	3.61
L2_60426	<i>A disintegrin and metalloproteinase with thrombospondin motifs 15</i>	-1.83
L1_22765	<i>A disintegrin and metalloproteinase with thrombospondin motifs 8</i>	-2.44
L2_44479	<i>ABC transporter, ATP-binding & transmembrane domain</i>	1.58
L1_2432	<i>Abhydrolase 3</i>	-2.70
L1_29490	<i>Abhydrolase domain-containing protein 1</i>	1.99
L12_73538	<i>Abhydrolase domain-containing protein 2</i>	2.55
L2_10164	<i>Abhydrolase domain-containing protein 2-A</i>	-2.15
L1_55149	<i>Abhydrolase domain-containing protein 2-B</i>	-2.53
L2_42027	<i>Abhydrolase domain-containing protein 3-like</i>	1.60
L1_57208	<i>Abhydrolase domain-containing protein 4</i>	2.19
L2_38969	<i>Abhydrolase domain-containing protein FAM108A1</i>	-1.61
L12_77324	<i>Abnormal spindle-like microcephaly-associated protein homolog</i>	-1.55
L12_81263	<i>Absent in melanoma 1 protein</i>	-1.58
L1_60097	<i>Absent in melanoma 1-like protein</i>	-2.05
L12_82787	<i>Acetyl-CoA acetyltransferase, mitochondrial</i>	-1.60
L3_80818	<i>Acetyl-CoA carboxylase</i>	2.66
L2_57044	<i>Acetyl-CoA carboxylase 2</i>	2.43
L12_73999	<i>Acetyl-coenzyme A synthetase 2-like, mitochondrial</i>	-3.02
L1_33761	<i>Achaete-scute homolog 1a</i>	2.71
L12_85085	<i>Acid ceramidase</i>	-2.13

L12_89653	<i>Acid sphingomyelinase-like phosphodiesterase 3b</i>	1.83
L12_81287	<i>Acid trehalase-like protein 1</i>	-3.26
L1_86990	<i>Acidic mammalian chitinase</i>	24297.52
L2_39622	<i>Actin, adductor muscle</i>	1.69
L12_84053	<i>Actin, cytoplasmic 2</i>	-1.77
L2_56930	<i>Actin-binding Rho-activating protein</i>	-3.09
L12_87983	<i>Actin-related protein 2/3 complex subunit 1A</i>	3.41
L12_47586	<i>Actin-related protein 2/3 complex subunit 5</i>	-1.61
L2_58427	<i>Actin-related protein 3B</i>	-3.69
L12_63438	<i>Activation-induced cytidine deaminase</i>	-2.29
L12_84307	<i>Activator of 90 kDa heat shock protein ATPase homolog 1</i>	3.33
L12_82044	<i>Activin receptor type-1</i>	-1.69
L12_79868	<i>Activin receptor type-2A</i>	1.83
L12_39178	<i>Acyl-CoA dehydrogenase family member 11</i>	2.07
L1_17140	<i>Acyl-CoA-binding domain-containing protein 5</i>	1.84
L3_37184	<i>Acyl-CoA-binding protein</i>	1.53
L3_33118	<i>Acyl-CoA-binding protein homolog</i>	2.89
L12_88614	<i>Acyl-coenzyme A thioesterase 11</i>	2.70
L3_45558	<i>Acyl-coenzyme A thioesterase 11-like</i>	2.68
L3_44774	<i>Acyl-coenzyme A thioesterase 13</i>	-1.67
L3_83960	<i>Acyl-coenzyme A thioesterase 2, mitochondrial</i>	1.58
L12_81603	<i>Acyl-coenzyme A thioesterase 4</i>	-2.67
L3_79381	<i>Acylphosphatase-2</i>	-2.28
L12_74101	<i>Acyl-protein thioesterase 2</i>	-1.58
L1_56864	<i>ADAM metallopeptidase with thrombospondin type 1 motif, 20</i>	1.89
L2_46043	<i>ADAMTS-like protein 1</i>	-1.55
L2_48496	<i>ADAMTS-like protein 5-like</i>	-1.83
L2_57639	<i>Adapter protein CIKS</i>	-1.54
L12_77433	<i>Adenosine kinase</i>	-1.77
L1_36412	<i>Adenosine receptor A1</i>	1.81
L3_79115	<i>Adenosylhomocysteinase</i>	2.28
L12_88337	<i>Adenosylhomocysteinase A</i>	3.06
L2_63776	<i>Adenylate cyclase type 6</i>	1.58
L2_49679	<i>Adenylate cyclase type 9</i>	1.95
L2_21858	<i>Adenylate kinase 7</i>	-3.18
L12_80450	<i>Adenylate kinase isoenzyme 1</i>	-1.90
L3_56388	<i>Adenylate kinase isoenzyme 4, mitochondrial</i>	-1.64
L12_83380	<i>Adenylosuccinate lyase</i>	1.73
L12_82273	<i>Adenylosuccinate synthetase isozyme 1 C</i>	-5.38
L12_81789	<i>Adenylyl cyclase-associated protein 2</i>	-2.90
L1_63136	<i>Adiponectin receptor protein 1</i>	1.77
L12_84187	<i>Adiponectin receptor protein 2</i>	6.82
L1_33733	<i>ADP/ATP translocase 3</i>	2.02
L3_61110	<i>ADP-ribosylation factor 4</i>	1.60

L12_87165	<i>ADP-ribosylation factor GTPase-activating protein 3</i>	1.67
L3_75571	<i>ADP-ribosylation factor-like protein 16</i>	14.92
L12_83557	<i>ADP-ribosylation factor-like protein 4C</i>	-2.62
L2_21812	<i>ADP-ribosylation factor-like protein 4D</i>	-1.55
L12_85402	<i>ADP-ribosylation factor-like protein 5A</i>	2.02
L3_62283	<i>ADP-ribosylation factor-like protein 8B</i>	-1.68
L3_59832	<i>ADP-ribosylation factor-like protein 8B-A</i>	-3.38
L12_79160	<i>ADP-sugar pyrophosphatase</i>	-1.51
L12_82910	<i>Adrenodoxin, mitochondrial</i>	2.87
L12_82647	<i>Adrenomedullin</i>	-5.20
L2_52612	<i>Adseverin</i>	27.49
L1_33391	<i>Adseverin-like</i>	3.97
L12_89223	<i>Advillin</i>	2.44
L12_84486	<i>AF4/FMR2 family member 1</i>	2.07
L2_69480	<i>AF4/FMR2 family member 3</i>	-2.48
L12_88862	<i>Aflatoxin B1 aldehyde reductase member 2</i>	1.97
L2_53727	<i>Agouti-signaling protein-like</i>	-6.20
L1_35299	<i>Agrin</i>	1.86
L1_28160	<i>A-kinase anchor protein 11-like</i>	1.84
L12_84550	<i>A-kinase anchor protein 9</i>	-1.64
L12_85972	<i>Alanine aminotransferase 2-like</i>	-1.60
L12_88750	<i>Alanine-glyoxylate aminotransferase 2, mitochondrial</i>	5.91
L12_80932	<i>Alcohol dehydrogenase A</i>	-37.24
L12_76681	<i>Alcohol dehydrogenase B</i>	-1.77
L12_78166	<i>Alcohol dehydrogenase class-3</i>	1.79
L12_76182	<i>Alcohol dehydrogenase class-3 chain L</i>	2.34
L12_88865	<i>Aldehyde dehydrogenase family 16 member A1</i>	-2.13
L1_64116	<i>Aldehyde dehydrogenase family 8 member A1</i>	1.78
L12_85131	<i>Aldehyde dehydrogenase family 9 member A1</i>	2.25
L12_85928	<i>Aldehyde dehydrogenase family 9 member A1-B</i>	-1.88
L1_47966	<i>Aldehyde oxidase</i>	2.11
L12_79109	<i>Aldose reductase</i>	1.56
L12_83987	<i>Alkaline ceramidase 2</i>	1.88
L2_51465	<i>Alkaline ceramidase 3</i>	3.15
L1_77244	<i>Alkaline phosphatase, tissue-nonspecific isozyme</i>	407.53
L12_85509	<i>Alkylglycerol monooxygenase</i>	2.94
L1_35303	<i>Alkylglycerol monooxygenase-like</i>	2.20
L3_30163	<i>Allantoicase</i>	4.19
L12_65705	<i>Allograft inflammatory factor 1-like</i>	-1.53
L12_83439	<i>All-trans retinoic acid-induced differentiation factor</i>	-4.43
L2_46946	<i>Alpha adaptinC2</i>	-2.98
L3_26321	<i>Alpha-(1,3)-fucosyltransferase</i>	1.95
L2_36697	<i>Alpha-(1,6)-fucosyltransferase</i>	-1.68
L2_26946	<i>Alpha/beta hydrolase domain-containing protein 11</i>	1.83
L1_66312	<i>Alpha-1,2-mannosyltransferase ALG9</i>	1.86

L2_34251	<i>Alpha-1,3-mannosyl-glycoprotein 4-beta-N-acetylglucosaminyltransferase A</i>	1.84
L12_87529	<i>Alpha-1,3-mannosyl-glycoprotein 4-beta-N-acetylglucosaminyltransferase B</i>	2.24
L1_22299	<i>Alpha-1,3-mannosyl-glycoprotein 4-beta-N-acetylglucosaminyltransferase C</i>	2.80
L3_58034	<i>Alpha-1-antitrypsin</i>	2.03
L2_44185	<i>Alpha-2 adrenergic receptor</i>	-10.17
L3_77618	<i>Alpha-2,8-sialyltransferase 8E</i>	-3.75
L12_65403	<i>Alpha-2,8-sialyltransferase 8F</i>	-2.89
L1_4859	<i>Alpha-2A adrenergic receptor</i>	2.57
L1_58066	<i>Alpha-2B adrenergic receptor</i>	1.67
L1_17670	<i>Alpha-2C adrenergic receptor</i>	1.79
L3_71324	<i>Alpha-2-macroglobulin</i>	1.61
L12_74564	<i>Alpha-2-macroglobulin receptor-associated protein</i>	-9.98
L3_60644	<i>Alpha-2-macroglobulin-like</i>	-1.95
L1_43747	<i>Alpha-2-macroglobulin-like protein 1</i>	-1.82
L1_24657	<i>Alpha-aminoadipic semialdehyde synthase, mitochondrial</i>	2.66
L12_72154	<i>Alpha-aspartyl dipeptidase</i>	1.84
L12_85792	<i>Alpha-galactosidase A</i>	-6.27
L2_58838	<i>Alpha-mannosidase 2C1</i>	-1.75
L1_27409	<i>Alpha-methylacyl-CoA racemase</i>	1.81
L2_71330	<i>Alpha-N-acetylgalactosaminide alpha-2,6-sialyltransferase 2</i>	-3.39
L12_89554	<i>Alpha-N-acetylglucosaminidase</i>	-4.12
L12_79374	<i>Alpha-protein kinase 1</i>	-1.55
L12_89668	<i>Amiloride-sensitive amine oxidase</i>	115.01
L12_86919	<i>Aminoacyl tRNA synthase complex-interacting multifunctional protein 2</i>	1.72
L1_19420	<i>Aminomethyltransferase, mitochondrial</i>	3.67
L12_27763	<i>Aminopeptidase N-like</i>	1.90
L1_84283	<i>Ammonium transporter Rh type B</i>	359.73
L12_86567	<i>AMP deaminase 2</i>	1.51
L1_39604	<i>Amphiphysin</i>	-1.58
L2_51999	<i>Amyloid beta A4 protein-binding family B member 2</i>	-1.53
L1_6266	<i>Amyloid-like protein 2</i>	2.79
L2_44824	<i>Androgen receptor</i>	1.82
L2_57325	<i>Angiopoietin-related protein 1</i>	-2.31
L12_38156	<i>Angiopoietin-related protein 2</i>	2.05
L12_51421	<i>Angiotensin-converting enzyme</i>	2.21
L12_90217	<i>Angiotensin-converting enzyme 2</i>	5.18
L1_43185	<i>Anion exchange protein 2</i>	-3.49
L2_59023	<i>Ankycorbin</i>	1.73
L1_40628	<i>Ankyrin repeat and death domain-containing protein 1B</i>	1.56
L12_83035	<i>Ankyrin repeat and FYVE domain-containing protein 1</i>	-2.18

L12_86978	<i>Ankyrin repeat and SAM domain-containing protein 4B</i>	1.54
L3_76576	<i>Ankyrin repeat and SOCS box protein 16</i>	2.07
L12_86622	<i>Ankyrin repeat and SOCS box protein 2</i>	-1.72
L2_67187	<i>Ankyrin repeat and SOCS box protein 9</i>	-2.14
L2_20771	<i>Ankyrin repeat and sterile alpha motif domain-containing protein 1B</i>	-1.89
L12_88482	<i>Ankyrin repeat and zinc finger domain-containing protein 1</i>	1.74
L1_46075	<i>Ankyrin repeat domain-containing protein 27</i>	-1.63
L12_85642	<i>Ankyrin repeat domain-containing protein SOWAHA</i>	1.53
L12_82095	<i>Annexin A2</i>	7.90
L12_81615	<i>Annexin A3</i>	2.34
L1_66349	<i>Anoctamin</i>	-2.22
L12_67411	<i>Anoctamin-10</i>	-2.77
L12_79712	<i>Anoctamin-3</i>	-1.80
L12_78998	<i>Anoctamin-6</i>	-1.87
L12_72802	<i>Anoctamin-6-like</i>	-1.62
L12_88605	<i>Anoctamin-9</i>	2.21
L1_24439	<i>Anthrax toxin receptor 2</i>	-1.60
L4_89643	<i>Antigen peptide transporter 1</i>	-1.53
L4_86478	<i>Anti-Mullerian hormone</i>	1.62
L12_75169	<i>AP-1 complex subunit sigma-3</i>	-1.60
L1_42012	<i>AP-2 complex subunit alpha-2</i>	-2.31
L1_61801	<i>AP-2 complex subunit mu</i>	-1.52
L12_87052	<i>AP-2 complex subunit sigma</i>	-1.86
L12_60753	<i>AP-3 complex subunit delta-1</i>	-1.93
L12_88867	<i>AP-3 complex subunit mu-2</i>	-2.59
L12_81965	<i>AP-3 complex subunit sigma-1</i>	-3.23
L12_77439	<i>AP-4 complex subunit mu-1</i>	1.57
L12_82759	<i>AP-4 complex subunit sigma-1</i>	-7.71
L12_85624	<i>AP-5 complex subunit mu-1</i>	-1.89
L2_33507	<i>APC membrane recruitment protein 1</i>	2.23
L12_89586	<i>Apical endosomal glycoprotein</i>	6.71
L2_29027	<i>Apical endosomal glycoprotein-like</i>	14.24
L1_13419	<i>APOBEC1 complementation factor</i>	2.36
L1_22120	<i>Apolipoprotein A-I</i>	31.66
L12_86775	<i>Apolipoprotein A-IV</i>	8.47
L2_47644	<i>Apolipoprotein A-IV3</i>	14.81
L3_83747	<i>Apolipoprotein B</i>	26.29
L12_89941	<i>Apolipoprotein B-100</i>	71.69
L2_28353	<i>Apolipoprotein B-100-like</i>	47.85
L1_10210	<i>Apolipoprotein B-100-like, partial</i>	24.63
L12_59073	<i>Apolipoprotein C-II</i>	908.45
L1_36472	<i>Apolipoprotein C-I-like</i>	174.69
L3_81365	<i>Apolipoprotein Eb</i>	52.61

L2_8349	<i>Apoptosis-inducing factor 3-like</i>	-4.33
L1_36074	<i>Apoptosis-stimulating of p53 protein 1</i>	1.67
L1_9175	<i>Apoptosis-stimulating of p53 protein 2-like</i>	1.59
L3_58589	<i>Apoptotic protease-activating factor 1</i>	1.81
L4_71738	<i>Aquaporin FA-CHIP</i>	-2.95
L12_85158	<i>Aquaporin-8</i>	572.00
L2_7484	<i>Arfaptin</i>	-1.93
L12_76550	<i>Arf-GAP domain and FG repeat-containing protein 1</i>	3.47
L2_59607	<i>Arf-GAP with Rho-GAP domain, ANK repeat and PH domain-containing protein 1-like</i>	-1.55
L2_50412	<i>Arf-GAP with SH3 domain, ANK repeat and PH domain-containing protein 3</i>	-1.51
L1_49433	<i>Arginase-2, mitochondrial</i>	32.56
L3_37188	<i>Arginase-2, mitochondrial-like</i>	30.33
L12_87226	<i>Argininosuccinate lyase</i>	-3.62
L12_83771	<i>Argininosuccinate synthase</i>	-1.93
L3_58504	<i>Arginyl-tRNA-protein transferase 1</i>	-1.53
L12_72142	<i>ARL14 effector protein</i>	-1.60
L1_32601	<i>Aromatic-L-amino-acid decarboxylase</i>	10.74
L1_23212	<i>Arrestin C</i>	1.66
L2_70151	<i>Arrestin domain-containing protein 1-like</i>	1.63
L12_85044	<i>Arsenite methyltransferase</i>	6.35
L1_48517	<i>Arylacetamide deacetylase-like</i>	-4.20
L2_48102	<i>Arylacetamide deacetylase-like 4</i>	-1.53
L1_23817	<i>Aryl-hydrocarbon-interacting protein-like 1</i>	14.89
L12_88893	<i>Arylsulfatase A</i>	3.03
L1_37200	<i>Arylsulfatase G</i>	1.68
L12_83186	<i>Arylsulfatase K</i>	-1.88
L12_84746	<i>Asialoglycoprotein receptor 1</i>	-1.63
L2_43296	<i>Asparagine synthetase</i>	-2.52
L3_77340	<i>Aspartate aminotransferase, mitochondrial</i>	1.63
L12_86878	<i>Aspartoacylase</i>	1.94
L12_83589	<i>Aspartoacylase-2B</i>	-1.59
L1_45642	<i>Aspartyl aminopeptidase</i>	3.50
L3_79880	<i>Asporin</i>	1.61
L3_62941	<i>Astrocytic phosphoprotein PEA-15</i>	-1.51
L1_61406	<i>Ataxin-1</i>	2.00
L12_78023	<i>Atlastin-2</i>	2.02
L3_31807	<i>ATP synthase subunit g, mitochondrial</i>	2.24
L2_63575	<i>ATP synthase, H⁺ transporting, mitochondrial F0 complex, subunit d</i>	2.24
L12_44597	<i>ATPase inhibitor, mitochondrial</i>	-1.64
L1_74986	<i>ATP-binding cassette sub-family A member 1</i>	20.25
L3_79984	<i>ATP-binding cassette sub-family A member 12</i>	2.24
L2_52267	<i>ATP-binding cassette sub-family A member 3</i>	-2.28

L12_88609	<i>ATP-binding cassette sub-family B member 10, mitochondrial</i>	1.68
L1_58065	<i>ATP-binding cassette sub-family B member 6, mitochondrial</i>	3.69
L2_31837	<i>ATP-binding cassette sub-family D member 3</i>	1.66
L12_88207	<i>ATP-binding cassette sub-family D member 4</i>	-3.84
L12_88559	<i>ATP-binding cassette sub-family G member 5</i>	2.08
L3_73426	<i>ATP-binding cassette sub-family G member 8</i>	2.83
L2_33232	<i>ATP-dependent RNA helicase SUPV3L1, mitochondrial</i>	1.60
L2_39232	<i>ATP-sensitive inward rectifier potassium channel 10</i>	-2.71
L2_30430	<i>AT-rich interactive domain-containing protein 3A</i>	-4.11
L2_58270	<i>AT-rich interactive domain-containing protein 3B-like</i>	3.58
L12_87245	<i>B- and T-lymphocyte attenuator-like</i>	-2.09
L2_89061	<i>B(0,+)-type amino acid transporter 1</i>	-314.06
L2_27972	<i>B(0,+)-type amino acid transporter 1-like</i>	1.88
L12_79957	<i>B7-H1/DC protein</i>	-2.43
L2_68858	<i>B9 domain-containing protein 1</i>	-1.87
L12_68930	<i>BAG family molecular chaperone regulator 2</i>	-1.58
L12_88932	<i>Band 4.1-like protein 2</i>	-4.89
L1_43403	<i>Band 4.1-like protein 2-like</i>	-1.66
L2_52768	<i>Band 4.1-like protein 4B</i>	2.55
L3_76506	<i>Barrier-to-autointegration factor</i>	-1.59
L12_75474	<i>Basic leucine zipper transcriptional factor ATF-like</i>	-1.81
L2_53639	<i>Basic leucine zipper transcriptional factor ATF-like 3</i>	-6.51
L12_82586	<i>B-cell antigen receptor complex-associated protein alpha chain-like</i>	-11.53
L3_81205	<i>B-cell linker protein</i>	-2.62
L1_70456	<i>B-cell linker protein-like</i>	-4.53
L2_47199	<i>B-cell lymphoma/leukemia 11B</i>	-2.24
L12_74240	<i>B-cell receptor CD22</i>	-4.23
L12_89786	<i>Bcl2 antagonist of cell death</i>	2.27
L12_75567	<i>Bcl-2-related ovarian killer protein homolog A</i>	-1.60
L2_22067	<i>BCL-6 corepressor-like, partial</i>	1.63
L12_85635	<i>Beta,beta-carotene 15,15'-monooxygenase</i>	8.67
L12_85268	<i>Beta-1,3-galactosyl-O-glycosyl-glycoprotein beta-1,6-N-acetylglucosaminyltransferase</i>	-2.40
L1_16978	<i>Beta-1,3-galactosyl-O-glycosyl-glycoprotein beta-1,6-N-acetylglucosaminyltransferase 7 '</i>	1.68
L12_85815	<i>Beta-1,3-galactosyltransferase 2</i>	-1.87
L3_85664	<i>Beta-1,3-N-acetylglucosaminyltransferase lunatic fringe</i>	-3.11
L12_70640	<i>Beta-1,4 N-acetylgalactosaminyltransferase 1</i>	-2.01
L12_89743	<i>Beta-1,4-galactosyltransferase 5</i>	1.55
L12_87959	<i>Beta-1,4-N-acetylgalactosaminyltransferase 3</i>	1.90
L1_21544	<i>Beta-1-syntrophin</i>	-3.14
L1_21520	<i>Beta-2-glycoprotein 1-like</i>	5.83

L3_85123	<i>Beta-catenin-interacting protein 1</i>	-1.55
L12_73497	<i>Beta-catenin-like protein 1</i>	-1.66
L2_43285	<i>Beta-chimaerin</i>	2.13
L2_17762	<i>Beta-defensin</i>	-157.27
L12_82350	<i>Beta-enolase</i>	3.68
L12_88439	<i>Beta-galactosidase</i>	-23.58
L12_88598	<i>Beta-galactosidase-1-like protein 2</i>	1.95
L12_50449	<i>Beta-galactoside-binding lectin</i>	-1.86
L12_88969	<i>Beta-glucuronidase</i>	-3.06
L12_90025	<i>Beta-hexosaminidase subunit alpha</i>	-3.99
L2_69389	<i>Beta-hexosaminidase subunit alpha-like</i>	-5.79
L12_86146	<i>Beta-hexosaminidase subunit beta</i>	-1.54
L1_71762	<i>Beta-ketoacyl synthase</i>	15.34
L12_85396	<i>Beta-mannosidase</i>	-1.64
L12_32968	<i>Beta-microseminoprotein-like</i>	2.58
L1_18984	<i>Beta-N-acetylhexosaminidase</i>	2.21
L12_73257	<i>Beta-parvin</i>	-3.08
L2_16314	<i>Bicaudal D-related protein 1-like</i>	-1.97
L3_80099	<i>Bifunctional 3'-phosphoadenosine 5'-phosphosulfate synthase 1</i>	-2.47
L12_87490	<i>Bifunctional 3'-phosphoadenosine 5'-phosphosulfate synthase 2</i>	-1.65
L12_84141	<i>Bifunctional coenzyme A synthase</i>	-1.88
L2_29353	<i>Bifunctional folylpolyglutamate synthase/ dihydrofolate synthase</i>	2.30
L12_87171	<i>Bifunctional purine biosynthesis protein PURH</i>	-1.94
L12_86747	<i>Bifunctional UDP-N-acetylglucosamine 2-epimerase/N-acetylmannosamine kinase</i>	1.80
L12_89171	<i>Bile acid-CoA:amino acid N-acyltransferase</i>	-2.63
L1_72488	<i>Bile salt export pump</i>	62.99
L12_84525	<i>Bile salt-activated lipase</i>	194.54
L1_34057	<i>Binding-protein-dependent transport systems inner membrane component</i>	2.61
L3_79062	<i>Biogenesis of lysosome-related organelles complex 1 subunit 4</i>	-2.10
L12_68439	<i>Biogenesis of lysosome-related organelles complex 1 subunit 6</i>	-3.50
L2_47678	<i>Bloodthirsty-2</i>	-1.87
L2_50588	<i>BMP-2-inducible protein kinase</i>	-2.07
L2_17545	<i>BOC cell adhesion associated, oncogene regulated</i>	-1.73
L12_85458	<i>Bone morphogenetic protein 2</i>	2.94
L12_83800	<i>Brain protein I3</i>	-1.75
L4_53521	<i>Brain-derived neurotrophic factor</i>	-2.84
L2_67837	<i>Brain-specific angiogenesis inhibitor 1-associated protein 2-like protein 1-like</i>	1.76

L12_58884	<i>Brain-specific angiogenesis inhibitor 1-associated protein 2-like protein 2</i>	1.94
L2_15378	<i>Branched-chain-amino-acid aminotransferase, cytosolic</i>	-1.88
L1_50334	<i>BRCA1-associated RING domain protein 1</i>	1.51
L2_46495	<i>Breakpoint cluster region protein</i>	1.56
L2_24764	<i>Breast cancer metastasis-suppressor 1-like protein-A</i>	-1.53
L2_44292	<i>Brefeldin A-inhibited guanine nucleotide-exchange protein 3</i>	-2.35
L3_75218	<i>Brevican core protein</i>	7.17
L12_77572	<i>Bromodomain adjacent to zinc finger domain protein 2B</i>	-1.56
L1_29737	<i>Bromodomain-containing protein 7-like</i>	-1.53
L1_58205	<i>Brorin-like</i>	-2.40
L1_18528	<i>BTB/POZ domain-containing protein 6-B</i>	1.79
L3_77971	<i>BTB/POZ domain-containing protein 8</i>	1.79
L12_76809	<i>BTB/POZ domain-containing protein KCTD12</i>	-1.86
L12_76129	<i>BTB/POZ domain-containing protein KCTD14</i>	-1.69
L1_37283	<i>BTB/POZ domain-containing protein KCTD16</i>	2.62
L12_83323	<i>Butyrophilin subfamily 1 member A1-like</i>	-8.65
L1_37782	<i>C10orf107</i>	1.63
L1_65322	<i>C1q-like protein</i>	5.89
L2_44255	<i>C2 calcium-dependent domain-containing protein 4C</i>	1.96
L12_38938	<i>C2 calcium-dependent domain-containing protein 4C-like</i>	2.93
L12_69782	<i>C2 domain-containing protein 2</i>	-3.26
L12_85043	<i>C3a anaphylatoxin chemotactic receptor</i>	-1.72
L2_743	<i>C3a anaphylatoxin chemotactic receptor-like</i>	2.33
L12_72226	<i>CAAX prenyl protease 1 homolog</i>	-3.11
L12_88451	<i>Cadherin EGF LAG seven-pass G-type receptor 1</i>	1.68
L12_87911	<i>Cadherin-1</i>	1.89
L2_39997	<i>Cadherin-15-like</i>	1.78
L12_89254	<i>Cadherin-17</i>	1.71
L2_69819	<i>Cadherin-7</i>	-3.56
L12_90198	<i>Cadherin-related family member 2</i>	2.54
L12_84664	<i>Cadherin-related family member 5</i>	2.87
L12_82034	<i>Calcineurin B homologous protein 3</i>	-2.10
L12_44777	<i>Calcineurin subunit B type 1</i>	-2.01
L1_65391	<i>Calcium uniporter protein, mitochondrial</i>	-2.14
L1_54723	<i>Calcium/calmodulin-dependent protein kinase type 1G</i>	3.29
L12_81326	<i>Calcium/calmodulin-dependent protein kinase type II delta 1 chain</i>	1.98
L12_84623	<i>Calcium/calmodulin-dependent protein kinase type II delta 2 chain</i>	-4.82
L12_71508	<i>Calcium-activated potassium channel subunit alpha-1</i>	2.58
L2_56218	<i>Calcium-binding mitochondrial carrier protein Aralar1</i>	-2.48
L12_86753	<i>Calcium-binding mitochondrial carrier protein SCA_{MC}-1</i>	2.09
L12_86045	<i>Calcium-binding mitochondrial carrier protein SCA_{MC}-2</i>	19.41

L3_79597	<i>Calcyphosin-like protein</i>	1.70
L12_86897	<i>Caldesmon, smooth muscle</i>	-2.05
L2_81032	<i>Calmin</i>	-3.68
L12_84800	<i>Calmodulin-like protein 4</i>	2.15
L1_62963	<i>Calmodulin-regulated spectrin-associated protein 1-B</i>	1.97
L1_37659	<i>Calpain-15</i>	1.62
L2_63215	<i>Calpain-5</i>	-4.76
L12_73397	<i>Calpain-8</i>	-5.56
L1_15180	<i>Calpain-9</i>	13.92
L12_79735	<i>Calponin-1</i>	-2.51
L12_84944	<i>Calponin-3</i>	-1.81
L1_59005	<i>Calsyntenin-3</i>	1.61
L12_82018	<i>Calumenin-A</i>	-2.01
L12_79754	<i>CAMP-dependent protein kinase type II-alpha regulatory subunit</i>	1.64
L12_72716	<i>CAMP-regulated phosphoprotein 21</i>	-1.81
L12_52812	<i>CAMP-specific 3',5'-cyclic phosphodiesterase 4B</i>	-2.01
L12_51591	<i>CAMP-specific 3',5'-cyclic phosphodiesterase 4B-like</i>	-2.05
L2_52535	<i>CAMP-specific 3',5'-cyclic phosphodiesterase 7B</i>	-1.82
L12_89664	<i>Canalicular multispecific organic anion transporter 1</i>	-1.63
L12_78640	<i>Cannabinoid receptor 2-like</i>	-2.17
L2_40582	<i>Cannabinoid receptor type 1A</i>	-2.47
L2_25730	<i>Capping protein (Actin filament) muscle Z-line, alpha 2</i>	-1.64
L1_43049	<i>Carbamoyl-phosphate synthase large chain</i>	1.66
L1_67167	<i>Carbohydrate sulfotransferase 1</i>	2.06
L12_79081	<i>Carbohydrate sulfotransferase 12</i>	-1.93
L12_86847	<i>Carbohydrate sulfotransferase 15</i>	-1.90
L2_52344	<i>Carbohydrate sulfotransferase 3</i>	-1.73
L1_46990	<i>Carbohydrate-responsive element-binding protein</i>	2.40
L12_87679	<i>Carbonic anhydrase 1</i>	38.90
L12_85270	<i>Carbonic anhydrase 4</i>	218.15
L2_77736	<i>Carbonic anhydrase 5B, mitochondrial</i>	-4.29
L12_89283	<i>Carbonic anhydrase 7</i>	3.11
L12_82526	<i>Carbonyl reductase 1</i>	1.90
L1_58064	<i>Carboxyl-terminal PDZ ligand of neuronal nitric oxide synthase protein</i>	2.25
L12_75680	<i>Carboxymethylenebutenolidase homolog</i>	-2.71
L12_79757	<i>Carboxypeptidase A1</i>	7.84
L12_88460	<i>Carboxypeptidase A2</i>	99.28
L12_81698	<i>Carboxypeptidase B</i>	36.45
L2_61148	<i>Carboxypeptidase D</i>	-1.68
L12_87778	<i>Carboxypeptidase O</i>	1.59
L12_88046	<i>Carboxypeptidase Q</i>	-2.87
L12_81076	<i>Carboxypeptidase Z</i>	-2.51

L12_90005	<i>Carboxy-terminal domain RNA polymerase II polypeptide A small phosphatase 1</i>	-1.77
L1_86196	<i>Carcinoembryonic antigen-related cell adhesion molecule 5</i>	55.83
L2_58537	<i>Carcinoembryonic antigen-related cell adhesion molecule 5-like</i>	-6.83
L1_40940	<i>Cardiolipin synthase</i>	1.64
L12_84739	<i>Carnitine O-palmitoyltransferase 1, liver isoform</i>	-3.26
L3_48229	<i>Cartilage matrix protein</i>	1.90
L12_82857	<i>Cartilage-associated protein</i>	-3.13
L1_62583	<i>CAS1 domain-containing protein 1</i>	1.98
L12_85281	<i>CASP8 and FADD-like apoptosis regulator</i>	-1.53
L12_83535	<i>Caspase recruitment domain-containing protein 11</i>	-1.64
L1_51933	<i>Caspase recruitment domain-containing protein 14</i>	1.90
L4_52987	<i>Caspase-1 protein</i>	-1.98
L12_88365	<i>Caspase-6</i>	-2.24
L12_88420	<i>Caspase-8</i>	-1.71
L12_53524	<i>Cat eye syndrome critical region protein 5 homolog</i>	2.20
L12_87749	<i>Catalase</i>	2.60
L12_70240	<i>Catechol O-methyltransferase</i>	-1.57
L12_71931	<i>Catechol O-methyltransferase domain-containing protein 1</i>	-1.74
L12_37418	<i>Catenin beta</i>	-1.57
L12_80325	<i>Cathepsin K</i>	-1.75
L2_51754	<i>Cathepsin L-like</i>	-367.05
L1_52723	<i>Cation efflux system protein CusA</i>	1.71
L1_40884	<i>Cation transport regulator-like protein 2</i>	1.95
L3_73213	<i>Cation-dependent mannose-6-phosphate receptor</i>	-1.84
L12_74776	<i>Cation-independent mannose-6-phosphate receptor</i>	-1.89
L3_13519	<i>Caveolin-1</i>	-1.97
L12_68039	<i>Caveolin-2</i>	-1.54
L2_22876	<i>CC chemokine</i>	-3.36
L4_40862	<i>CC chemokine 2</i>	-2.91
L4_68991	<i>CC chemokine ligand 4</i>	-2.63
L12_81931	<i>C-C chemokine receptor type 1</i>	-1.65
L12_90140	<i>C-C chemokine receptor type 3</i>	-1.54
L1_7412	<i>C-C chemokine receptor type 3-like</i>	-1.50
L12_87246	<i>C-C chemokine receptor type 6</i>	-1.73
L12_78330	<i>C-C chemokine receptor type 9</i>	-1.88
L12_76320	<i>C-C motif chemokine 20-like</i>	-1.71
L12_85595	<i>CD151 antigen</i>	-1.70
L2_50139	<i>CD166 antigen homolog</i>	-1.64
L2_69255	<i>CD209 antigen</i>	1.67
L12_83298	<i>CD22</i>	-3.90
L12_85608	<i>CD226 antigen</i>	-1.50

L12_71511	<i>CD2-associated protein</i>	-1.89
L2_62300	<i>CD2-associated protein-like</i>	-1.97
L4_71171	<i>CD3 gamma/delta protein</i>	-2.16
L12_75312	<i>CD48 antigen-like</i>	-1.80
L12_75251	<i>CD59 glycoprotein</i>	-1.55
L12_57277	<i>CD59 glycoprotein-like</i>	-1.97
L12_72056	<i>CD79b</i>	-11.52
L12_88071	<i>CD81 protein</i>	3.67
L12_78669	<i>CD83</i>	-1.82
L4_54031	<i>CD83 antigen</i>	-2.80
L12_75184	<i>CD9 antigen</i>	-16.38
L12_68928	<i>Cdc42 effector protein 3</i>	-2.06
L12_85974	<i>Cdc42 effector protein 3-like</i>	-1.89
L12_86650	<i>Cdc42 effector protein 5</i>	1.99
L2_19386	<i>CDK5 and ABL1 enzyme substrate 2</i>	-4.25
L12_89872	<i>CDP-diacylglycerol-serine O-phosphatidyltransferase-like</i>	1.92
L1_33486	<i>Cell adhesion molecule-related/down-regulated by oncogenes-like</i>	-1.81
L12_42487	<i>Cell cycle checkpoint control protein RAD9A-like</i>	2.32
L3_75481	<i>Cell cycle checkpoint control protein RAD9B</i>	-2.67
L12_79022	<i>Cell death activator CIDE-3</i>	7.41
L12_81081	<i>Cell death activator CIDE-B</i>	4.37
L12_85091	<i>Cell growth regulator with EF hand domain protein 1</i>	2.76
L12_77103	<i>Cellular retinoic acid-binding protein 1</i>	-2.99
L3_77701	<i>Cellular retinoic acid-binding protein 2</i>	-3.47
L2_46063	<i>Centromere-associated protein E</i>	1.68
L2_15468	<i>Centrosomal protein of 152 kDa-like</i>	-2.04
L1_50476	<i>Centrosomal protein of 85 kDa</i>	-1.51
L12_75966	<i>Centrosomal protein of 97 kDa</i>	1.61
L1_32694	<i>Centrosome-associated protein 350</i>	-1.70
L12_90248	<i>Ceramide synthase 1</i>	3.21
L3_81619	<i>Ceramide synthase 4</i>	9.69
L12_85147	<i>Ceramide synthase 5</i>	3.75
L12_88783	<i>Ceroid-lipofuscinosis neuronal protein 5</i>	-2.71
L3_65783	<i>Ceruloplasmin</i>	17.29
L12_67071	<i>CGMP-dependent protein kinase 2-like</i>	1.59
L1_58441	<i>CGMP-inhibited 3',5'-cyclic phosphodiesterase B</i>	1.69
L12_89818	<i>Chaperone activity of bc1 complex-like, mitochondrial</i>	1.97
L1_60353	<i>Chaperone protein DnaK</i>	1.69
L12_90193	<i>Charged multivesicular body protein 4b</i>	-1.93
L12_50258	<i>Charged multivesicular body protein 6</i>	-1.69
L12_58513	<i>Chemokine CC-like protein</i>	-2.88
L12_90171	<i>Chloride anion exchanger</i>	-11.84
L1_30733	<i>Chloride anion exchanger-like</i>	-3.68
L12_74660	<i>Chloride channel protein 2</i>	1.83

L1_50447	<i>Chloride intracellular channel protein 6</i>	4.09
L12_73874	<i>Cholesterol 24-hydroxylase-like</i>	2.31
L12_87487	<i>Choline kinase alpha</i>	8.33
L1_39172	<i>Choline transporter-like protein 2</i>	-2.43
L2_18257	<i>Choline transporter-like protein 2-like, partial</i>	-2.69
L12_89440	<i>Choline transporter-like protein 4</i>	-4.87
L2_24878	<i>Choline transporter-like protein 5</i>	-2.49
L2_27962	<i>Choline transporter-like protein 5-B</i>	4.29
L2_66202	<i>Choline/ethanolaminephosphotransferase 1</i>	-1.50
L12_75419	<i>Choline-phosphate cytidyltransferase B</i>	8.87
L2_26551	<i>Cholinephosphotransferase 1</i>	2.44
L12_89039	<i>Cholinesterase</i>	3.00
L12_82183	<i>Chondroitin sulfate glucuronyltransferase</i>	-1.57
L3_76335	<i>Chondroitin sulfate N-acetylgalactosaminyltransferase 2</i>	1.56
L12_85434	<i>Chromobox protein homolog 3</i>	-2.58
L12_83855	<i>Chromosome 1 SCAF14609, whole genome shotgun sequence</i>	-1.63
L12_81910	<i>Chromosome 1 SCAF14995, whole genome shotgun sequence</i>	4.68
L3_8980	<i>Chromosome 1 SCAF14998, whole genome shotgun sequence</i>	-3.13
L2_58841	<i>Chromosome 1 SCAF15008, whole genome shotgun sequence.</i>	-1.63
L12_88716	<i>Chromosome 10 SCAF15019, whole genome shotgun sequence</i>	3.96
L3_76276	<i>Chromosome 10 SCAF15019, whole genome shotgun sequence.</i>	1.62
L1_57107	<i>Chromosome 10 SCAF15123, whole genome shotgun sequence</i>	1.59
L2_37634	<i>Chromosome 11 SCAF14979, whole genome shotgun sequence.</i>	1.73
L2_45310	<i>Chromosome 12 SCAF14652, whole genome shotgun sequence.</i>	-2.73
L1_66656	<i>Chromosome 12 SCAF14692, whole genome shotgun sequence.</i>	2.26
L2_36081	<i>Chromosome 12 SCAF14993, whole genome shotgun sequence</i>	-1.62
L1_43519	<i>Chromosome 12 SCAF14999, whole genome shotgun sequence</i>	1.73
L1_63179	<i>Chromosome 12 SCAF15104, whole genome shotgun sequence</i>	1.53
L2_58850	<i>Chromosome 13 SCAF14715, whole genome shotgun sequence.</i>	-2.53
L12_72121	<i>Chromosome 13 SCAF15035, whole genome shotgun sequence</i>	2.31

L1_67054	Chromosome 15 SCAF14542, whole genome shotgun sequence	-10.52
L2_51045	Chromosome 16 SCAF15002, whole genome shotgun sequence	6.87
L12_84314	Chromosome 16 SCAF15002, whole genome shotgun sequence.	-1.74
L1_49697	Chromosome 18 SCAF15100, whole genome shotgun sequence	-1.62
L2_68612	Chromosome 19 SCAF14664, whole genome shotgun sequence.	-2.34
L12_82412	Chromosome 20 SCAF14744, whole genome shotgun sequence	2.71
L12_88175	Chromosome 21 SCAF15029, whole genome shotgun sequence	-3.06
L2_13571	Chromosome 3 SCAF14700, whole genome shotgun sequence	-3.88
L12_74730	Chromosome 3 SCAF14707, whole genome shotgun sequence	-1.84
L2_45956	Chromosome 3 SCAF14707, whole genome shotgun sequence	-2.47
L2_21937	Chromosome 4 SCAF14533, whole genome shotgun sequence.	3.87
L1_57366	Chromosome 4 SCAF14752, whole genome shotgun sequence	-2.32
L1_79692	Chromosome 7 SCAF14536, whole genome shotgun sequence	112.16
L1_46284	Chromosome 8 SCAF14543, whole genome shotgun sequence	-1.53
L12_69911	Chromosome 8 SCAF15044, whole genome shotgun sequence	-1.97
L2_63664	Chromosome 9 SCAF14729, whole genome shotgun sequence	1.51
L1_49620	Chromosome undetermined SCAF10112, whole genome shotgun sequence.	-1.56
L3_57563	Chromosome undetermined SCAF10300, whole genome shotgun sequence	57.40
L2_39862	Chromosome undetermined SCAF11274, whole genome shotgun sequence	-4.09
L1_17789	Chromosome undetermined SCAF11462, whole genome shotgun sequence.	-1.75
L12_76981	Chromosome undetermined SCAF13694, whole genome shotgun sequence	-1.79
L3_77883	Chromosome undetermined SCAF14235, whole genome shotgun sequence	7.85

L1_49005	<i>Chromosome undetermined SCAF14653, whole genome shotgun sequence</i>	-2.12
L12_84101	<i>Chromosome undetermined SCAF14678, whole genome shotgun sequence</i>	-2.23
L3_53515	<i>Chromosome undetermined SCAF14699, whole genome shotgun sequence</i>	-2.28
L1_47503	<i>Chromosome undetermined SCAF14724, whole genome shotgun sequence.</i>	-3.59
L12_74030	<i>Chromosome undetermined SCAF5070, whole genome shotgun sequence.</i>	1.67
L2_44188	<i>Chromosome undetermined SCAF7233, whole genome shotgun sequence.</i>	-1.74
L12_73913	<i>Chromosome undetermined SCAF7547, whole genome shotgun sequence</i>	-8.77
L12_78935	<i>Chromosome undetermined SCAF7646, whole genome shotgun sequence.</i>	-1.59
L12_81370	<i>Chymotrypsin A</i>	90.76
L12_59715	<i>Chymotrypsin-C</i>	180.70
L12_72877	<i>Chymotrypsin-like elastase family member 2A</i>	427.20
L12_87016	<i>Chymotrypsin-like elastase family member 3B</i>	73.19
L12_71897	<i>Chymotrypsin-like protease CTRL-1</i>	22.48
L2_38590	<i>Cingulin-like protein 1-like</i>	2.01
L2_45341	<i>Circadian locomoter output cycles protein kaput</i>	2.21
L2_8153	<i>Circadian locomoter output cycles protein kaput-like</i>	2.12
L2_64937	<i>Circularly permuted Ras protein 1-like</i>	-1.75
L12_89830	<i>Citrate synthase, mitochondrial</i>	1.92
L12_83582	<i>C-Jun-amino-terminal kinase-interacting protein 3</i>	-1.59
L3_81844	<i>CKLF-like MARVEL transmembrane domain-containing protein 3</i>	-1.83
L3_55673	<i>CKLF-like MARVEL transmembrane domain-containing protein 7</i>	-2.30
L2_51380	<i>CKLF-like MARVEL transmembrane domain-containing protein 8</i>	-1.79
L12_78996	<i>Clarin-3</i>	1.57
L12_81825	<i>Class E basic helix-loop-helix protein 41</i>	-2.81
L3_50869	<i>Class I helical cytokine receptor number 21</i>	-2.42
L2_52334	<i>Class II histocompatibility antigen, B-L beta chain</i>	-38.13
L12_81231	<i>Clathrin heavy chain 1</i>	-1.83
L12_73900	<i>Clathrin light chain A</i>	-2.00
L3_76208	<i>Clathrin light chain B</i>	1.57
L2_76063	<i>Claudin-14</i>	-15.46
L12_86083	<i>Claudin-2</i>	51.53
L1_59906	<i>Claudin-3</i>	1.93
L12_85053	<i>Claudin-7-B</i>	-1.85
L12_88979	<i>Cleavage stimulation factor subunit 3</i>	-1.98

L3_16409	<i>CLIP-associating protein 2</i>	1.52
L12_87251	<i>Clusterin</i>	-1.75
L12_86741	<i>CMP-N-acetylneuraminate-beta-galactosamide-alpha-2,3-sialyltransferase 1-like</i>	-9.27
L3_78976	<i>CMP-N-acetylneuraminate-beta-galactosamide-alpha-2,3-sialyltransferase 4</i>	2.08
L2_68468	<i>CMP-N-acetylneuraminate-beta-galactosamide-alpha-2,3-sialyltransferase 4-like</i>	-4.10
L2_60192	<i>CMRF35-like molecule 3-like</i>	-1.72
L2_34551	<i>C-Myc-binding protein</i>	-1.65
L1_51595	<i>Coagulation factor VIII</i>	-2.52
L1_70125	<i>Coagulation factor XI</i>	6.89
L3_71816	<i>Coagulation factor XIII A chain</i>	1.78
L1_54507	<i>Coagulation factor XIII A chain-like</i>	2.65
L12_73241	<i>Coagulation factor XI-like</i>	9.90
L12_88674	<i>Coatomer subunit gamma-2</i>	1.51
L1_19001	<i>Cobalt-zinc-cadmium resistance protein CzcD</i>	1.63
L12_79854	<i>Coenzyme Q-binding protein COQ10 homolog, mitochondrial</i>	-13.68
L2_58277	<i>Coiled-coil and C2 domain-containing protein 1B</i>	-1.84
L12_76298	<i>Coiled-coil domain-containing protein 115</i>	-2.25
L1_62489	<i>Coiled-coil domain-containing protein 13</i>	7.46
L12_87751	<i>Coiled-coil domain-containing protein 134</i>	-2.06
L2_45176	<i>Coiled-coil domain-containing protein 149-B-like</i>	1.59
L2_29527	<i>Coiled-coil domain-containing protein 15</i>	-5.06
L12_87426	<i>Coiled-coil domain-containing protein 22</i>	-1.85
L2_66612	<i>Coiled-coil domain-containing protein 3</i>	-1.88
L3_75239	<i>Coiled-coil domain-containing protein 39</i>	2.21
L1_54161	<i>Coiled-coil domain-containing protein 48-like</i>	1.55
L12_82992	<i>Coiled-coil domain-containing protein 50-like</i>	-1.77
L12_79860	<i>Coiled-coil domain-containing protein 74B</i>	-3.27
L1_36655	<i>Coiled-coil domain-containing protein 85C-B</i>	2.47
L1_39210	<i>Coiled-coil domain-containing protein 88B-like</i>	-1.53
L12_76369	<i>Coiled-coil-helix-coiled-coil-helix domain-containing protein 1</i>	-1.53
L1_14044	<i>Collagen</i>	1.68
L12_87215	<i>Collagen alpha-1(I) chain</i>	-1.51
L12_74260	<i>Collagen alpha-1(II) chain</i>	6.40
L2_68966	<i>Collagen alpha-1(IV) chain</i>	2.32
L1_33351	<i>Collagen alpha-1(XI) chain</i>	-1.51
L1_13433	<i>Collagen alpha-1(XVII) chain</i>	-1.94
L12_86694	<i>Collagen alpha-1(XVIII) chain</i>	-5.83
L2_37647	<i>Collagen alpha-1(XXIV) chain</i>	-1.79
L12_89873	<i>Collagen alpha-2(I) chain</i>	-1.53
L12_86974	<i>Collagen alpha-2(V) chain</i>	-1.61

L1_34430	<i>Collagen triple helix repeat-containing protein 1</i>	-1.67
L12_88209	<i>Collagen type IV alpha-3-binding protein</i>	1.89
L1_39596	<i>Collectin-11</i>	1.76
L2_64229	<i>Collectrin</i>	-25.35
L3_62856	<i>COMM domain-containing protein 10</i>	-1.78
L12_70860	<i>COMM domain-containing protein 2</i>	-2.36
L12_65619	<i>COMM domain-containing protein 3</i>	-1.68
L12_66049	<i>COMM domain-containing protein 4</i>	-3.73
L3_75822	<i>COMM domain-containing protein 5</i>	-1.94
L2_47265	<i>COMM domain-containing protein 8-like</i>	-2.00
L12_72841	<i>COMM domain-containing protein 9</i>	-2.43
L1_40782	<i>Complement C1q and tumor necrosis factor-related protein 9A</i>	-2.79
L12_74629	<i>Complement C1q-like protein 2</i>	56.64
L12_81038	<i>Complement C1q-like protein 2-like</i>	80.12
L12_81462	<i>Complement C1q-like protein 2-like</i>	7.68
L3_24652	<i>Complement C1q-like protein 3-like</i>	-1.51
L1_51869	<i>Complement component C8 beta chain</i>	4.34
L12_88845	<i>Complement factor B</i>	12.66
L1_19359	<i>Complexin-4</i>	6.64
L1_40710	<i>Condensin-2 complex subunit D3-like</i>	1.73
L2_66081	<i>Connector enhancer of kinase suppressor of ras 3</i>	-3.22
L2_43866	<i>Connector enhancer of kinase suppressor of ras 3-like</i>	-2.99
L12_88546	<i>Conserved oligomeric Golgi complex subunit 6</i>	1.52
L12_87153	<i>COP9 signalosome complex subunit 3</i>	-2.16
L12_89396	<i>Copine-3</i>	-2.64
L12_86497	<i>Copper homeostasis protein cutC homolog</i>	1.62
L12_63069	<i>Copper transport protein ATOX1</i>	-2.52
L1_25207	<i>Copper-transporting ATPase 2</i>	-2.95
L1_26758	<i>CorA-like Mg²⁺ transporter family protein</i>	83.95
L12_74181	<i>Cordon-bleu protein-like 1</i>	1.57
L12_84448	<i>Core-binding factor subunit beta</i>	-1.71
L3_44493	<i>Cornifelin</i>	-1.53
L12_84208	<i>Coronin-1A</i>	-1.81
L12_83442	<i>Coronin-2A</i>	1.75
L3_77976	<i>Coronin-6</i>	-1.96
L1_49406	<i>Corticotropin-releasing factor receptor 2</i>	4.94
L12_28519	<i>Costars family protein ABRACL</i>	-3.10
L12_86772	<i>Counting factor associated protein D</i>	-8.49
L2_35553	<i>COX8</i>	1.62
L2_70698	<i>CR1-3</i>	-2.17
L3_75027	<i>C-reactive protein</i>	-1.67
L1_39505	<i>C-reactive protein-like</i>	58.59
L12_82101	<i>Creatine kinase U-type, mitochondrial</i>	3.99
L2_58271	<i>Crystall</i>	3.10

L1_60184	<i>CST complex subunit CTC1-like, partial</i>	1.72
L12_78021	<i>CST complex subunit TEN1</i>	-1.69
L12_71974	<i>CTD small phosphatase-like protein</i>	-2.07
L3_77630	<i>C-type lectin domain family 3 member A</i>	2.52
L4_87554	<i>C-type lectin domain family 4 member M</i>	-1.50
L2_63103	<i>C-type mannose receptor 2-like</i>	1.69
L12_64878	<i>CUB domain-containing protein 1-like</i>	-1.54
L2_88422	<i>Cubilin</i>	-513.32
L2_55687	<i>Cubilin-like</i>	-1.68
L12_89555	<i>CUGBP Elav-like family member 2</i>	-1.61
L1_5319	<i>C-X-C chemokine receptor type 2</i>	-1.88
L12_83983	<i>C-X-C chemokine receptor type 3</i>	-2.15
L12_84456	<i>C-X-C chemokine receptor type 4</i>	-1.71
L12_78022	<i>C-X-C chemokine receptor type 5</i>	-11.97
L2_58548	<i>CXorf33</i>	1.77
L12_87419	<i>Cyclic AMP-dependent transcription factor ATF-6 alpha</i>	-1.53
L12_85435	<i>Cyclic AMP-responsive element-binding protein 3-like protein 3-A</i>	2.47
L12_72264	<i>Cyclic AMP-responsive element-binding protein 3-like protein 3-B</i>	2.68
L2_58367	<i>Cyclic nucleotide-gated channel cone photoreceptor subunit alpha</i>	-1.85
L12_77149	<i>Cyclin-dependent kinase 6</i>	-1.52
L2_28094	<i>Cyclin-F</i>	-2.35
L3_86634	<i>Cyclin-G1</i>	2.06
L2_48774	<i>Cyclin-J</i>	-1.51
L12_88481	<i>Cystathionine beta-synthase</i>	4.05
L1_51127	<i>Cystatin-M-like</i>	-1.78
L3_73849	<i>Cysteine dioxygenase type 1</i>	90.56
L12_89158	<i>Cysteine protease ATG4B</i>	1.80
L12_85920	<i>Cysteine protease ATG4C</i>	-2.15
L1_39734	<i>Cysteine string protein</i>	-1.63
L12_69077	<i>Cysteine string protein-like</i>	-3.03
L12_89530	<i>Cysteine/serine-rich nuclear protein 1</i>	1.62
L2_45175	<i>Cysteine/serine-rich nuclear protein 3</i>	1.76
L12_35515	<i>Cysteine-rich protein 1</i>	-2.13
L1_64442	<i>Cysteine-rich with EGF-like domain protein 1</i>	-1.93
L4_90163	<i>Cystic fibrosis transmembrane conductance regulator</i>	1.78
L12_81464	<i>Cystinosin</i>	-6.12
L12_83075	<i>Cytochrome b-245 light chain</i>	-3.12
L12_77147	<i>Cytochrome b561</i>	-2.41
L12_30306	<i>Cytochrome b-c1 complex subunit 8</i>	2.60
L3_54025	<i>Cytochrome c</i>	1.82
L1_68910	<i>Cytochrome C biogenesis transmembrane region family protein</i>	-2.79

L1_25894	<i>Cytochrome c homolog</i>	2.10
L1_72746	<i>Cytochrome c oxidase subunit 5B, mitochondrial</i>	-2.52
L12_72259	<i>Cytochrome c oxidase subunit 6B1</i>	1.91
L3_58499	<i>Cytochrome c-a</i>	-1.90
L4_85455	<i>Cytochrome P450 11B, mitochondrial</i>	2.30
L4_81935	<i>Cytochrome P450 1A1</i>	7.54
L3_76984	<i>Cytochrome P450 27C1</i>	1.64
L1_85234	<i>Cytochrome P450 2D15</i>	159.04
L1_42385	<i>Cytochrome P450 2D20</i>	19.02
L3_37187	<i>Cytochrome P450 2G1-like</i>	-2.31
L2_69231	<i>Cytochrome P450 2J1</i>	-8.10
L2_62617	<i>Cytochrome P450 2K1-like</i>	-1.88
L12_88214	<i>Cytochrome P450 3A27</i>	1.68
L1_47674	<i>Cytochrome P450 4A12A</i>	-4.65
L12_89669	<i>Cytochrome P450 4V2</i>	2.61
L12_87733	<i>Cytohesin-4</i>	-1.51
L12_85516	<i>Cytohesin-interacting protein</i>	-1.71
L3_79747	<i>Cytokine receptor common subunit gamma</i>	-1.87
L12_80547	<i>Cytokine receptor-like factor 1</i>	-1.94
L2_7095	<i>Cytokine receptor-like factor 3</i>	-1.58
L3_73168	<i>Cytokine-like protein 1</i>	1.53
L3_64320	<i>Cytolysin Src-1-like</i>	-11.53
L2_56917	<i>Cytoplasmic dynein 2 heavy chain 1</i>	2.65
L2_30538	<i>Cytoplasmic polyadenylation element-binding protein 2</i>	1.78
L1_41536	<i>Cytoplasmic polyadenylation element-binding protein 3</i>	2.17
L12_90047	<i>Cytosolic 10-formyltetrahydrofolate dehydrogenase</i>	2.15
L3_82916	<i>Cytosolic acyl coenzyme A thioester hydrolase</i>	-2.00
L1_50366	<i>Cytosolic carboxypeptidase-like protein 5</i>	-1.68
L1_66038	<i>Cytosolic Fe-S cluster assembly factor NUBP1</i>	3.99
L12_83162	<i>Cytosolic non-specific dipeptidase</i>	1.94
L2_35251	<i>D-amino-acid oxidase</i>	8.06
L12_85870	<i>D-amino-acid oxidase</i>	2.73
L2_7997	<i>Dapper homolog 2</i>	-13.24
L12_86476	<i>DAZ-associated protein 1</i>	1.52
L2_44560	<i>DDB1- and CUL4-associated factor 4-like</i>	4.04
L2_44835	<i>Death inducer-obliterator 1</i>	-1.52
L3_56124	<i>Death-associated protein 1</i>	3.76
L2_44549	<i>Death-associated protein kinase 1</i>	-1.82
L12_88440	<i>Decorin</i>	-1.64
L1_60025	<i>Dedicator of cytokinesis protein 10</i>	-1.71
L12_87813	<i>Dedicator of cytokinesis protein 2</i>	-1.91
L12_38710	<i>Dedicator of cytokinesis protein 8</i>	-1.68
L2_84481	<i>Dedicator of cytokinesis protein 9</i>	-7.37
L12_83088	<i>Dehydrogenase/reductase SDR family member 1</i>	5.84
L3_70131	<i>Dehydrogenase/reductase SDR family member 11</i>	-1.89

L12_87558	<i>Dehydrogenase/reductase SDR family member 12</i>	-2.07
L12_88012	<i>Deleted in malignant brain tumors 1 protein</i>	-1.94
L12_88577	<i>Delta(24)-sterol reductase</i>	2.13
L12_86853	<i>Delta-1-pyrroline-5-carboxylate dehydrogenase, mitochondrial</i>	-2.58
L12_88951	<i>Delta-aminolevulinic acid dehydratase</i>	1.83
L12_72405	<i>Delta-like protein A</i>	1.58
L1_22980	<i>Delta-type opioid receptor</i>	-1.92
L12_89761	<i>DENN domain-containing protein 1A</i>	-1.93
L12_89014	<i>DENN domain-containing protein 3</i>	-3.91
L2_63299	<i>DENN domain-containing protein 5B</i>	4.14
L12_85777	<i>Deoxycytidylate deaminase</i>	-1.98
L12_73833	<i>Deoxyguanosine kinase, mitochondrial</i>	-2.07
L3_83542	<i>Deoxyhypusine hydroxylase</i>	1.53
L1_26520	<i>Deoxyribonuclease gamma-like</i>	-5.01
L3_78083	<i>Deoxyribonuclease-2-alpha</i>	1.54
L12_78663	<i>Deoxyribonuclease-2-beta</i>	-2.32
L2_38887	<i>Deoxyuridine 5'-triphosphate nucleotidohydrolase</i>	-1.95
L2_39017	<i>Deoxyuridine 5'-triphosphate nucleotidohydrolase, mitochondrial</i>	-1.91
L2_66371	<i>DEP domain-containing protein 5</i>	-1.53
L1_45675	<i>DEP domain-containing protein 7-like</i>	1.52
L12_89537	<i>Desmoglein-2</i>	1.69
L12_90134	<i>Desmoplakin</i>	1.59
L12_88998	<i>Developmentally-regulated GTP-binding protein 1</i>	1.75
L2_67104	<i>Diacylglycerol kinase alpha</i>	4.09
L2_14104	<i>Diacylglycerol kinase alpha-like</i>	3.11
L1_61830	<i>Diacylglycerol kinase delta</i>	1.95
L2_67098	<i>Diacylglycerol kinase eta</i>	2.27
L12_89175	<i>Diacylglycerol O-acyltransferase 2</i>	49.84
L2_4845	<i>Diaphanous GTPase-binding and Diaphanous FH3 and Actin-binding FH2 domain containing protein</i>	-2.17
L2_53039	<i>Dickkopf-related protein 2</i>	-6.79
L12_85597	<i>Differentially expressed in FDCP 6 homolog</i>	-2.05
L12_89444	<i>Differentially expressed in FDCP 8 homolog</i>	-4.72
L12_22028	<i>Differentially regulated trout protein</i>	182.46
L2_12481	<i>Diguanylate cyclase domain protein</i>	-1.93
L12_76153	<i>Dihydrofolate reductase</i>	-10.26
L12_89592	<i>Dihydrolipoyllysine-residue succinyltransferase component of 2-oxoglutarate dehydrogenase complex, mitochondrial</i>	1.66
L12_84454	<i>Dihydropteridine reductase</i>	1.62
L2_37989	<i>Dihydropyrimidinase</i>	1.97
L12_74951	<i>Dihydropyrimidinase-related protein 2</i>	-1.59
L2_33818	<i>Dihydropyrimidine dehydrogenase</i>	4.53

How the deposited data were processed for this re-analysis (not part of the article)

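RNA from single segments of European sea bass intestine was labelled with Cy3 and hybridised to a custom Agilent array, 1 array per segment and fish. The 23 arrays used here are 8 of AI, 7 of MI and 8 of PI, and an eighth MI array is not given in the sources used here. The paper and the sample labels state different amounts of RNA for the labelling reaction. The deposited scanner output gives for every spot a processed signal, an intensity that the authors made with Agilent Feature Extraction by subtracting the background and removing spatial and multiplicative trends, without scaling between arrays. It also holds the median pixel signal of each spot and of its local background, deposited by the authors as raw intensity values. The authors' deposited table of 1 value per probe and array is on the log2 scale, and it was made from the same processed signal. Checked on the values, it follows the log2 signal minus the 75th percentile of each array and minus the median of each probe over the 23 arrays, with a median absolute difference of 0.00251 to 0.0149 per array. All 14147 probes have a median of 0 there, and its correlation with the signals used here was 0.998 to 1.00 per array.

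Every array has 15744 spots, 536 of them controls and 15208 for probes. Between 1 and 47 probe spots per array (median 10), marked by Feature Extraction as uneven or as outliers of their replicates, were left out. The median local background was 15 to 17 intensity units, and the lowest signal called well above background was 4.06 to 9.59. A probe whose signals are below that limit on all arrays of a group is given here only with a lower bound of its fold, against that limit. Values were read and summarised with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. Differences between groups were fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, two-sided), adjusted by Benjamini-Hochberg over the probes tested, and called at an adjusted p under 0.05. A fold of at least 2 was asked for only where the text says so. The fitting was tested on simulated data with independent noise and the spread of the real probes pooled over the segments, without outlying arrays. Beside the shares given with the counts of AI-MI vs. PI and AI vs. MI, it recovered 74% of genes changed by 1 log2 unit and 97% of those changed by 2 for AI vs. PI, with 7 wrong calls, and 71% and 98% for MI vs. PI, with 3.

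AI and MI were compared with each other and with PI, and AI-MI as 1 group with PI, as in the study. The comparisons, their tests, the samples in each group, the rule for naming genes and most alternative settings were written down before the data were examined. Those alternatives were quantile normalization, normexp background correction with an offset of 50, no filter on dim probes, the authors' table, a floor on dim signals, the test named in the paper's methods, an eBayes prior with a trend, blocks for replicate number or slide, a joint fit of the segments, and each array left out in turn. The normexp correction was planned on mean spot signals, but it was run on median signals because the deposited intensity columns hold no means. Fits within each slide, a combination of the methods' test with the authors' table and no filter, the joint removal of AI replicate 2 and MI replicate 7, and scaled principal components of the authors' table were added after values had been seen. The paper does not say whether equal replicate numbers mark the same fish, so no block was used except where the text says so. As a check, the deviations of arrays from their segment means were correlated over probes. For AI and PI, arrays with equal numbers correlated at 0.188 to 0.589 (median 0.351), against a median of -0.0472 between unequal numbers, and 8 of 8 AI arrays correlated best with their own number. By the rule used here, a correlation over 0.1 in every pair, these numbers pair the arrays. With the slide means removed, 4 of 8 pairs stayed over 0.1, so part of these correlations may go with the slide. Numbers 3 and 6 have their AI and PI arrays on different slides. Of these, number 3 stayed at 0.488, while number 6 went from 0.188 to 0.0922.

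The named genes are those that the paper names in its results, discussion and tables, the 10 further ones with the largest difference per direction for AI-MI vs. PI, the 5 per direction with the smallest p for AI vs. MI, and 4 members of each gene list. This gave 208 probes, 107 of them named by the paper, and 1 of the others is not reported here. The fold changes in the paper's tables had been seen when this rule was written. Other genes in the text were chosen after their values were seen. Gene names come from Table S2, which holds 3644 distinct names. The gene lists are patterns on these names, so they hold only genes called by the study and not every gene of a kind. Set tests on the lists (camera and fry of limma) had been planned and were not run, because genes without a call have no names to set beside them. The qPCR measurements, the Ingenuity pathway and network analyses, and genes outside the array were not analysed here. The place of MI was compared with that of AI by exact permutation, and principal components were computed in R on probes centred on their means.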

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

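The tests of explanations in this part were all chosen only after the results that they explain had been seen, while the criterion for an array that stands apart was fixed earlier. Over 621 groups of 7 or 8 arrays, 1 for each named gene given here and segment, the highest or the lowest array stood apart by Dixon's test at the 95% level in 88. Chance gives about 1 in 20 such groups, here 31.1, and genes on 1 array are not independent of each other. AI replicate 2 accounted for 49, MI replicate 3 for 14 and MI replicate 7 for 7, and the other 18 were spread over the remaining arrays concerned, 15 arrays in all. Values are log2 signals on the array named.

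AI replicate 2 had the lowest AI signals for genes of the AI-MI side: Natterin-3-like at 2.00, Acidic mammalian chitinase at 1.70, 14 kDa apolipoprotein at 2.26, Peptide Y at -0.66, Uncharacterized protein LOC100002243 at 0.43, Lactase-phlorizin hydrolase at 6.85 and Alkaline phosphatase, tissue-nonspecific isozyme at -0.89. It was also lowest for Ammonium transporter Rh type B at -2.20, Neuromedin-B-like at -0.93, Ecto-NOX disulfide-thiol exchanger 1-like at -5.29, Gastrin at -0.31, Carbonic anhydrase 4 at -3.65, G-protein coupled receptor 39 at -0.30 and Apolipoprotein C-I-like at -1.09. Lower than in every other AI array were Cytochrome P450 2D15 at -1.50, Solute carrier family 26 member 6 at 0.31, Glycine amidinotransferase, mitochondrial at -0.41, Ubiquitin carboxyl-terminal hydrolase 3 at 0.59, Plasminogen at -3.21, Thymidylate synthase at -2.72 and 7-dehydrocholesterol reductase at -2.43. The same held for Methylsterol monooxygenase 1 at 3.86, Lathosterol oxidase at -1.93, Hepatocyte nuclear factor 4-beta at 2.80, Transcription factor GATA-4-like at -6.29, Transcription factor GATA-4 at -6.09, Zinc transporter ZIP8 at -0.12 and Zinc transporter ZIP4 at -3.30. Below the other AI arrays too were Zinc transporter ZIP4-like at -2.65 and ATP synthase subunit g, mitochondrial at 3.03. AI replicate 2 had the highest AI signals for genes of the PI side: Protein amnionless at -2.37, Transmembrane and immunoglobulin domain-containing protein 1 at 6.98, Cubilin at -5.07, B(0,+)-type amino acid transporter 1 at 3.06, Ileal sodium/bile acid cotransporter at 3.23, Gastric intrinsic factor-like at 4.68 and Excitatory amino acid transporter 3 at 5.52. It was also highest for Homeobox protein Hox-A13a at -1.27, Patched domain-containing protein 3 at 2.14, Forkhead box protein D2 at -0.10, Solute carrier family 15 member 2 at 3.22, Major facilitator superfamily domain-containing protein 4-A at -0.37, Homeobox protein Hox-A11a at -1.49 and Purine nucleoside phosphorylase at 1.87. Above the other AI arrays were Alcohol dehydrogenase A at -3.72, Extracellular calcium-sensing receptor at -7.25, Gamma-glutamyltransferase 5-like at -2.23, Cytochrome b-245 light chain at 0.89 and Claudin-14 at -3.40.

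MI replicate 3 was lowest of the MI arrays for Acidic mammalian chitinase at 0.27, Probable G-protein coupled receptor 97 at -5.43, Villin-1 at -0.57, GATA-binding factor 5-A at 4.59, T-cell receptor beta chain ANA 11 at -0.27 and Solute carrier family 2, facilitated glucose transporter member 5-like at -4.43. It was highest for Sorting nexin-6-like at 0.67, Toll-like receptor 1 at 0.32, Toll-like receptor 6 at -0.60, Sulfate transporter at 1.13, T-cell-specific surface glycoprotein CD28 homolog at -1.66, Ig heavy chain C region, secreted form at 1.78, C-X-C chemokine receptor type 5 at 0.41 and CD79b at 0.40, among them genes of B cells. MI replicate 7 was lowest of the MI arrays for Gastric intrinsic factor-like at -1.70, Patched domain-containing protein 3 at -5.32 and Ninjurin-1 at -7.57, and highest for Uncharacterized protein LOC100002243 at 6.90, Apolipoprotein A-I at 0.08, Intelectin-2 at 2.07 and Zinc transporter ZIP4-like at 0.14. The remaining AI values were Homeobox protein Hox-C13a at -8.72 (lowest in AI replicate 7), Hydroxylysine kinase at -7.57 (highest in AI replicate 3), Probable G-protein coupled receptor 63 at -6.42 (lowest in AI replicate 3), Cytochrome P450 1A1 at -0.34 (highest in AI replicate 3) and Fucolectin at -0.47 (lowest in AI replicate 3). In MI there were TMEM236 at -3.30 (highest in MI replicate 5), Neuropeptides B/W receptor type 2 at -2.04 (highest in MI replicate 2), Matrix metalloproteinase-9 at -8.73 (lowest in MI replicate 5) and 40S ribosomal protein S9 at -8.91 (lowest in MI replicate 1). In PI there were Natterin-3-like at -4.42 (highest in PI replicate 7), Pepsin A at -1.16 (highest in PI replicate 8), Ecto-NOX disulfide-thiol exchanger 1-like at -8.19 (highest in PI replicate 8), Zinc transporter 8 at 1.19 (lowest in PI replicate 7), G-protein coupled receptor 84 at -4.09 (highest in PI replicate 6), Interleukin-8 at 2.52 (highest in PI replicate 5), Intelectin-2 at -7.61 (highest in PI replicate 2), Plasminogen at -5.10 (highest in PI replicate 3) and Hemoglobin subunit alpha-D at -1.57 (highest in PI replicate 4). Given the number that chance yields, the single values on these arrays carry no weight of their own.

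AI replicate 2 lay with the MI arrays: on a scale from the AI mean (0) to the MI mean (1), over the 100 probes with the smallest p on the other arrays, it was at 1.26 and the other AI arrays at -0.232 to 0.273, while MI replicate 7 was at 0.0867, MI replicate 5 at 0.591 and the other MI arrays at 0.891 to 1.06. The tables argue against an exchange of the AI and MI samples numbered 2, because MI 2 was at 0.909, and against the slide, because the other 2 AI arrays of slide 1 had a median of -0.173. Against PI RNA mixed into AI 2 stands the uneven distance below the PI mean of 43 probes at least 32-fold higher in PI, with an interquartile range of 5.54 log2 units (quartiles 0.33 and 5.87, range 5.15 with the 9 dim signals of AI 2 held at its background limit) against 0.51 to 0.73 for single PI arrays, a test put in place of a first that had decided nothing once seen (33.3% of 15 PI-only probes on AI 2, and 0 to 46.7% on MI arrays). A section taken further along the intestine than in the other fish stays open, since AI 2 was at 0.437 between AI (0) and PI (1) and no other AI array above 0.0607, as does an exchange of the AI 2 and MI 7 samples, for which the deviations of AI 2 correlated with PI 2 at 0.271 (other PI arrays up to 0.0721) but, with slide means removed, at -0.00707 (up to 0.213), and those of MI 7 with PI 2 at -0.0271 and then 0.354 (up to 0.327 and 0.225) and with AI 8 at 0.602 and then 0.330. Either may be the source, and a single wrong label or an exchange with a sample outside the study was not excluded, and no biological difference between the fish was tested.

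The 15 pancreatic enzymes of the gene list, all of them called by the study on these arrays, rose and fell together within segments, with a mean log2 signal of 0.33 and 0.77 in PI replicates 5 and 6 against -4.47 to -3.85 in the other PI arrays, and of -1.41 and -1.49 in AI replicates 5 and 6 against 5.82 in AI replicate 4. The tables argue against a state of the fish, such as the time since feeding, that moves AI and PI the same way. AI and PI arrays of 1 number differed by a median of 4.38 in their deviations and arrays of other numbers by 2.68 (8 pairs, exact permutation p = 1.0 for a smaller value), as far as numbers mark fish. A state that acts differently on the segments was not tested, and MI was not used. The tables also argue against the slide, which held 16.2% of the variance of the enzyme mean where chance gives 30.0%. Exocrine pancreas, which lies spread around the gut in many teleosts, in some of the sections stays open, as the 1 component that held 93.7% of the variance of the enzymes within segments restates the pattern and decides nothing. Of 12775 probes, 19 followed the enzyme mean at a correlation over 0.9, 13 of them on the list and the others endonuclease domain-containing 1 protein at 0.996, poly(U)-specific endoribonuclease at 0.991, high choriolytic enzyme 1 at 0.985, vitelline membrane outer layer protein 1 homolog at 0.983, differentially regulated trout protein at 0.983 and phospholipase A2 at 0.961, but trypsinogen-like protein 3 did not (-0.106). Pancreas may add to the digestive side of AI-MI, which no value here decides, and the measures for the fish's state and for pancreas had replaced correlations seen first, because the arrays fall into clusters.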

How the results depend on the processing

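The fits within single slides, the combination of 3 choices, the fits without both AI replicate 2 and MI replicate 7, and the scaled components of the authors' table were chosen only after the results were seen. For AI-MI vs. PI, AI vs. PI and MI vs. PI, the count of called probes stayed within 1.5 times its value under every setting run except the fits within slides, and so did the count at 2-fold or more except within slides and with normexp. Within slides 1, 2 and 3 the calls were 1404, 3508 and 2034 for AI-MI vs. PI, 480, 3012 and 1530 for AI vs. PI and 1265, 1402 and 261 for MI vs. PI, each from the few arrays of 1 slide. At 2-fold or more these fits called 1114 on slide 1 for AI-MI vs. PI, 480 and 1363 on slides 1 and 3 for AI vs. PI, and 1112 and 261 for MI vs. PI. With normexp the counts at 2-fold or more were 1097, 1263 and 979 in the same order, and its offset narrows folds of dim probes by construction. For AI vs. MI the count of 0 held under all settings but the joint fit of the segments, with 49 calls (41 at 2-fold or more), and the fits without AI replicate 2 or MI replicate 7, with 586 and 40. Without both, 1046 were called (498 at 2-fold or more), but these 2 arrays had been picked by their values. Leaving out each array in turn gave 5197 to 5801 calls for AI-MI vs. PI (1804 to 1966 at 2-fold or more), 0 to 586 for AI vs. MI (0 to 295), 5024 to 5673 for AI vs. PI (2064 to 2320) and 3973 to 4688 for MI vs. PI (1612 to 1818).

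With the replicate number as a block, 6809 probes were called for AI-MI vs. PI, 6736 for AI vs. PI, 5498 for MI vs. PI and 0 by limma for AI vs. MI, with 2640 of the last at an unadjusted p under 0.05. With MI replicates 6 and 7 in blocks of their own the calls were 7015, 6736, 5150 and 0, with 1633 of the last at an unadjusted p under 0.05. Of the calls made without a block, 5667 of 5684, 5380 of 5424 and 4345 of 4510 were made again with the first block, and 5616, 5380 and 4005 with the second. For AI-MI vs. PI and AI vs. MI, neither block changed the call of a named gene. Equal numbers of AI and MI correlated at 0.00551 to 0.449, 4 of 7 best with their own number, and those of MI and PI at 0.00286 to 0.553, 5 of 7 best. In each of these comparisons 6 of 7 pairs were over 0.1 and 1, with MI replicate 6 or 7, was not, so the rule used for AI and PI was not met. The median over equal numbers was still 0.325 and 0.435, against -0.0593 and -0.0379 between unequal numbers. MI replicates 6 and 7 correlated best with numbers 7 and 8, and their numbers are uncertain. The block fits may pair these 2 arrays wrongly or leave them unpaired, so their 0 calls for AI vs. MI are no clean paired test. With the slide means removed, 6 of 7 pairs of MI and PI stayed over 0.1, 6 best with their own number, and 4 of 7 of AI and MI.

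The first 2 principal components held 59.9% of the variance with quantile normalization, 62.0% with normexp, 56.3% without the filter, 59.6% from the authors' table, 60.8% with a floor on dim signals, 43.3% with probes scaled to unit variance, 69.9% on the linear scale, and 41.2% with unit variance, no filter and the authors' table together. With all arrays, MI lay above AI on the axis to PI under each setting run for it. The difference missed the threshold in each (exact permutation p = 0.0514 to 0.122). It passed once the score of AI replicate 2, MI replicate 5 or MI replicate 7 was left out, with the axis unchanged. It also passed with the scores of both AI replicate 2 and MI replicate 7 left out (exact permutation p = 0.00175), which were picked by their values. Of the 208 named genes, 191 kept direction and side of the threshold for AI-MI vs. PI with normexp, 207 without AI replicate 2 and MI replicate 7, and 119, 175 and 143 within the slides. For AI vs. MI, 68 of the named genes were checked, of which 51 became calls without both arrays and 15 in the joint fit. The number of called members of a gene list moved by more than 1.5 times in 7 cases with normexp, 1 with a floor and 1 with quantile normalization, and normexp turned the sign of the median difference of the G protein-coupled receptors.

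Differences that turned are given as AI-MI minus PI on the log2 scale. With normexp, GPR84 came to 0.0435, matrix metalloproteinase-9 to 0.0217, T-cell receptor beta chain T17T-22-like to 0.0023, the bile acid receptor 1 to 0.0011 and 40S ribosomal protein S9 to 0.0242. All of these lay near 0 (limma, unadjusted p = 0.740 to 0.994), so the difference was lost rather than reversed. The median over all probes was 0.0056 without normexp and 0.130 with it. Vitronectin was at -0.27 within slide 1, the unnamed L2_36287 at -0.0085 within slide 3, and the unnamed L3_59623 at -0.0056 with MI replicates 6 and 7 in their own blocks. L2_36287 also turned between AI and MI with normexp (-0.0077, AI minus MI). The cause was not tested for these or for the other changes, beyond the smaller number of arrays within slides. Signal over background limits the folds of genes that are dim in 1 segment, whose size depends on the background correction and the floor. The set tests planned for the gene lists, with a preset or an estimated correlation, and the rotation test were not run.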

Differences from the paper's values

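The settings that combine 3 choices were chosen only after the values had been seen. A difference was counted where 1 value was over 1.5 times the other and the gap exceeded the replicate SD, or where a lower bound was over 1.5 times the paper's fold. By this none of the counts of DE genes, the component share or the folds of the paper's tables differed. The share was lower in the paper, by less than this margin. Points of Fig. 8 could only be read by eye, were not counted, and are far from the folds here, as given below. Of 107 fold changes in the paper's tables, 2 were over 1.5 times the value here, by up to 4.09 times, and both are given here only as lower bounds. The others were within 1.21 times. The paper's counts of DE genes and of those at 2-fold or more stand beside 5684 and 1883 here, at the same thresholds. Quantile normalization and the fit without a filter came within 1 of the paper's DE genes, both with 5769, a match noticed after seeing the values, and they dropped 156 and 2 genes of Table S2. The paper's counts at 2-fold or more were reached to within 2 genes by the methods' test on the authors' table without a filter, chosen after seeing the values, with 5774 and 1908 (961 higher in AI-MI and 947 in PI), and it dropped 0 of the 3652 genes in Table S2. The paper's share for the first 2 components stands beside 59.8% here, and it was reached to within 1 percentage point by 41.2% with unit variance, no filter and the authors' table, also chosen after seeing the values. Scaling to unit variance alone gave 43.3%. Table S2 lists 1911 genes of at least 2-fold, a few more than the paper's text counts.

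The paper ranks FZD10 first among the receptors raised in PI. Of 34 receptors tested here, in a list of G protein-coupled receptors that does not hold all of them, 18 were higher in PI and 10 of those had a larger fold than FZD10 (1.77-fold), led by the alpha-2 adrenergic receptor (10.1-fold) and G-protein coupled receptor 1-like (3.96-fold). HCAR2, which the paper also names, had 1.78-fold. Outside the list, C-X-C chemokine receptor type 5 (11.9-fold) and the extracellular calcium-sensing receptor (at least 8.72-fold) were higher in PI too. GPR39, which the paper ranks first for regulation along the intestine, was 7.94-fold higher in AI-MI, the largest fold there among the listed receptors, but 1 of them, the alpha-2 adrenergic receptor, had a larger fold in PI. Lysozymes are named by the paper among the immune genes of PI. Of those in Table S2, lysozyme C was 207-fold higher in AI-MI (adjusted p = 2.9e-10, all 15 AI-MI arrays lay above all 8 PI arrays), and lysozyme g 3.46-fold higher in PI (adjusted p = 3.5e-06, 8 of 8 PI arrays lay above the AI-MI mean). Thrombomodulin-like, a member of the PI network in Fig. 6, was 1.99-fold higher in AI-MI. The array axis of Fig. 8 is labelled as PI vs. AI. Read by eye, its points for gastrotropin and excitatory amino acid transporter 3 lie near 52.4-fold and 116-fold, the values of AI-MI vs. PI here, where AI vs. PI gave 537-fold and 1099-fold, and more without AI replicate 2.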

Other observations

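Of what this part reports, the comparisons with other splits of the arrays were chosen only after the counts of called probes had been seen. Several large differences of Table S2 are not named in the paper's text or its Tables 2 and 3 and are given here as mean log2 signals. The anion exchanger solute carrier family 26 member 6 (L1_89470) averaged 1.64 ± 0.84 (SD, n = 15) in AI-MI and -5.55 ± 1.98 (SD, n = 8) in PI (146-fold higher in AI-MI, adjusted p = 1.7e-10, all 15 AI-MI arrays lay above all 8 PI arrays), and fucolectin (L12_80609), which binds fucose, 5.01 ± 2.18 (SD, n = 15) in AI-MI and -2.03 ± 2.57 (SD, n = 8) in PI (132-fold, adjusted p = 1.8e-06, 15 of 15 AI-MI arrays lay above the PI mean, 87.8-fold without PI replicate 3). On the PI side, purine nucleoside phosphorylase (L2_41257) averaged -3.92 ± 3.13 (SD, n = 15) in AI-MI and 1.31 ± 0.47 (SD, n = 8) in PI (37.5-fold, adjusted p = 2.9e-04, 8 of 8 PI arrays lay above the AI-MI mean, with 95.1-fold against AI, 193-fold without AI replicate 2, and 12.9-fold against MI), and gamma-glutamyltransferase 5-like (L2_67907) -7.68 ± 2.41 (SD, n = 15) in AI-MI and -2.90 ± 0.51 (SD, n = 8) in PI (27.3-fold, adjusted p = 4.6e-05, 8 of 8 PI arrays lay above the AI-MI mean). SH3 domain and tetratricopeptide repeat-containing protein 1 (L12_85622) was 36.3-fold higher in PI (adjusted p = 2.9e-14, all 8 PI arrays lay above all 15 AI-MI arrays).

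Of a list of 3 plasma proteins of the liver, plasminogen, prothrombin and vitronectin, 3 of 3 were higher in AI-MI, with plasminogen 119-fold higher (adjusted p = 5.2e-08, all 15 AI-MI arrays lay above all 8 PI arrays). Table S2 names further plasma proteins of the liver, on both sides. Of the hemoglobin genes, 3 of 3 were higher in AI-MI, by 1.65 to 5.47-fold, the latter hemoglobin subunit beta-2, which was 3.59-fold higher without PI replicate 6. Hemoglobin subunit beta (L3_35102, adjusted p = 0.0274, 12 of 15 AI-MI arrays lay above the PI mean) lost its call without PI replicate 3 (adjusted p = 0.0628) or PI replicate 5 (adjusted p = 0.0527). The only islet hormone of the list, glucagon-1 (L12_71059), was higher in AI-MI. Whether its signal came from islets or from endocrine cells of the gut was not tested. Of the mucins and goblet cell genes, 2 of 3 were higher in AI-MI and 1, Mucin-5B (at least 3.83-fold, adjusted p = 1.5e-06, 8 of 8 PI arrays lay above the AI-MI mean), in PI, which lost its call with normexp background correction. These counts are not independent evidence, since the study called the members on these arrays.

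For AI-MI vs. PI, 1 of 100 splits into groups of the same sizes, the real one, gave a count as large, with 5684 calls against at most 535. The same held for AI vs. PI (1 of 100, 5424 against at most 2073) and MI vs. PI (1 of 100, 4510 against at most 689). With 100 splits no share under 1 in 100 can be shown, and these splits take every array as independent, so they make chance unlikely but do not exclude it. Where numbers pair the arrays, in AI vs. PI, 1 of 100 splits that part every pair was as large, and the highest other, with 4032 calls, exchanged 1 pair. Of the other splits of this kind 8 called any probe, 7 of them with a single pair exchanged. For AI vs. MI the real count of 0 by limma, with 1639 at an unadjusted p under 0.05, is one that all 100 of 100 splits must reach, so they decide nothing about chance. Most of the other splits called 0 (median 0), and 7 called any probe. The highest, with 286 calls, differs from the labels by an exchange of AI replicates 2 and 5 with MI replicates 1 and 7, and the next, with 12, also has AI replicate 2 and MI replicate 7 on the other side. This points to a structure of the AI and MI arrays that their labels follow only in part.

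Of the 586 probes called between AI and MI without AI replicate 2, 436 were also called between AI and PI, 415 in the same direction and 21 in the other. The remaining 150 were not called between AI and PI. Table S2 names 301 of the 586, and 576 were called again when MI replicate 7 was left out as well. AI replicate 2 was singled out for its values among the arrays left out in turn, so these counts describe the other arrays and test nothing. On AI replicate 2 itself, levels of genes of the PI side were uneven. The ileal sodium/bile acid cotransporter, gastrotropin and excitatory amino acid transporter 3 were within 1.27-fold of their PI means there, but cubilin was 168-fold, protein amnionless 369-fold, cathepsin L-like at least 249-fold and TMEM236 at least 1512-fold below, the last 2 not well above background there. These genes were chosen after their values were seen.

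The numbers of the last MI arrays are uncertain. Fig. 3 shows 7 MI points whose highest number is larger than any MI number used here. The deviations of MI replicate 6 correlated best with AI replicate 7 (0.489) and PI replicate 7 (0.321), and those of MI replicate 7 with AI replicate 8 (0.602) and PI replicate 8 (0.327). No array was renumbered.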
